# A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in *Penicillium oxalicum*

**DOI:** 10.1038/s42003-024-06536-4

**Published:** 2024-07-11

**Authors:** Yuan-Ni Ning, Xue Liang, Xin Shen, Di Tian, Wen-Tong Li, Xue-Mei Luo, Jia-Xun Feng, Shuai Zhao

**Keywords:** Microbiology, Epigenetics

## Abstract

Filamentous fungi produce polysaccharide-degrading enzymes, which is controlled by poorly understood transcriptional circuits. Here we show that a circuit comprising RsrC-RsrA-RsrB (Rsr: production of **r**aw-**s**tarch-degrading enzyme **r**egulator) that positively regulates production of raw starch-degrading enzymes in *Penicillium oxalicum*. Transcription factor (TF) RsrA is essential for biosynthesis of raw starch-degrading enzymes. RsrB and RsrC containing Zn2Cys6- and C2H2-zinc finger domains, act downstream and upstream of RsrA, respectively. RsrA activates *rsrB* transcription, and three nucleotides (G^-286^, G^-287^ and G^-292^) of *rsrB* promoter region are required for RsrA, in terms of TF, for binding. RsrB_165−271_ binds to DNA sequence 5’-TCGATCAGGCACGCC-3’ in the promoter region of the gene encoding key raw-starch-degrading enzyme PoxGA15A. RsrC specifically binds *rsrA* promoter, but not amylase genes, to positively regulate the expression of *rsrA* and the production of raw starch-degrading enzymes. These findings expand complex regulatory network of fungal raw starch-degrading enzyme biosynthesis.

## Abstract (web summary)

A novel circuit comprising RsrC-RsrA-RsrB (Rsr: production of raw-starch-degrading enzyme regulator) was identified to positively regulate the production of raw starch-degrading enzymes in Penicillium oxalicum.

## Introduction

Amylase is an important industrial enzyme^1^, which can convert starch into glucose and/or maltose^2,3^. Traditional starch processing comprising of gelatinisation, liquefaction and saccharification, involves soluble starch-degrading enzyme, with all steps requiring high energy input^4^. In general, soluble starch-degrading enzymes are recognized as glycoside hydrolases degrading soluble or cooked starch. By contrast, raw starch-degrading enzymes are capable of directly degrading raw or uncooked starch granules into oligosaccharides or glucose below gelatinisation temperature^5^. Application of raw starch-degrading enzymes can improve production efficiency and reduce input costs and environmental pollution, giving them great market application prospects^6^.

*Penicillium* can secrete intact and highly active raw starch-degrading enzyme^7^, including raw starch-degrading glucoamylase PoxGA15A^8^. However, low production of native raw starch-degrading enzymes means they cannot meet the needs of large-scale industrial applications, hence it is urgent to elucidate the regulatory mechanisms of amylase gene expression to guide molecular breeding of fungal strains that produce large quantities of raw starch-degrading enzymes.

Expression of amylase genes in *Penicillium oxalicum* is controlled by a variety of regulatory factors. For instance, activator AmyR binds to the promoters of genes encoding prominent amylases including PoxGA15A and α-amylase Amy13A. AmyR interacts with histone acetyltransferase complex Hat1-Hat2, acting as a molecular brake to regulate expression of amylase genes^9^. Moreover, CxrC negatively regulates the expression of genes encoding major raw starch-degrading enzymes^10^. Other specific regulatory factors such as translational elongation factor eEF1A^11^, G protein γ subunit GNG-1^12^, protein kinases PoxMK1^13^, PoxMKK1^14^ and POGSK‑3β^15^, GATA-type zinc finger protein NsdD^16^ and putative methyltransferase Mtr23B^17^, are known to participate in raw starch-degrading enzyme biosynthesis in *P*. *oxalicum*.

Previous studies identified a transcription factor (TF), RsrA (formerly POX01907), containing two SANT-like domains with different roles^18^. SANT1 is responsible for DNA-binding, while SANT2 interacts with a putative 3-hydroxyisobutyryl-CoA hydrolase. RsrA positively regulates the expression of *PoxGA15A* and *amy13A*, and this regulation is dependent on its phosphorylation and the recruitment of Mediator complex^19^. However, the regulatory circuit associated with RsrA remains unknown.

In present study, TFs RsrB and RsrC acting downstream and upstream of RsrA, respectively, were identified in *P*. *oxalicum* through comparative transcriptomic profiling and yeast one-hybridisation (Y1H). Both of them positively regulated the biosynthesis of raw starch-degrading enzymes and conidiation, constructing a regulatory circuit RsrC-RsrA-RsrB.

## Results

### POX_g08691 positively regulates amylase production of *P*. *oxalicum*

Comparative analysis of transcriptomes from *P*. *oxalicum* mutant Δ*rsrA* and parental strain Δ*ku70* was performed following culture in medium containing commercial starch of corn for 4 h, and 15 differentially expressed genes (DEGs) encoding putative TFs were identified in Δ*rsrA* relative to Δ*ku70*, using thresholds of |Log2 fold change| >1.5 and *p* value < 0.05^18^. These thresholds were selected with aim to increase the probability of screening target genes. Of these, six DEGs were successfully deleted in Δ*ku70* in previous reports^20^. Herein, deletion mutants of the remaining nine DEGs were constructed (Supplementary Fig. S1). Further measurement of raw starch-degrading enzyme activity revealed seven mutants with significantly altered enzyme production relative to Δ*ku70*. Notably, mutant Δ*POX_g08691* had the greatest reduction in enzyme production (49.5%) when directly cultured on commercial starch of corn for 6 days (Supplementary Fig. S2). Therefore, POX_g08691 was selected for further analysis.

Moreover, complementation strain C*POX_g08691* was constructed and confirmed (Supplementary Fig. S3), where the complementation cassette of *POX_g08691* was introduced into an ectopic locus of *POX_d05452* encoding aspartic protease PepA. Deletion of *POX_d05452* did not affect the production of amylases by *P*. *oxalicum*^21^. Subsequently, it was found that production of raw starch-degrading enzymes and soluble starch-degrading enzymes by Δ*POX_g08691* was 58.4–63.0% lower than that by Δ*ku70* when cultivated for 2 or 4 days. Complementation strain C*POX_g08691* partially restored amylase production compared with Δ*ku70* (Fig. 1a, b). In addition, sodium dodecyl sulphate-polyacrylamide gel electrophoresis (SDS-PAGE) analysis indicated that the secreted extracellular proteins by Δ*POX_g08691* were lower than that by Δ*ku70* when cultivated for 4 days. The extracellular proteins of C*POX_g08691* were comparable to those of Δ*ku70* (Supplementary Fig. S3c). These results indicate that POX_g08691 positively regulates the biosynthesis of amylases in *P. oxalicum*.

**Fig. 1:**
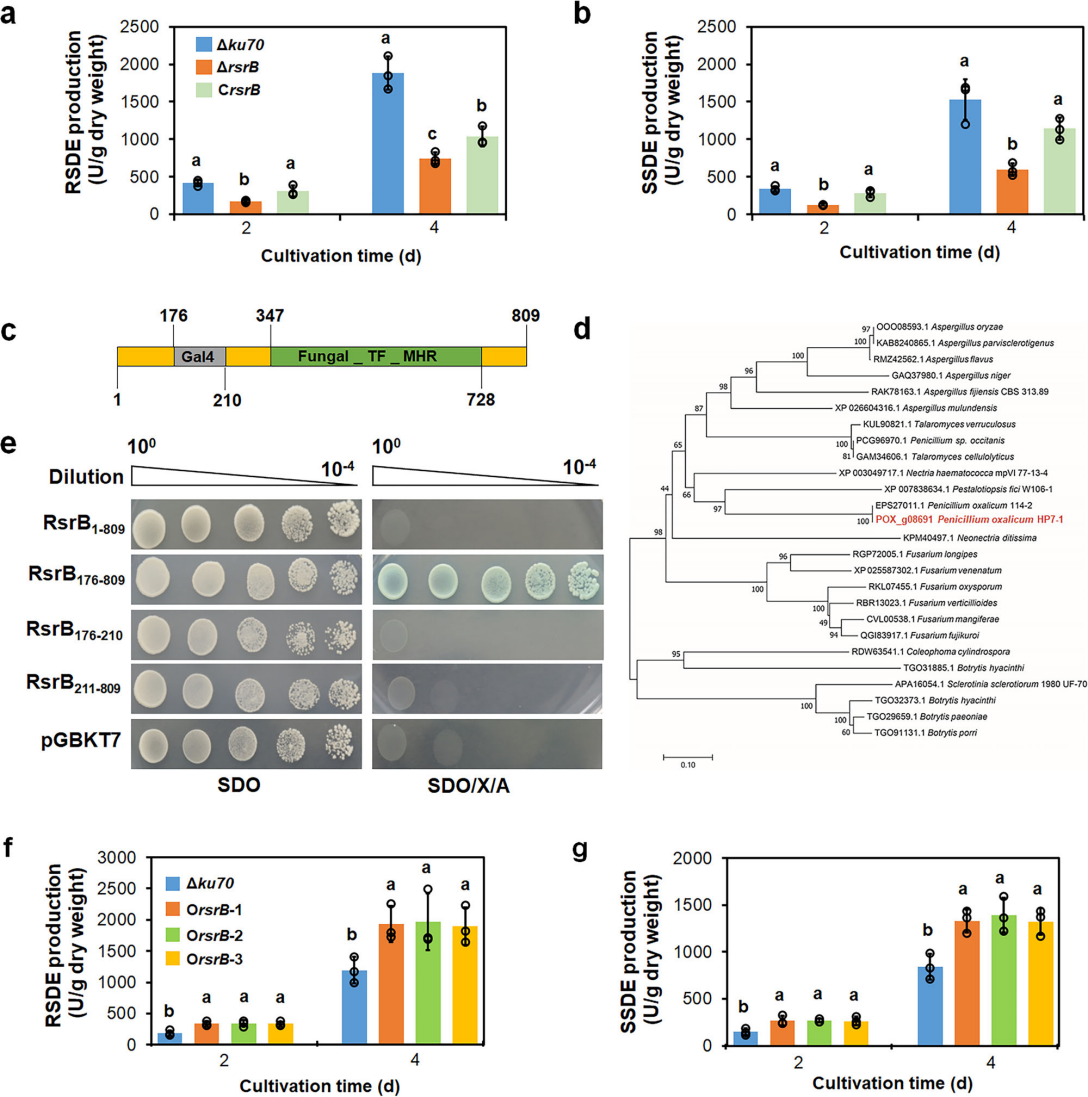
Analysis of RsrB (POX_g08691) functions and protein sequences. **a** Production of raw starch-degrading enzymes (RSDEs) and soluble starch-degrading enzymes (SSDEs) (**b**) by *P*. *oxalicum* mutant Δ*rsrB*, parental strain Δ*ku70* and complementation strain C*rsrB* in the presence of soluble corn starch (SCS). Lowercase letters represent *p* < 0.05. Different letters indicate significant differences, evaluated by one-way ANOVA. **c** Conserved domains in RsrB. Grey and green areas indicate the Gal4-like Zn2Cys6 zinc finger domain (Gal4) and Fungal_TF_MHR domain, respectively. **d** Phylogenetic analysis of RsrB and its homologues. The cladogram was constructed by MEGA version X using the neighbour-joining method and a Poisson model. Values displayed on branches were calculated using 1000 bootstrap replicates. **e** Yeast self-activation assay. Yeast cells carrying different lengths of RsrB peptides were cultured on SDO (SD/-Trp) and SDO/X/A (SD-Trp/+ X-α-Gal /+ aureobasidin A) for 4 days. **f** Effects of *rsrB* overexpression on RSDE and SSDE (**g**) production of *P. oxalicum*. All tested *P. oxalicum* strains were cultured in medium containing soluble corn starch for 2–4 days after transfer from glucose. Each mutant included three independent transformants. Results are mean ± SD. All experiments were performed at least three times. Uppercase and lowercase letters represent *p* < 0.01 and *p* < 0.05, respectively. Different letters indicate significant differences, evaluated by one-way ANOVA.

### RsrB is a TF containing a Zn2Cys6 zinc finger domain

Genome annotation of *P*. *oxalicum* HP7-1^22^ indicated that POX_g08691 consisting of 809 amino acid residues, contained a Gal4-like Zn2Cys6 zinc finger domain and a Fungal_trans domain (Fig. 1c). POX_g08691 shares 98.9% identity with PDE_01952 (EPS27011.1) from *P. oxalicum* 114-2, but <50% identity with orthologs in other fungal strains. Evolutionary analysis indicated that POX_g08691 and its orthologs were similar in *Penicillium* and *Aspergillus* (Fig. 1d). To facilitate further study, POX_g08691 was re-designated RsrB (Production of **r**aw-**s**tarch-degrading enzyme **r**egulator **B**).

To determine whether RsrB has transcriptional activation ability, an autoactivation experiment was conducted in yeast Y2HGold cells. The full-length *rsrB* gene and a DNA fragment encoding polypeptides RsrB_176–809_, RsrB_176–210_ and RsrB_211–809_ were separately cloned into plasmid pGBKT7, and the resulting recombinant plasmids were introduced into yeast Y2HGold cells. Recombinant Y2HGold/pGBKT7-*rsrB*_1–809_, Y2HGold/pGBKT7-*rsrB*_176–210_ and Y2HGold/pGBKT7-*rsrB*_211–809_ grew normally on SDO (SD/-Trp) plates but not on SDO/X/A (SD/-Trp/+X-α-Gal/+aureobasidin A). By comparison, recombinant Y2HGold/pGBKT7-*rsrB*_176–809_ grew normally on both SDO and SDO/X/A plates. In addition, colonies of Y2HGold/pGBKT7-*rsrB*_176–809_ turned blue on SDO/X/A plates (Fig. 1e), indicating that RsrB_176–809_ has transcriptional activation activity.

### RsrB affects mycelial growth and conidiation of *P*. *oxalicum*

To explore the effects of RsrB on colony growth and sporulation, Δ*rsrB* was cultivated on solid plates containing PDA, glucose and commercial starch of corn, and the parental strain Δ*ku70* and complementation strain C*rsrB* served as controls. When cultured for 5 days, the diameter of ∆*rsrB* colonies was smaller than that of Δ*ku70* and C*rsrB* on PDA, but larger than on glucose and commercial starch of corn, respectively (Supplementary Fig. S4a). Quantitative analysis of asexual spores revealed that mutant Δ*rsrB* production of asexual spores was increased by 63.0%, 49.0% and 49.0% compared with Δ*ku70* on PDA, glucose, and commercial starch of corn, respectively (Supplementary Fig. S4b).

Investigation of mycelial growth affected by RsrB displayed that mycelial accumulation in Δ*rsrB* was enhanced by 17.2–43.2% and 17.2–28.8% in glucose and commercial starch of corn, respectively (Supplementary Fig. S4c, d). Under microscopy, the hyphae of Δ*rsrB* cultivated for 48 h produced conidiospores earlier than those of both Δ*ku70* and C*rsrB* after cultivation on PDA, glucose and commercial starch of corn, whereas C*rsrB* conidiospores were similar to those of Δ*ku70* (Supplementary Fig. S5).

### Overexpression of *rsrB* markedly improves amylase production

Moreover, overexpression strain O*rsrB* was constructed (Supplementary Fig. S6). In O*rsrB*, the overexpression cassette of *rsrB* was introduced into an ectopic locus of *POX_d05452*^21^ in Δ*ku70*, where *rsrB* is controlled by its own promoter. Further RT-qPCR assay revealed that the transcriptional level of *rsrB* was considerably enhanced by 0.69–1.87-fold in O*rsrB* relative to Δ*ku70* in the presence of commercial starch of corn for 12–48 h (Supplementary Fig. S6c). The production of raw starch-degrading enzymes and soluble starch-degrading enzymes by O*rsrB* was enhanced by 61.4–81.2% after induction of commercial starch of corn for 2–4 days (Fig. 1f, g). SDS-PAGE analysis displayed that the secreted extracellular proteins by O*rsrB* was enhanced than that by Δ*ku70* when cultivated for 2 or 4 days (Supplementary Fig. S6d). However, colony phenotypes and sporulation of O*rsrB* on plates containing PDA, glucose and commercial starch of corn were similar to those of Δ*ku70* (Supplementary Fig. S7).

### RsrB regulates expression of genes encoding amylase and sporulation

To elucidate the effects of RsrB on expression of genes related to amylase production, RNA-sequencing (RNA-seq) was employed. Total RNAs of both ∆*ku70* and Δ*rsrB* were collected following cultivation in commercial starch of corn medium for 24 h after pre-growth in glucose. 

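Δ*ku70*, the parental strain that lacks the *ku70* gene of non-homologous end joining and in which the deletion mutants of *P. oxalicum* were made, and Δ*rsrB* were each represented by 3 libraries, which the paper calls biological replicates. The paper's methods give 5 days at 28 °C on PDA for spore production, and the sample labels give 4 days. Spores were grown for 24 h with glucose before the mycelia were moved to the inducing medium for 24 h. The paper names commercial starch of corn as the carbon source of that medium, whereas the labels of the same libraries name raw starch in one place and Avicel, a microcrystalline cellulose, in another. RNA was extracted with an RNAsimple kit according to the paper and with Trizol according to the labels. Poly(A)-selected RNA was sequenced at BGI. The paper's methods name BWA, Bowtie2, RSEM and NOISeq for the analysis of the data, without saying which step each was used for. For each library the authors deposited an FPKM value (a fragment number divided by transcript length and by the mapped total of the library) for each of 9721 genes, rounded to hundredths. The FPKM values summed to 950456, 1032286 and 1047725 in replicates 1 to 3 of Δ*ku70* and to 1039073, 1070963 and 1086112 in those of Δ*rsrB*. These sums are not read numbers, and the absolute depth of the libraries is unknown. In weakly expressed genes, however, FPKM values rise in steps that are each worth 1 read, so equal steps mark equal depth. Over 119 to 170 such genes per library, the most frequent step ratio put the depth of the other 5 libraries at 0.984 to 1 times that of Δ*ku70* replicate 2. Between 20.3% and 28.2% of these genes had that ratio.
The genes are listed under older identifiers than those of the paper, and the pairing with the paper's names is known for *rsrA* and was inferred for *rsrB*. The labels name the deleted gene of the second mutant as POX08340, and Supplementary Fig. S8a gives Δ*rsrB* as that mutant, so POX08340 was taken as *rsrB*. Its FPKM was 30.6, 35.7 and 30.6 in the 3 Δ*ku70* libraries, and it was listed at 0 in each of the 3 Δ*rsrB* libraries. No fold change is given against a strain listed at 0. The other genes that the paper names were not analysed here. Strains were compared on log2(FPKM + 1) with limma's moderated test, with the variance prior following expression, for genes with a mean FPKM of at least 1 over the 6 libraries compared. The values were used as deposited, without further scaling, and p was adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM.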

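Pearson correlation coefficients were computed across all listed genes, which are not independent replicates, so no p is given for them. On the log2(FPKM + 1) scale, the coefficient between Δ*rsrB* replicates was 0.977 to 0.991. Δ*ku70* replicates 2 and 3 had a coefficient of 0.984, whereas Δ*ku70* replicate 1 had 0.915 with replicate 2 and 0.906 with replicate 3. The 9 coefficients between a Δ*ku70* and an Δ*rsrB* library were 0.879 to 0.966. Of these, the 6 with Δ*ku70* replicates 2 and 3 were 0.941 to 0.966, so Δ*ku70* replicate 1 was less similar to the other Δ*ku70* replicates than these were to the Δ*rsrB* libraries. The scale moved the lowest coefficient of Δ*ku70* most, to 0.717 without the log transformation. No library repeated another, since at most 0.476% of genes with an FPKM over 1 had identical values in any pair of the 9 libraries, Δ*ku70* replicates 2 and 3.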

Statistical analysis of sequencing data from three biological replicates yielded a high Pearson correlation coefficient (Supplementary Fig. S8a), suggesting that these transcriptomic data were suitable for subsequent analysis.

The clean reads obtained by RNA-seq were mapped onto the genome of *P*. *oxalicum* strain HP7-1^22^, and the expressed genes were screening. Comparative analysis identified 4041 DEGs in Δ*rsrB* compared with ∆*ku70*, with a threshold False Discovery Rate (FDR) < 0.05, consisting of 2265 upregulated (0.08 <log2 fold change <8.5) and 1776 downregulated (-10.6 <log2 fold change <-0.08) genes (Fig. 2a and Supplementary Data 1). These DEGs were mainly involved in metabolism (651 genes) and genetic information processing (521 genes), especially carbohydrate metabolism (186 genes), and translation (272 genes; Fig. 2b).

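Of the 8597 genes tested, 340 were DEGs with an adjusted p under 0.05 (limma, Benjamini-Hochberg), of which 148 were raised and 192 were lowered in Δ*rsrB*. The difference was at least 2-fold in 277 of them. At an unadjusted p under 0.05 there were 2085 genes. In 2847 genes, 33.1% of those tested, all 3 values of one strain lay above all 3 of the other, which chance gives in 10%. The median log2 fold change over all tested genes was 0.04. Single libraries moved the number of DEGs. It was 930 without Δ*ku70* replicate 1, 127 without replicate 2 and 434 without replicate 3, and it was 106, 72 and 88 without Δ*rsrB* replicates 1, 2 and 3. The alternative that moved the number most was a weight per library estimated by limma's array weights, which gave 3989 DEGs, 2156 raised and 1833 lowered. These weights ran from 0.107 for Δ*ku70* replicate 1 to 65.8 for Δ*rsrB* replicate 2, and limma reported that their estimation stopped before it converged.

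**Figure D1:**
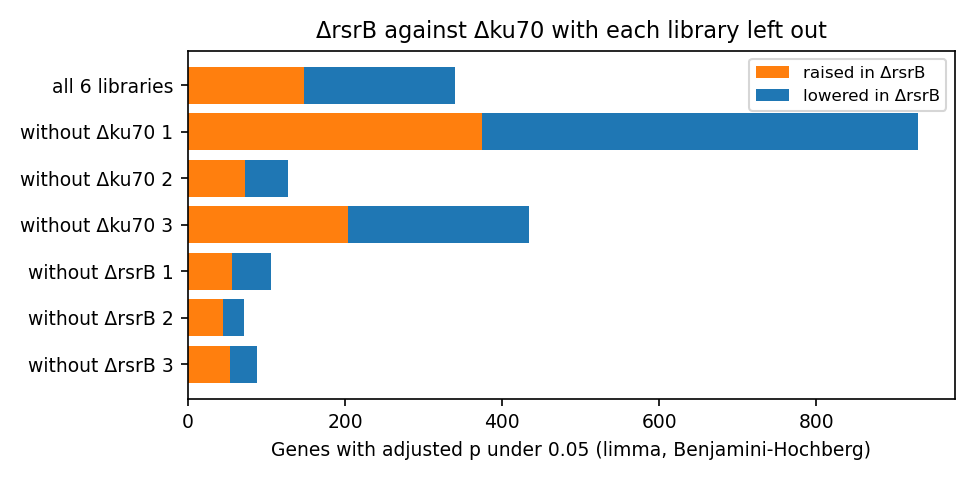
Number of DEGs between Δ*rsrB* and Δ*ku70* (horizontal axis) with all 6 libraries and with each library left out in turn (vertical axis), as bars divided into genes raised and genes lowered in Δ*rsrB*. The bar without Δ*ku70* replicate 1 reaches 930 genes and the bar without Δ*rsrB* replicate 2 reaches 72.

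Among the DEGs whose values did not overlap between the strains, POX08108 rose most in Δ*rsrB*, from an FPKM of 0.203 ± 0.135 (SD, n = 3) to 74.7 ± 6.69 (SD, n = 3). Its log2 fold change was 5.98 (standard error 0.17, adjusted p = 8.88e-05, limma with Benjamini-Hochberg adjustment). POX03632 went from 1.84 ± 1.44 to 107 ± 8.07, a log2 fold change of 5.38 (standard error 0.38, adjusted p = 0.00149, limma). Apart from *rsrB*, POX05360 was lowered most, from 818 ± 188 to 19.1 ± 4.41, with a log2 fold change of -5.35 (standard error 0.23, adjusted p = 0.000366, limma). POX09358 had an FPKM of 9257, 29076 and 28047 in Δ*ku70* replicates 1 to 3 and 647 ± 115 in Δ*rsrB*, a log2 fold change of -4.93 (standard error 0.46, adjusted p = 0.00422, limma). Over the 15 alternatives with a test, the adjusted p of these 4 genes went no higher than 0.034, for POX09358 (limma). Expression of *rsrA*, listed as POX01907, was 21.5 ± 2.37 in Δ*rsrB* and 18.8 ± 3.52 in Δ*ku70*, a log2 fold change of 0.19 (standard error 0.18, adjusted p = 0.534, limma) that lies within the spread between replicates. The difference in mean log2(FPKM + 1) had p = 0.3 in a two-sided exact permutation test, where 0.1 is the smallest p that 3 libraries against 3 allow. The paper takes the DEGs between Δ*rsrB* and Δ*ku70* as the effect of RsrB on expression, groups them by KEGG annotation, and states that genes of amylases and of a sporulation regulator are among them. For major amylase genes and that regulator, *brlA*, it also reports RT-qPCR and binding of RsrB to their promoters in vitro.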

**Fig. 2:**
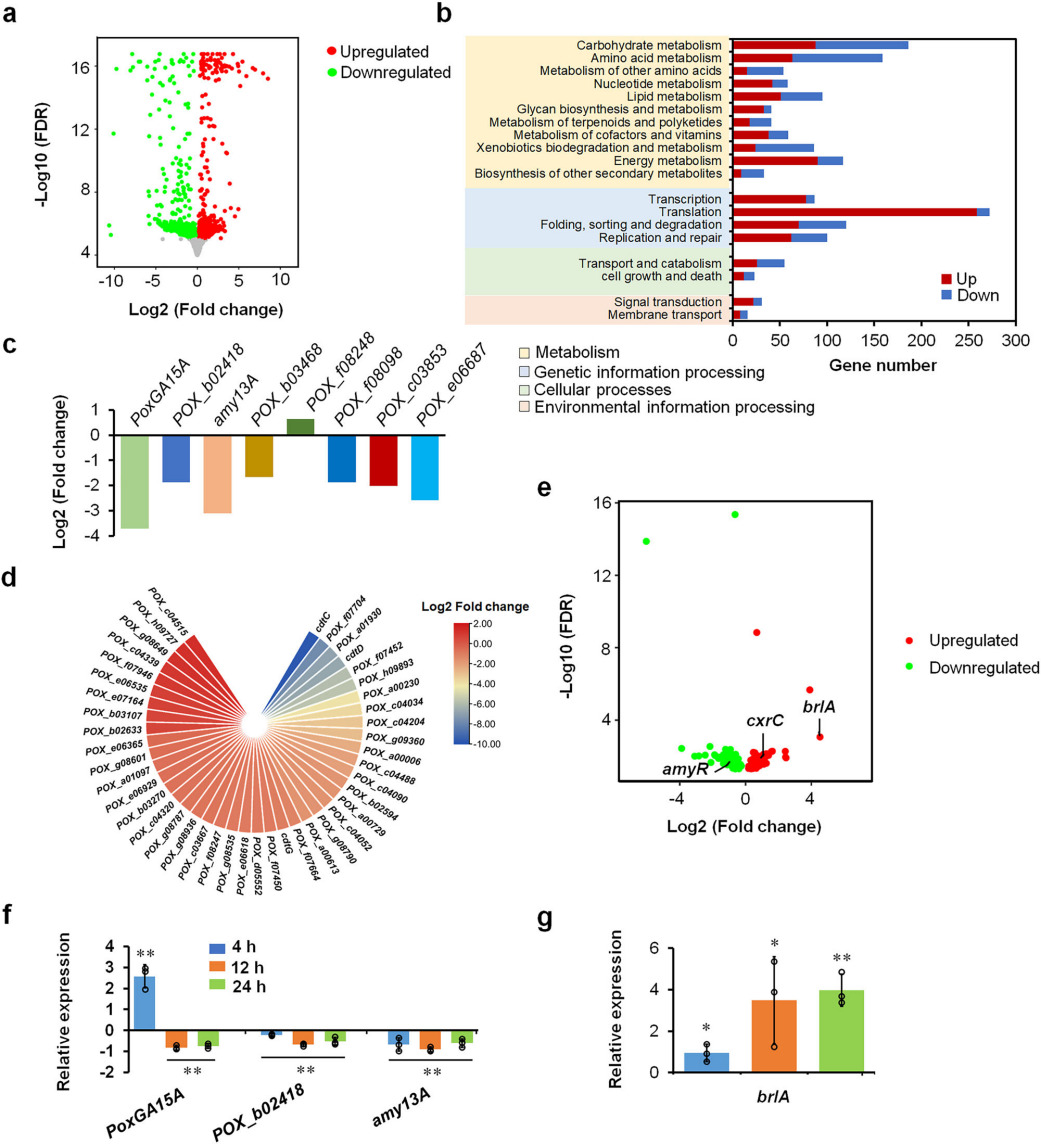
Effects of RsrB on gene expression in *P. oxalicum* in the presence of SCS. **a** Volcano plot indicating differentially expressed genes (DEGs). DEGs were screened and detected with thresholds of 0 <False Discovery Rate (FDR) ≤ 0.05. **b** KEGG annotation of DEGs modulated by RsrB. **c** DEGs encoding amylases. **d** DEGs encoding putative sugar transporters. **e** DEGs encoding putative transcription factors. **f** Real-time reverse transcription quantitative PCR (RT-qPCR) analysis of genes encoding major amylases, as well as sporulation-regulatory gene *brlA* (**g**). All *P*. *oxalicum* strains were cultured for 4–24 h in the presence of SCS. Gene expression in Δ*rsrB* was normalised to the level of Δ*ku70*. Results are mean ± SD. **p < 0.01 and *p < 0.05 indicate significant differences between Δ*rsrB* and Δ*ku70*, calculated by Student’s *t* test. PoxGA15A, raw starch-degrading glucoamylase; POX_b02418, glucoamylase; Amy13A, α-amylase.

Among the 4041 DEGs, eight genes encoding amylolytic enzymes were identified, including key raw starch-degrading glucoamylase gene *PoxGA15A*, glucoamylase gene *POX_b02418* and α-amylase gene *amy13A*, the expression of which was downregulated (-3.71 <log2 fold change <-1.88) in Δ*rsrB* compared with ∆*ku70* (Fig. 2c). Forty-three DEGs encoding predicted sugar transporters were identified, of which nine were upregulated (0.63 <log2 fold change <1.31) and 34 were downregulated (-9.75 <log2 fold change <-0.44) in Δ*rsrB*. Three key cellulodextrin transporter genes *cdtC*, *cdtD* and *cdtG* were included, with downregulated transcription (Fig. 2d).

Moreover, 184 DEGs encoding putative TFs were identified, 84 of which were upregulated (0.18 <log2 fold change <4.53) and 100 were downregulated (-6.04 <log2 fold change <-0.26) in Δ*rsrB*. Of them, several known TF-encoding genes regulating the biosynthesis of RSDEs in *P*. *oxalicum* were found, such as *cxrC*/*POX_a00541*^10^ and *amyR*/*POX_f08097*^9^, with 84.1%-increased and 47.0%-reduced expression in Δ*rsrB*. The transcription of the key sporulation-regulated *POX_c03558*/*brlA* gene increased 22.6-fold in Δ*rsrB* (Fig. 2e).

Two genes (*POX_a00279*/*rodA-like* and *POX_c03497/rodB*) that are involved in fungal mycelial growth and sporulation^16^ were markedly upregulated by 31.57- and 35.01-fold, respectively, following *rsrB* deletion.

Real-time quantitative reverse transcription PCR (RT-qPCR) assay found that expression of the *PoxGA15A*, *POX_b02418*, *amy13A* and *brlA*, varied in Δ*rsrB* compared with Δ*ku70*. After culturing for 4 h, transcription of *PoxGA15A* in Δ*rsrB* was increased 2.57-fold, whereas *POX_b02418* and *amy13A* were downregulated by 20.8% and 67.5%, respectively. At both 12 and 24 h, transcription of *PoxGA15A*, *POX_b02418* and *amy13A* genes was downregulated 51.3–90.6% (Fig. 2f). By comparison, at both 4, 12 and 24 h, transcription of *brlA* increased 0.94–3.98-fold (Fig. 2g).

### RsrB binds to the promoter regions of amylase genes and *brlA*

In vitro electrophoretic mobility shift assay (EMSA) was performed to determine whether RsrB binds to the promoter regions of amylase genes *PoxGA15A*, *POX_b02418* and *amy13A*. The results showed shifts in bands representing DNA-protein complexes when rRsrB_165–271_ was added to the probe tagged with 6-carboxyfluorescein (6-FAM), and the band density increased with an increasing amount of rRsrB_165–271_. As expected, neither control probe *β-tubulin* gene promoter nor proteins BSA and Trx-His-S formed DNA-protein complexes. Subsequent competitive EMSA indicated that the formed complexes markedly decreased or disappeared with increased competitive probes lacking 6-FAM (Fig. 3a, b). Similarly, a shifted band appeared when the mixture of rRsrB_165–271_ and *brlA* probe was loaded, but not when loading the competitive probe lacking 6-FAM (Fig. 3c). These results suggest that RsrB specifically binds to the promoter regions of the tested amylase genes and *brlA*.

**Fig. 3:**
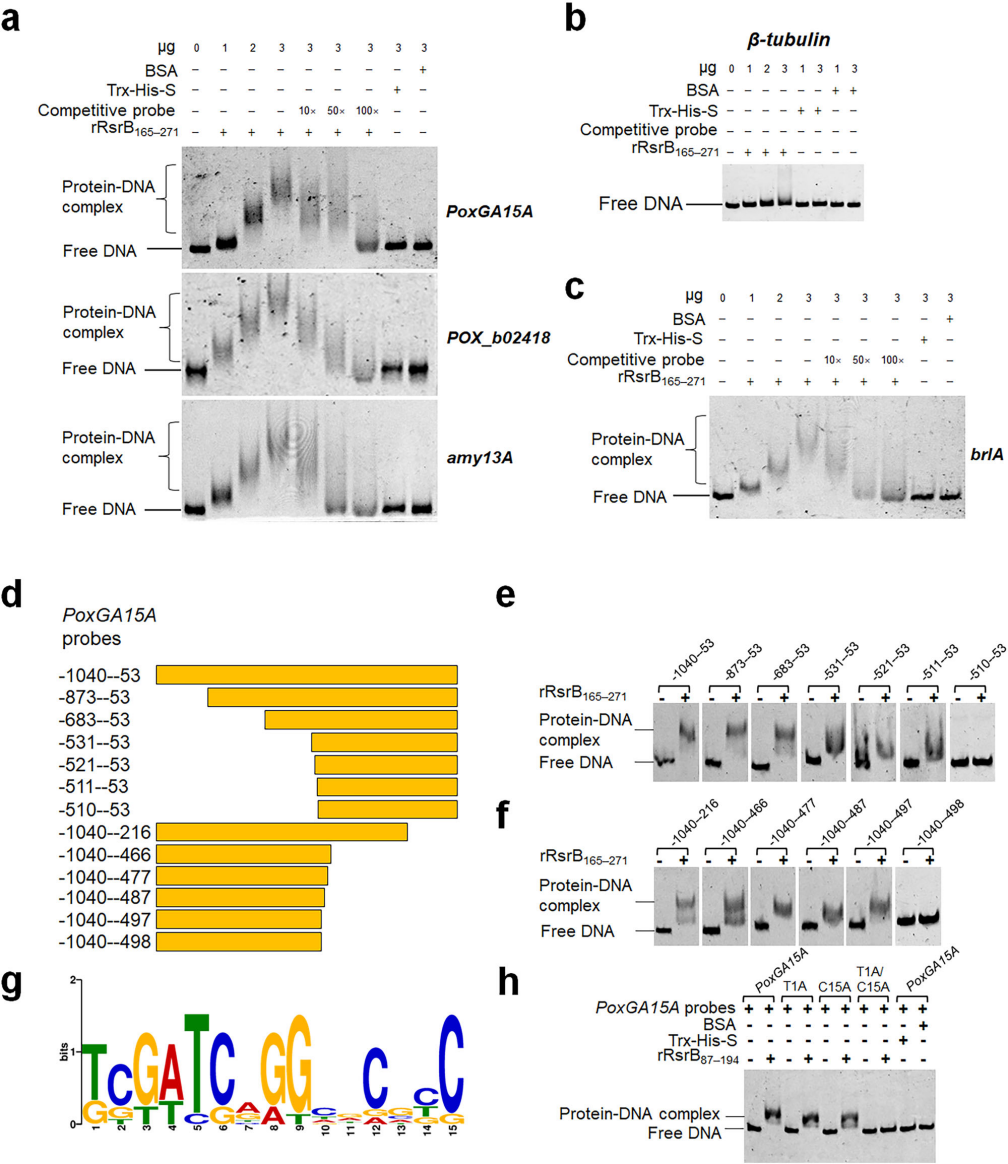
In vitro electrophoretic mobility shift assay (EMSA) indicating RsrB binding to target genes, and identification of the key DNA sequence bound. **a**–**c** Each reaction contained Trx-His-S-tagged rRsrB_165–271_ (0–3 μg) and 6-carboxyfluorescein-tagged probe (~50 ng). Trx-His-S peptide and bovine serum albumen (BSA) served as controls, along with the promoter region of the *β-tubulin* gene. Competitive probes were DNA fragments without 6-carboxyfluorescein. *PoxGA15A*, raw starch-degrading glucoamylase gene; *POX_b02418*, glucoamylase gene; *amy13A*, α-amylase gene; *brlA*, conidiation regulatory gene. **d** Schematic diagram indicating truncated promoter region of *PoxGA15A* probes for in vitro EMSA. **e**, **f** In vitro EMSA between rRsrB_165–271_ and truncated probes of *PoxGA15A*. Each reaction contained Trx-His-S-tagged rRsrB_165–271_ (3 μg) and 6-carboxyfluorescein-tagged probe (~50 ng). **g** MEME-predicted conserved DNA sequence bound by rRsrB_165–271_. DNA sequences were from promoter regions of *PoxGA15A*, *POX_b02418* and *amy13A*. **h** EMSA indicating the binding of mutated *PoxGA15A* probes by rRsrB_165–271_ (3 μg). Mutated *PoxGA15A* probe has ‘A’ instead of T and C at the 1st and 15th positions, as shown in panel D.

### RsrB binds to core DNA sequence 5’-KBKWYSNRKNDVVBS-3’

To identify DNA sequences bound by rRsrB_165–271_, a set of truncated *PoxGA15A* probes was designed, used for in vitro EMSA. The *PoxGA15A*_-1040–-53_ probe was successively truncated when attached to the 3’-terminus, generating several DNA fragments (Fig. 3d). All truncated probes tagged with 6-FAM formed DNA-protein complexes with recombinant rRsrB_165–271_ except *PoxGA15A*_-510–-53_ (Fig. 3e). Similarly, when attached the 5’-terminus, the *PoxGA15A*_-1040–-53_ probe was truncated to different lengths of DNA fragments (Fig. 3d). In vitro EMSA showed that rRsrB_165–271_ could bind to all tested probes except *PoxGA15A*_-1040–-498_ (Fig. 3f). It therefore appears that the core-DNA sequence bound by rRsrB_165-271_ is *PoxGA15A*_-511–-497_ (5’-TCGATCAGGCACGCC-3’).

Analysis by the MEME suite (https://meme-suite.org/meme/) with promoter regions from *PoxGA15A*, *POX_b02418* and *amy13A* identified the core DNA-binding sequence 5’-KBKWYSNRKNDVVBS-3’ (K: G/T; B: G/C/T; W: A/T; Y: C/T; S: G/C; N: G/A/C/T; R: A/G; D: G/A/T; V: G/A/C) shown in Fig. 3g. Based on the above results (Fig. 3e and f), two key nucleotides (T1 and C15) were localised at the binding site of rRsrB_165-271_ at the *PoxGA15A* promoter. When they were separately mutated to A, the shifted bands formed by rRsrB_165-271_ and the mutated probes *PoxGA15A*^T1A^ or *PoxGA15A*^C15A^ became weaker. When they were both mutated to A, the double mutated probe *PoxGA15A*^T1A/C15A^ cannot be bound by rRsrB_165-271_ (Fig. 3h), suggesting that these nucleotides were essential for the target sequence to be bound by rRsrB_165-271_.

### RsrB acts downstream of RsrA but with specific roles in regulation

Comparative transcriptomic analysis found that the transcript abundance of the *rsrB* gene significantly decreased by 67.8% in Δ*rsrA* relative to Δ*ku70*^18^. RT-qPCR analysis further confirmed that *rsrB* transcription decreased by 38.4%–76.9% after deletion of *rsrA* when cultivated in medium containing SCS for 4–48 h (Fig. 4a). In addition, in vitro EMSA indicated that recombinant rRsrA_830-883_^19^ formed a complex with 6-FAM-tagged *rsrB* probe, and the formed complex markedly decreased or disappeared when untagged competitive probe was loaded. The shifted bands did not appear when loading rRsrA_830-883_ and control *β-tubulin* gene probes, or between control protein BSA or Trx-His-S and tested probes (Fig. 4b). These results showed that RsrA specifically binds to the promoter region of *rsrB*.

**Fig. 4:**
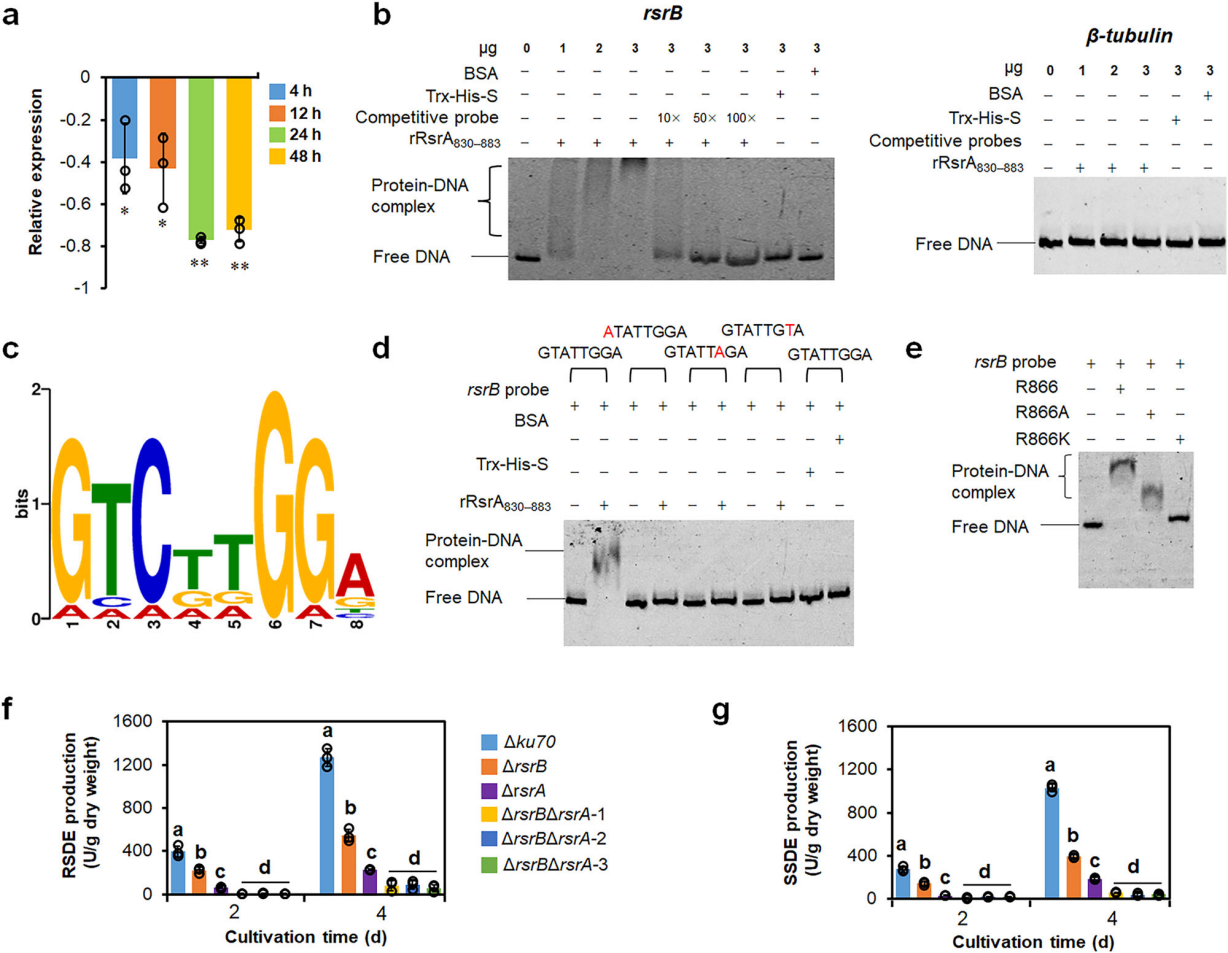
Analysis of the regulatory relationship between RsrA and RsrB. **a** Real-time reverse transcription quantitative PCR (RT-qPCR) indicating expression of *rsrB* in mutant Δ*rsrA* on soluble corn starch (SCS). *P*. *oxalicum* strains were cultured for 4–48 h after transfer. mRNA levels in mutant Δ*rsrA* were normalised to the levels in parental strain Δ*ku70* at the corresponding timepoints. **p < 0.01 and *p < 0.05 by Student’s *t* test represent significant differences between deletion mutant Δ*rsrA* and Δ*ku70*. Results are means ± SD. **b** In vitro EMSA between RsrA and *rsrB* probe. Recombinant rRsrA_830–883_ (0–3 μg) and *rsrB* probe (50 ng) were loaded. Trx-His-S peptide and bovine serum albumen (BSA) served as controls, along with the promoter region of the *β-tubulin* gene. Competitive probes were DNA fragments without 6-carboxyfluorescein. **c** MEME-predicted conserved DNA sequences bound by rRsrA_830–883_. DNA sequences were from the promoter regions of *PoxGA15A*, *POX_b02418, amy13A* and *rsrB*. **d** EMSA indicating the binding of mutated *rsrB* probes by rRsrA_830–883_ (3 μg). Mutated probes have ‘A’ or ‘T’ instead of ‘G at the 1st, 6th and 7th positions, as shown in (**c**). **e** EMSA between mutated rRsrA_830–883_ (3 μg) and *rsrB* probes. In mutated rRsrA_830–883_, R866 is exchanged for A or K. ‘–’ indicates no protein added. (**f, g**) Production of RSDEs and SSDEs by *P. oxalicum* parental strain Δ*ku70*, deletion mutants Δ*rsrB* and Δ*rsrA*, and double mutant Δ*rsrB*Δ*rsrA*. These strains were cultured in medium containing SCS for 2–4 days after transfer from glucose. Each mutant included three independent transformants. Results are mean ± SD. All experiments were performed at least three times. Lowercase letters represent *p* < 0.05. Different letters indicate significant differences, evaluated by one-way ANOVA. RSDE raw starch-degrading enzyme, SSDE soluble starch-degrading enzyme.

Previous studies found that RsrA binds to the core DNA sequence 5’-RHCDDGGD-3’ (R: G/A; H: T/C/A; D: T/G/A)^19^. Analysis using the MEME suite indicated that *rsrB*_-292–-285_ (5’-GTATTGGA-3’) might be required for RsrA binding, and three nucleotides (G1, G6 and G7) were relatively conserved (Fig. 4c). When they were mutated to A, A and T, respectively, the mutated probes couldn’t be bound by RsrA (Fig. 4d), suggesting that these residues are essential for the target sequence to be bound by RsrA.

In addition, residue R866 in RsrA is required for binding DNA^19^. As expected, in vitro EMSA found a clear shifted band when loading rRsrA_830–883_ and *rsrB* probes, but not between mutated rRsrA_830–883_^R866K^ and *rsrB* probe. Notably, a weak shifted band appeared when loading a mixture of mutated rRsrA_830-883_^R866A^ and *rsrB* probe (Fig. 4e). These results show that residue R866 of RsrA is required for binding to the promoter region of *rsrB*.

Double deletion mutant Δ*rsrB*Δ*rsrA* was successfully constructed (Supplementary Fig. S9), and its secreted raw starch-degrading enzyme production was 86.1% and 66.8% less than that of mutants Δ*rsrB* and Δ*rsrA*, respectively (Fig. 4f), and raw starch-degrading enzyme and soluble starch-degrading enzyme production was also diminished by 87.8% and 74.2% (Fig. 4g). SDS-PAGE analysis indicated that the extracellular proteins by Δ*rsrB*Δ*rsrA* was lower than that by mutants Δ*rsrB* and Δ*rsrA* when cultivated for 2 or 4 days (Supplementary Fig. S9c).

When cultivated on solid plates containing PDA, glucose and commercial starch of corn, the colony diameter of mutant Δ*rsrB*Δ*rsrA* was comparable to that of ∆*rsrA* but larger than that of Δ*ku70* and Δ*rsrB* on PDA. However, the diameter of Δ*rsrB*Δ*rsrA* was shorter than that of Δ*rsrB* on glucose and commercial starch of corn (Supplementary Fig. S4a). Moreover, number of asexual spores by Δ*rsrB*Δ*rsrA* was similar to that of ∆*rsrA*, but reduced by 70.0–88.0% compared with Δ*rsrB* on PDA, glucose and commercial starch of corn (Supplementary Fig. S4b). Microscopy revealed that hyphae of mutant Δ*rsrB*Δ*rsrA* were similar to Δ*rsrA* (Supplementary Fig. S5).

### POX_a01508 specifically binds to the promoter region of *rsrA*

To screen for proteins binding to the promoter region of *rsrA*, a DNA fragment without autoactivation activity was required for Y1H assay. We artificially designed 12 different lengths of DNA fragments upstream of the *rsrA* start code ATG, namely R1 to R12 (Supplementary Fig. S10a,) and used them as baits for self-activation testing. The results showed that all tested yeast strains grew well on synthetic deficiency medium (SD)/-Ura. After adding aureobasidin A (AbA), growth of yeast strains Y1H/R11 and Y1H/R12 was gradually inhibited with an increasing amount of AbA, as was that of the Y1H/p53 strain, whereas the other Y1H/R1 to Y1H/R10 was almost unaffected. Furthermore, when AbA was added at 150 ng/mL or more, Y1H/R12 exhibited no growth, indicating that R12 did not have a self-activation effect and could be used for subsequent Y1H screening (Supplementary Fig. S10b).

A cDNA library comprising 287 putative TF genes from *P*. *oxalicum* strain HP7-1, in which cDNA fragments were integrated into plasmid pGADT7, was constructed for Y1H assay. These 287 recombinant plasmids were individually transformed into yeast strain Y1H/R12 to screen for interacting proteins. When cultured on both SD/-Leu and SD/-Leu/AbA for 3 days, only the Y1H strain containing R12 and pGADT7-*POX*_*a01508* grew normally, consistent with positive strain Y1H/*cbh1*/pGADT7-*cxrA*. TF CxrA was demonstrated to specifically bind the promoter of cellobiohydrolase gene *cbh1*^23^. The negative control Y1H/*cbh1*/ pGADT7 only grew normally on SD/-Leu, but not on SD/-Leu/AbA (Fig. 5a). Therefore, POX_a01508 likely binds specifically to the promoter region of *rsrA*.

**Fig. 5:**
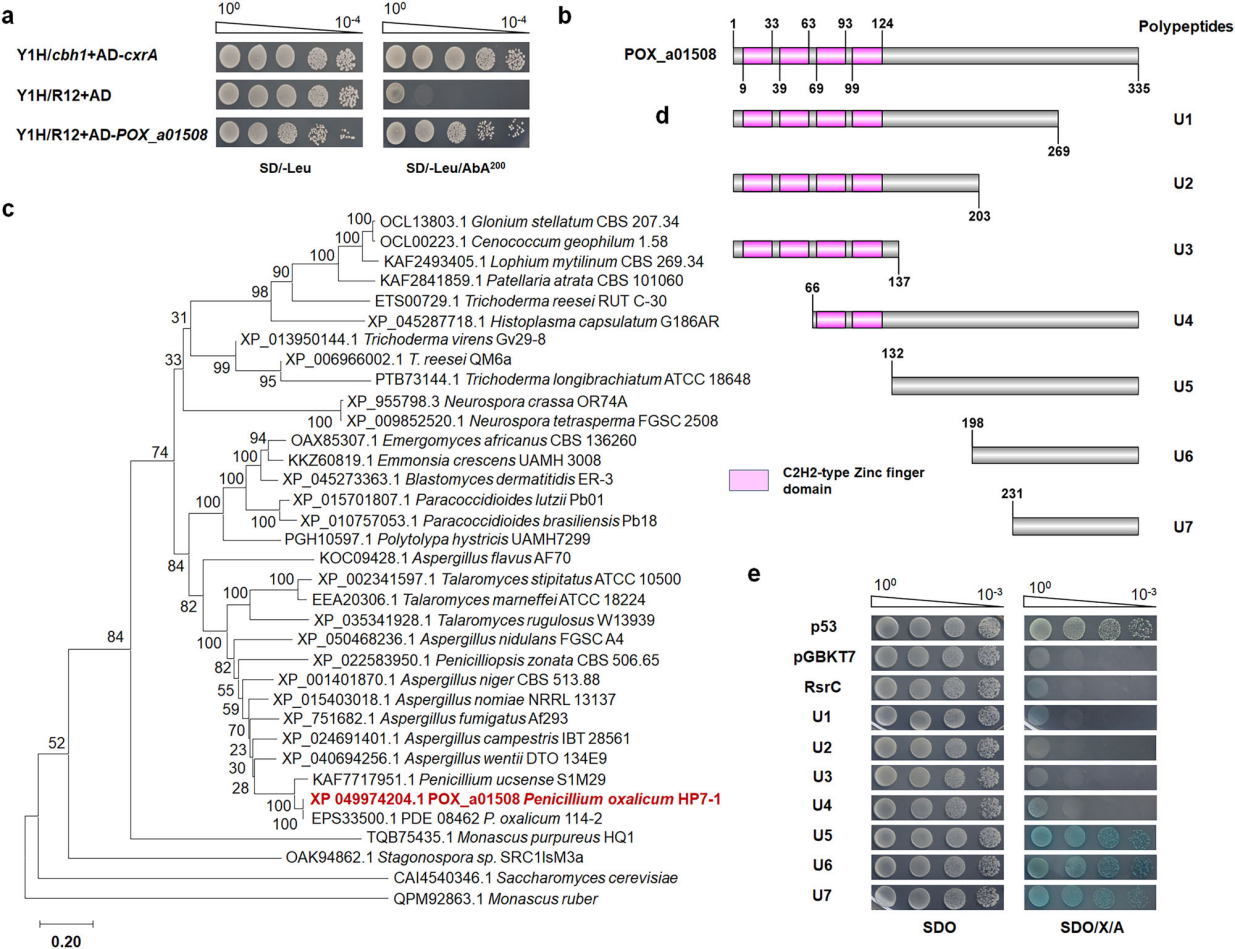
Effects of RsrC (POX_a01508) on binding to the promoter region of *rsrA*, sequence and phylogenetic analyses, and measurement of transcriptional activation ability. **a** Y1H assay. Yeast cells carrying DNA fragments upstream of *rsrA* were cultured on SD/-Leu and SD/-Leu/AbA^200^ for 3 days. **b** Conserved domains in RsrC. Purple areas indicate Cys2His2 (C2H2)-type zinc finger domains. **c** Phylogenetic analysis of RsrC and its homologues. The cladogram was constructed by MEGA version X with the neighbour-joining method and a Poisson model. Values displayed on branches were calculated using 1000 bootstrap replicates. Yeast self-activation assay. Yeast cells carrying different lengths of RsrC peptides (**d**) were cultured on SDO (SD/-Trp) and SDO/X/A (SD-Trp/+ X-α-Gal /+ aureobasidin A) for 3 days (**e**).

### RsrC is a C2H2-type TF

The gene *POX_a01508* is 1329 bp in length, containing three introns and encoding a polypeptide with 335 amino acids. The POX_a01508 protein contains four Cys2His2 (C2H2)-type zinc finger domains based on SMART analysis online (Fig. 5b). Furthermore, POX_a01508 shared 100% sequence identity with PDE_08462 (EPS33500.1) in *P*. *oxalicum* strain 114-2, which has no known function, followed by PECM_003408 from *Penicillium ucsense* strain S1M29 with an identify of 88.72%. By contrast, POX_a01508 shares lower identity (<70%) with homologues from other filamentous fungi such as *Fusarium*, *Aspergillus* and *Trichoderma*. Phylogenetic tree analysis showed that POX_a01508 was closely related to orthologs in *Penicillium* and *Aspergillus* species, while distantly related to those in *Trichoderma*, *Fusarium* and *Neurospora* (Fig. 5c). For convenience in future research, POX_a01508 was re-named as RsrC (Production of **r**aw-**s**tarch-degrading enzyme **r**egulator **C** in *Penicillium oxalicum*).

To test the transcriptional activation activity of RsrC, seven peptides of different lengths, namely U1 to U7, were designed as shown in Fig. 5d. DNA fragments encoding U1 to U7 were ligated to linearised pGBKT7 vector. The resulting recombinant plasmids were transformed into yeast Y2HGold competent cells. The obtained transformants were plated on SDO and SDO/X/A and incubated at 30 °C for 3 days. All colonies grew normally on SDO, indicating successful introduction of plasmids into Y2HGold cells. Strains Y2H/*rsrC*, Y2H/U1, Y2H/U2, Y2H/U3 and Y2H/U4 did not grow on SDO/X/A, consistent with the negative control. On the other hand, strains Y2H/U5, Y2H/U6 and Y2H/U7 grew normally and turned blue (Fig. 5e), indicating that U5, U6, and U7 can activate transcription of reporter genes *AUR1-C* and *MEL1* in the Y2HGold cells, demonstrating a transcriptional activation function.

### RsrC positively regulates amylase production

To explore the role of RsrC in amylase biosynthesis in *P*. *oxalicum*, deletion mutant Δ*rsrC* was constructed and confirmed by PCR (Supplementary Fig. S11a, b). Compared with Δ*ku70*, mutant Δ*rsrC* exhibited a significant decrease in production of raw starch-degrading enzymes and soluble starch-degrading enzymes, ranging from 79.0% to 85.9% (Fig. 6a, b). Enzyme production by C*rsrC* (Supplementary Fig. S11c and d) was comparable to that by Δ*ku70* after 2 days of induction, but considerably enhanced at 4 days (Fig. 6a, b).

**Fig. 6:**
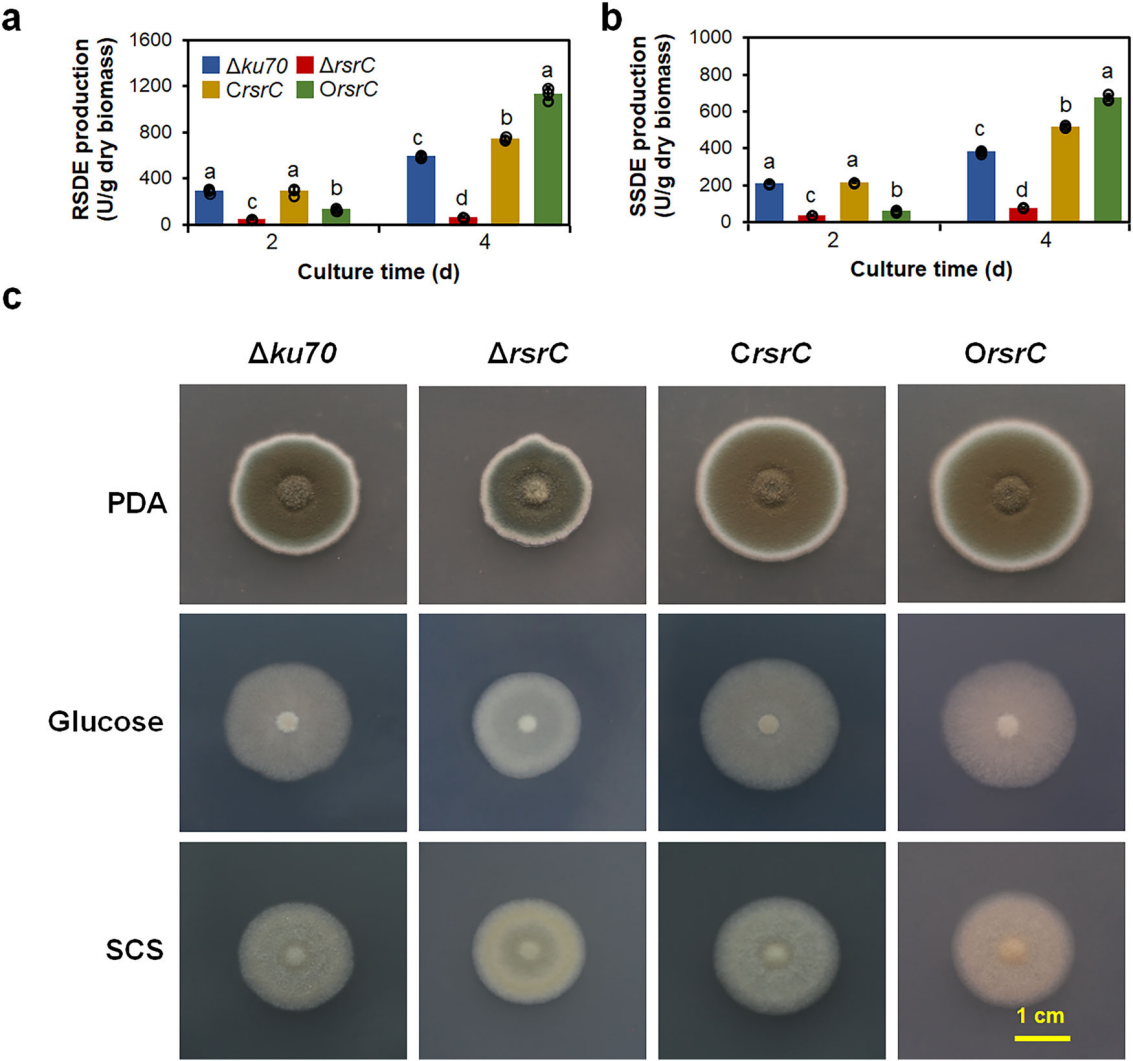
Effects of RsrC on amylase production and phenotypes of *P*. *oxalicum.* **a** Production of RSDEs and SSDEs (**b**) by *P*. *oxalicum* mutant Δ*rsrC*, parental strain Δ*ku70*, complementation strain C*rsrC* and overexpression strain O*rsrC* in the presence of SCS. Lowercase letters represent *p* < 0.05. Different letters indicate significant differences, evaluated by one-way ANOVA. **c** Colony observation of *P*. *oxalicum* mutant Δ*rsrC*, parental strain Δ*ku70*, complementation strain C*rsrC* and overexpression strain O*rsrC* on PDA, glucose and SCS plates for 4–5 days.

Moreover, the *rsrC* DNA cassette was integrated into the genome of *P. oxalicum* strain Δ*ku70* at the *POX_d05452* gene locus to generate overexpression strain O*rsrC*, in which expression of *rsrC* was activated by constitutive promoter Ptef1 (Supplementary Fig. S11e, f). Further RT-qPCR assay revealed that the transcriptional level of *rsrC* was considerably enhanced by 0.38–2.33-fold in O*rsrC* relative to Δ*ku70* (Supplementary Fig. S11g). When cultivated on commercial starch of corn for 4 days, raw starch-degrading enzyme and soluble starch-degrading enzyme production of overexpression strain O*rsrC* markedly increased by 90.2% and 76.3%, respectively, whereas at 2 days enzyme production decreased by 54.2% and 69.6% (Fig. 6a, b). SDS-PAGE analysis showed that mutant Δ*rsrC* secreted less extracellular proteins than the Δ*ku70* when cultivated for 2 or 4 days, whereas the overexpression strain O*rsrC* secreted more extracellular proteins (Supplementary Fig. S11h). These results suggest that RsrC positively regulates the production of amylase in *P. oxalicum*, especially during the later stages of induction.

### RsrC affects mycelial growth of *P*. *oxalicum*

When inoculated onto solid plates containing PDA, glucose and commercial starch of corn as carbon sources, and incubated for 4–5 days, the colonies of Δ*rsrC* exhibited colour changes to various degrees, and they were considerably smaller than those of Δ*ku70* or C*rsrC*. Comparatively, overexpression of *rsrC* also caused a change of colony colour, but colonies became larger. However, the colony colour and size of complemented strain C*rsrC* were partially restored to those of Δ*ku70* (Fig. 6c).

### RsrC widely regulates gene expression on commercial starch of corn

Both parent Δ*ku70* and mutant Δ*rsrC* were separately cultured in medium containing commercial starch of corn for 24 h after transfer, and total RNAs were extracted and used for transcriptome sequencing analysis. The vales ranging from 0.97 to 0.99 for each sample (Supplementary Fig. S8b), indicating that the transcriptome data were reliable and could be used for further data analysis.

Gene expression levels were compared between mutant Δ*rsrC* and parental strain Δ*ku70*, using *p* value < 0.05 as the screening criterion. Based on the annotation of genome of *P*. *oxalicum* strain HP7-1^22^, in mutant Δ*rsrC*, 4137 genes showed marked differences in expression relative to those in Δ*ku70* (Supplementary Data 2). Among these genes, 2059 were significantly upregulated (0.23 <Log2Fold change <8.61), while 2078 were significantly downregulated (-10.2 <Log2Fold change <-0.22; Fig. 7a). These DEGs encoded proteins mainly involved in metabolic processes, particularly carbohydrate metabolism (accounting for 16.7%) and amino acid metabolism (13.5%), followed by genetic information processes including translation (10.9%; Fig. 7b).

**Fig. 7:**
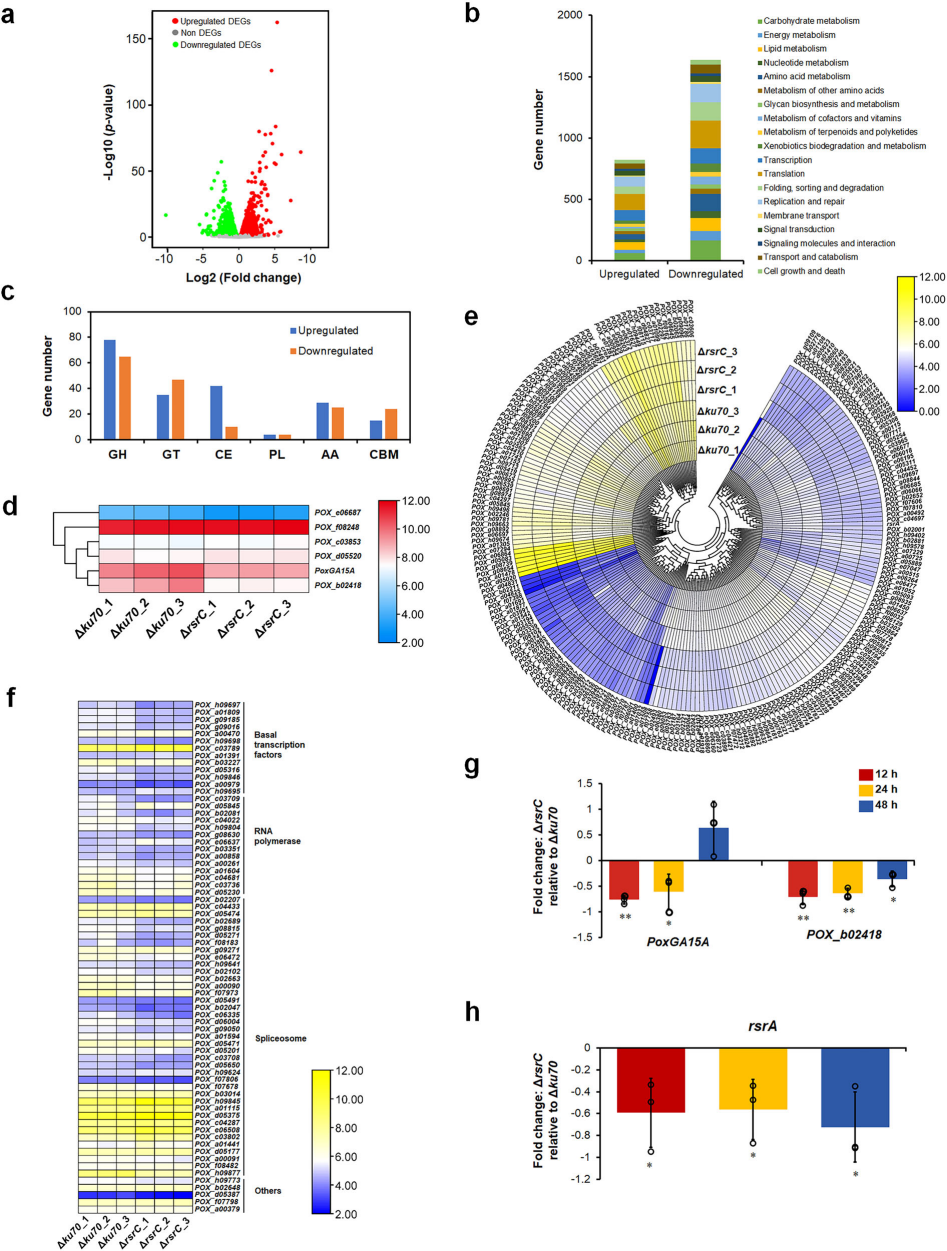
Effects of RsrC on gene expression in *P. oxalicum* in the presence of SCS. **a** Volcano plot showing DEGs. DEGs were selected with threshold *p* ≤ 0.05. **b** KEGG annotations of DEGs modulated by RsrC. **c** DEGs encoding carbohydrate-active enzymes (CAZymes). **d** DEGs encoding amylolytic genes. **e** DEGs encoding putative transcription factors. **f** DEGs encoding factors related to gene transcription. **g** RT-qPCR analysis of genes encoding major amylases, as well as key regulatory gene *rsrA* (**h**). All *P*. *oxalicum* strains were cultured for 12–48 h in the presence of SCS. Gene expression in Δ*rsrC* was normalised to the level of Δ*ku70*. Results are mean ± SD. **p < 0.01 and *p < 0.05 indicate significant differences between Δ*rsrC* and Δ*ku70*, calculated by Student’s t test. PoxGA15A, raw s*t*arch-degrading glucoamylase; POX_b02418, glucoamylase.

Among the DEG regulon of *rsrC*, 345 DEGs encoding carbohydrate-active enzymes (CAZymes) were detected in Δ*rsrC*, including 189 upregulated (0.24 <Log_2_Fold change <4.03) and 156 downregulated (-4.04 <Log_2_Fold change <-0.22) genes. These DEG-encoding proteins that could be classified into six CAZyme families, namely glycosyltransferase (GT; 24.63%), auxiliary oxidoreductase (AA; 15.65%), glycoside hydrolase (GH; 41.45%), carbohydrate esterase (CE; 14.49%), carbohydrate-binding module (CBM 11.30%) and polysaccharide lyase (PL; 2.31%; Fig. 7c). Interestingly, among these DEGs encoding glycoside hydrolases, six genes encoding amylolytic enzymes were found in mutant Δ*rsrC* relative to the parental strain Δ*ku70*, including *PoxGA15A*, *POX_b02418*, 1,4-α-glucan branching enzyme gene *POX_d05520*, and three α-glucosidase genes *POX_f08248*, *POX_c03853* and *POX_e06687*. The transcriptional levels of three genes decreased in Δ*rsrC*; *PoxGA15A* by 49.7%, *POX_b02418* by 63.7% and *POX_e06687* by 55.2% (Fig. 7d).

Additionally, there were 225 genes encoding specific TFs, most containing conserved zinc finger domains (146), followed by winged helix repressor DNA-binding domains (27). Among these, 62 genes showed upregulation (0.25 <Log2 fold change <4.13), while 163 genes showed downregulation in Δ*rsrC* (-10.16 <Log2 fold change <-0.28). Notably, four known regulatory genes (*creA*/*POX_e07192*^24^, *rsrA*/*POX_a00019* and *rsrB*) were identified, and the former one repressed expression of amylase genes, whereas the latter two activated expression^18^. Expression of both *rsrA* and *creA* in Δ*rsrC* was downregulated by 23.2% and 27.7%, respectively, whereas *rsrB* were upregulated by 26.2% (Fig. 7e).

In addition to the specific TFs, other factors relative to gene transcription, such as RNA polymerase complex, basal TFs, and the spliceosome complex^25^, were screened from proteins encoded by DEGs in the *rsrC* regulon. The results revealed 71 relative proteins including 14 RNA polymerase subunits (including RNA polymerase I subunit RPA1, RPA12 and RPA12; RNA polymerase II subunit RPB1 and RPB7, RNA polymerase III subunits RPC1, RPC2, RPC3, RPC7 and RPC11, RNA polymerases I and III subunits RPAC1 and RPAC2; RNA polymerases I, II, and III subunits RPABC1 and RPABC3), 11 basal TFs (including transcription initiation factor TFIID subunits TAF1, TAF2, TAF3, TAF6, TAF7, TAF9, TAF12 and TAP), as well as 40 spliceosome-relative proteins including pre-mRNA-processing factors PRP8, PRP19, PRP43, SLU7 and SLT11; and U4/U6 small nuclear ribonucleoprotein PRP3, PRP4 and PRP31. More than 60% of these were downregulated in Δ*rsrC*, especially RNA polymerase subunits (Fig. 7f).

Absorption of sugars by fungal cells is dependent on sugar transporters. Screening annotation of 4137 DEGs revealed 36 genes encoding sugar transporters, and comparative analysis identified 14 genes that were significantly upregulated (0.42 <Log2 fold change <3.85) in Δ*rsrC*, while 22 were significantly downregulated (-5.46 <Log2Fold change <-0.37). Notably, the predominant cellulose dextrin transporter gene *cdtC* was downregulated by 58.8% (Supplementary Data 2).

Moreover, RT-qPCR analysis was employed to confirm the results from comparative transcriptomics. The results showed that, compared with parental strain Δ*ku70*, the expression level of *PoxGA15A* in Δ*rsrC* was considerably downregulated, by 75.6% and 42.8% after 12 and 24 h of cultivation, respectively. Additionally, the expression level of *POX_b02418* was downregulated by 58.9%, 69.3% and 26.9% after 12, 24 and 48 h of cultivation, respectively (Fig. 7g). As expectedly, expression of *rsrA* decreased by 47.3–90.9% in Δ*rsrC* (Fig. 7h). The results at 24 h were consistent with data from comparative transcriptomics.

### RsrC positively regulates *rsrA* expression to promote amylase production

To investigate the regulatory relationship between RsrA and RsrC concerning the amylase production in *P. oxalicum*, mutant O*rsrA*Δ*rsrC* was constructed and confirmed by PCR (Supplementary Fig. S12a, b), using O*rsrA* as the background strain. In the O*rsrA*, the expression of *rsrA* inserted was promoted by the constitutive promoter Ptef1, and native *rsrA* transcription was controlled by its own promoter^19^. Compared with control strain O*rsrA*, O*rsrA*Δ*rsrC* exhibited a significant decrease of 56.2–60.1% in the production of raw starch-degrading enzymes and soluble starch-degrading enzymes, when cultured in commercial starch of corn medium for 2–4 days after transfer. Conversely, compared with Δ*rsrC*, there was a significant increase of 1.2–7.1-fold (Fig. 8a, b). SDS-PAGE analysis showed that the secreted extracellular proteins by O*rsrA*Δ*rsrC* decreased in comparison with the control strain O*rsrA* when cultivated for 2 or 4 days (Supplementary Fig. S12e). This suggests that RsrC positively regulates the expression of RsrA to promote the amylase production.

**Fig. 8:**
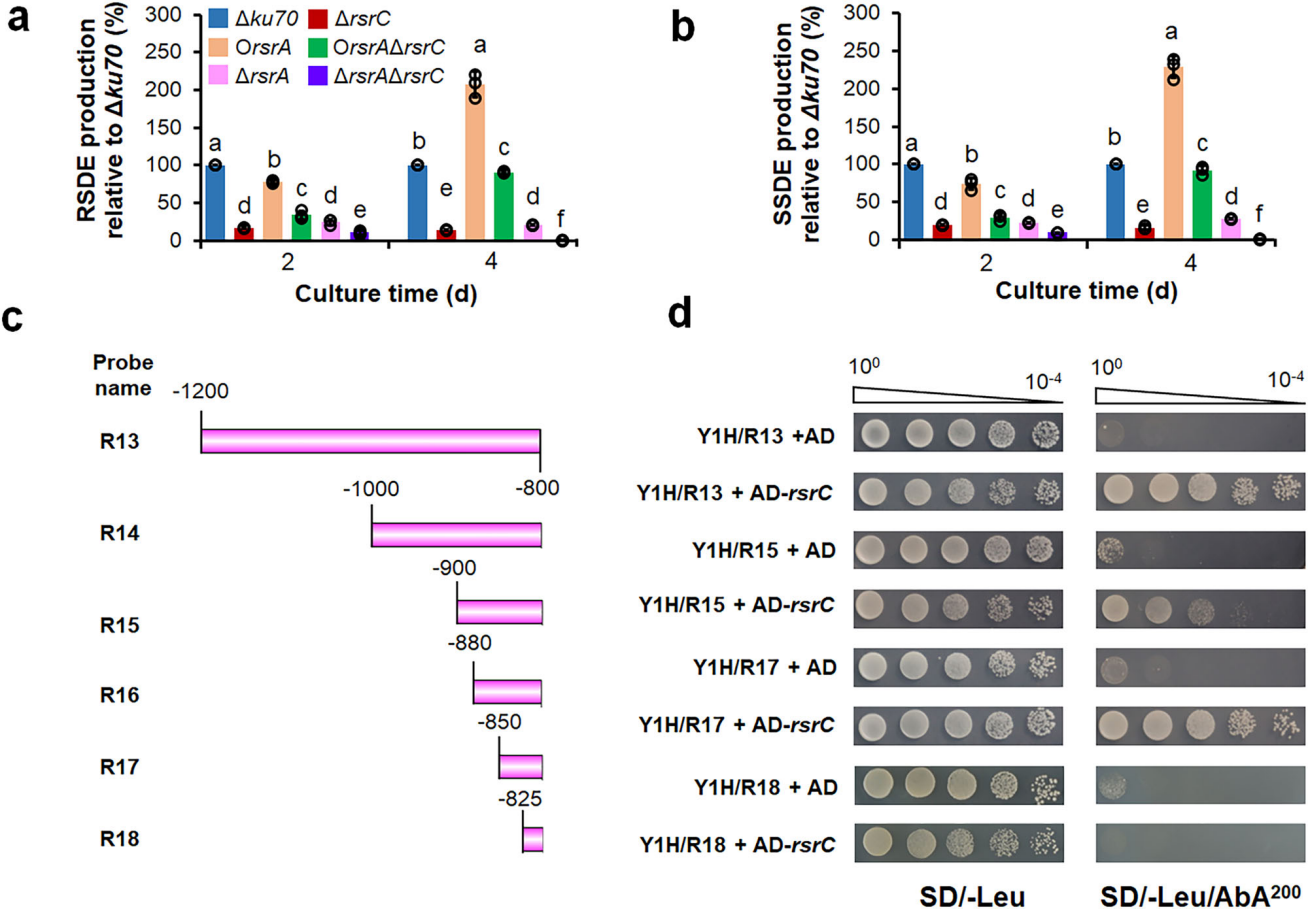
Analysis of regulatory relationship between RsrC and RsrA. **a**, **b** Production of RSDEs and SSDEs by *P. oxalicum* parental strain Δ*ku70*, deletion mutants Δ*rsrC* and Δ*rsrA*, overexpression strain O*rsrA*, mutant O*rsrA*Δ*rsrC*, and double mutant Δ*rsrA*Δ*rsrC*. These strains were cultured in medium containing soluble corn starch for 2–4 days after transfer from glucose. Each mutant included three independent transformants. Results are mean ± SD. All experiments were performed at least three times. Lowercase letters represent *p* < 0.05. Different letters indicate significant differences, evaluated by one-way ANOVA. RSDE, raw starch-degrading enzyme; SSDE, soluble starch-degrading enzyme. **c** Schematic diagram indicating the truncated promoter region of *rsrA* for Y1H assay. **d** Y1H assay between RsrC and the truncated region of upstream DNA sequence of *rsrA*. Yeast cells carrying DNA fragments upstream of *rsrA* are cultured on SD/-Leu and SD/-Leu/AbA^200^ for 3 days.

In addition, double mutant Δ*rsrA*Δ*rsrC* was also successfully constructed (Supplementary Fig. S12c, d). Analysis of enzymatic activity revealed that during 2–4 days on commercial starch of corn, Δ*rsrA*Δ*rsrC* showed a considerably decrease in production of raw starch-degrading enzymes and soluble starch-degrading enzymes compared with all control strains on day 2, and even produced negligible amylase on day 4 (Fig. 8a, b). SDS-PAGE analysis indicated that the Δ*rsrA*Δ*rsrC* secreted reduced extracellular proteins compared with all control strains when cultivated for 2 or 4 days (Supplementary Fig. S12e). These results indicate that RsrA and RsrC specifically regulate the biosynthesis of amylase, and their regulation clearly overlaps.

### Residues -850 to -825 bp upstream of *rsrA* are required for RsrC binding

To identify the core DNA sequence in the promoter region of *rsrA* that was bound by RsrC, a series of truncated DNA fragments, R13 to R18, were designed as baits for Y1H assay (Fig. 8c). Recombinant plasmid pGADT7-*rsrC* and control pGADT7 were separately transformed into yeast bait strains Y1H/R13, Y1H/R15, Y1H/R17 and Y1H/R18, and plasmid pGADT7-*cxrA* was transformed into Y1H/*cbh1* as a positive control. All obtained yeast transformants were able to grow normally on SD/-Leu, indicating successful transformation of plasmids into bait strains. By comparison, on SD/-Leu/AbA^200^, Y1H/R13/pGADT7-*rsrC*, Y1H/R15/pGADT7-*rsrC* and Y1H/R17/pGADT7-*rsrC* showed normal growth, as did positive control Y1H*/cbh1*/pGADT7-*cxrA*, whereas Y1H/R18/pGADT7-*rsrC* and the Y1H/R13/pGADT7, Y1H/R15/pGADT7 and Y1H/R17/pGADT7 control strains could not grow (Fig. 8d). These results indicate that RsrC can bind to three DNA fragments (residues -1200 to -800, -900 to -800, and -850 to -800 bp) in the promoter region of *rsrA*, but not -825 to -800 bp, meaning that residues -850 to -825 bp are required for binding by RsrC.

### Comparative analysis of regulons of RsrA, RsrB and RsrC

To further investigate similarities and differences between the regulation of RsrA, RsrB and RsrC in *P*. *oxalicum*, we comparatively analysed their regulons under induction after 24 h by commercial starch of corn. 

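The transcriptome of Δ*rsrA*, in which *rsrA* is deleted, was represented by 3 libraries under the same labels for growth, extraction and sequencing as those of Δ*rsrB*, and it was compared with the same 3 Δ*ku70* libraries. FPKM summed to 1058215, 1044530 and 998483 in Δ*rsrA* replicates 1 to 3. The steps of weakly expressed genes put their depth at 0.991 to 1 times that of Δ*ku70* replicate 2, over 131 to 140 genes. Between 402 and 478 genes were listed at 0 in each Δ*rsrA* library, against 315 to 405 in Δ*ku70*. The paper gives POX01907 as the former identifier of *rsrA*. Its FPKM was 22.9, 17.1 and 16.5 in the Δ*ku70* libraries and 0.01, 0.01 and 0.04 in the Δ*rsrA* libraries. The log2 fold change was -4.27 (standard error 0.18, adjusted p = 0.000117, limma with Benjamini-Hochberg adjustment). That value is limited by the added pseudocount, and the log2 ratio of the mean FPKM without it was -9.88.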

Transcriptome profiling of mutant Δ*rsrA* in the presence of commercial starch of corn was assessed by RNA-seq. Sequencing data from three biological replicates of each fungal strain were evaluated statistically and yielded a high Pearson correlation coefficient (Supplementary Fig. S8a).

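Pearson coefficients of log2(FPKM + 1) were 0.986 to 0.994 between Δ*rsrA* replicates. Between a Δ*rsrA* and a Δ*ku70* library they were 0.851 to 0.936, and between a Δ*rsrA* and an Δ*rsrB* library 0.914 to 0.929, so each pair of Δ*rsrA* replicates stood above all pairs with another strain. The median SD of log2(FPKM + 1) between replicates was 0.14 in Δ*rsrA*, 0.17 in Δ*rsrB* and 0.30 in Δ*ku70*.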

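In Δ*rsrA*, 3310 of 8550 tested genes were DEGs with an adjusted p under 0.05 (limma, Benjamini-Hochberg). Of these, 833 were raised and 2477, or 74.8%, were lowered, and 1573 differed at least 2-fold. There were 4321 genes at an unadjusted p under 0.05, and 4831 genes (56.5%) had values that did not overlap between the strains, against 10% by chance. The median log2 fold change of all tested genes was -0.29, so a gene at 0 on this scale stood above the typical gene. Scaling each library by the median of its ratios moved that median to 0.01 and the split to 1501 raised and 1271 lowered genes (45.9% lowered). Quantile normalization gave 1171 raised and 1084 lowered genes (48.1% lowered). The number of DEGs was 2079, 1485 and 1722 without Δ*rsrA* replicates 1, 2 and 3, and 4553 without Δ*ku70* replicate 1. POX08689 was raised most, from 0.31, 5.91 and 12.8 in Δ*ku70* replicates 1 to 3 to 8715 ± 309 (SD, n = 3) in Δ*rsrA*, a log2 fold change of 10.77 (standard error 0.81, adjusted p = 0.000558, limma). POX08688 went from 0.667 ± 0.320 to 807 ± 47.3, a log2 fold change of 8.94 (standard error 0.17, adjusted p = 8.6e-06, limma). Both belong to 8 consecutive identifiers that were all DEGs raised in Δ*rsrA*. POX01695 was lowered most, from 3413 ± 886 to 46.1 ± 12.4, with a log2 fold change of -6.18 (standard error 0.29, adjusted p = 0.000157, limma). POX09025 followed, from 198 ± 27.3 to 2.29 ± 0.472, with a log2 fold change of -5.92 (standard error 0.17, adjusted p = 2.22e-05, limma). For these 4 genes the adjusted p stayed at or under 0.00624 over the 15 alternatives with a test (limma), and each kept its direction under every scaling tried. The paper names the DEGs between Δ*rsrA* and Δ*ku70* the RsrA regulon.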

With thresholds of FDR < 0.05, there were 5656 DEGs in Δ*rsrA* compared with ∆*ku70*, including 1438 upregulated and 4218 downregulated genes, named the RsrA regulon (Supplementary Data 3). Of these, only gene *amy13A* encoding the key α-amylase was downregulated (log2 fold change = -2.53). 

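*rsrB* is among the TF-encoding genes that the paper lists for Δ*rsrA* in Supplementary Data 3. Under the inferred identifier POX08340, its FPKM was 8.26, 8.01 and 7.28 in Δ*rsrA* replicates 1 to 3. The mean fell by 75.7%, from 32.3 ± 2.92 (SD, n = 3) in Δ*ku70* to 7.85 ± 0.509 (SD, n = 3) in Δ*rsrA*. All Δ*rsrA* values lay under all Δ*ku70* values (two-sided exact permutation test, p = 0.1, the smallest that the design allows). The log2 fold change was -1.91 (standard error 0.13, adjusted p = 0.000405, limma with Benjamini-Hochberg adjustment). Across all alternatives with a test it stayed between -2.03 and -1.52, with adjusted p between 8.5e-06 and 0.00596 (limma). With libraries scaled by the median of their ratios, which brings the median over all genes to about 0, it was -1.61.

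**Figure D2:**
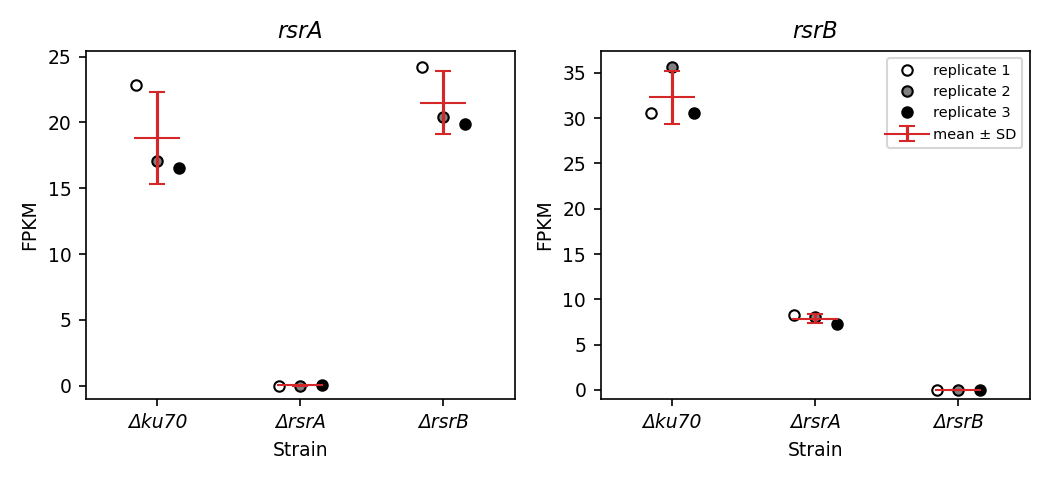
FPKM (vertical axes) of *rsrA* (left) and *rsrB* (right) in Δ*ku70*, Δ*rsrA* and Δ*rsrB* (horizontal axes), with 1 point per library, filled by replicate number, and the mean and SD of the 3 libraries in red. *rsrB* lies at 7.28 to 8.26 in Δ*rsrA* and at 30.6 to 35.7 in Δ*ku70*, and each gene lies at or near 0 in its own deletion strain.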

There were 305 putative TF-encoding genes, 51 of which were upregulated and 254 were downregulated. Notably, the key regulatory genes *amyR* and *rsrC* were found, with 30.0%- and 60.06%-reduced expression in the Δ*rsrA*. Moreover, 50 putative sugar transporter-encoding genes were detected, seven of which were upregulated and 43 were downregulated.

Comparative analysis of RsrB and RsrA regulons identified 2677 DEGs co-regulated (Fig. 9a), of which 663 were upregulated and 1272 were downregulated in both Δ*rsrB* and Δ*rsrA*, relative to those in ∆*ku70* (Supplementary Fig. S13a). These co-regulated genes were mainly involved in metabolism and genetic information processing, especially carbohydrate, amino acid metabolism and translation (Supplementary Fig. S13b). 

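Of the 8464 genes tested in both mutants, 185 were DEGs in both. Of these, 30 were raised in both, 127 were lowered in both and 28 changed in opposite directions. Independent lists of the same sizes (3269 and 313 genes) would share 121 genes. Both comparisons use the same Δ*ku70* libraries, so their fold changes are related even where neither mutant differs from Δ*ku70*. In 100 simulations of unchanged mutants against these Δ*ku70* libraries, the correlation of the log2 fold changes across genes averaged 0.852 and reached 0.879, and 76.0% of genes had the same sign. The observed values were 0.422 and 61.4%. Independent effects in the mutants lower both values, so values under the simulated ones do not show that the mutants share no effect. These simulations called 0 genes in either mutant, and give no number to set beside the 185. At an unadjusted p under 0.05 in both mutants they gave 86.3 genes on average and at most 109, against 1170 observed. The ratio to the number that independent lists would share was 14.8 on average in the simulations and 1.14 observed. Independent effects in the mutants raise that number and lower that ratio, so neither decides whether the mutants share effects. Among the 185 genes, 84.9% changed in the same direction. Simulated mutants with independent effects and a shared Δ*ku70*, with as many genes taken as were called, gave at most 62.6% in 100 simulations. Their effects were observed fold changes exchanged between genes, so the error of the shared Δ*ku70* libraries entered them as independent effect. The simulated share can therefore be too low, and the shared libraries are not excluded as the cause. The number of co-regulated genes was 602 without Δ*ku70* replicate 1, 63 without Δ*ku70* replicate 2, and 52, 33 and 43 without Δ*rsrB* replicates 1, 2 and 3. The split also moved. With libraries scaled by the median of their ratios, 52 genes were raised and 112 lowered in both, and after quantile normalization 53 and 109. With each library rescaled to the same total there were 26 and 132, and without Δ*ku70* replicate 3 there were 88 and 167. The paper reads the DEGs that both lists hold as genes co-regulated by RsrA and RsrB.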

Notably, the key *amy13A* was co-regulated, and its expression was downregulated (log2 fold change = -3.10 and -2.53) in Δ*rsrB* and Δ*rsrA*, respectively (Fig. 9b and Supplementary Fig. S13c). There were 125 co-regulated DEGs encoding TFs, 20 of which were upregulated and 74 were downregulated in both Δ*rsrB* and Δ*rsrA* (Fig. 9c and Supplementary Fig. S13d). Moreover, 33 co-regulated DEGs encoding putative sugar transporters were found, 26 of which were downregulated in both Δ*rsrB* and Δ*rsrA* (Fig. 9c and Supplementary Fig. S13e).

**Fig. 9:**
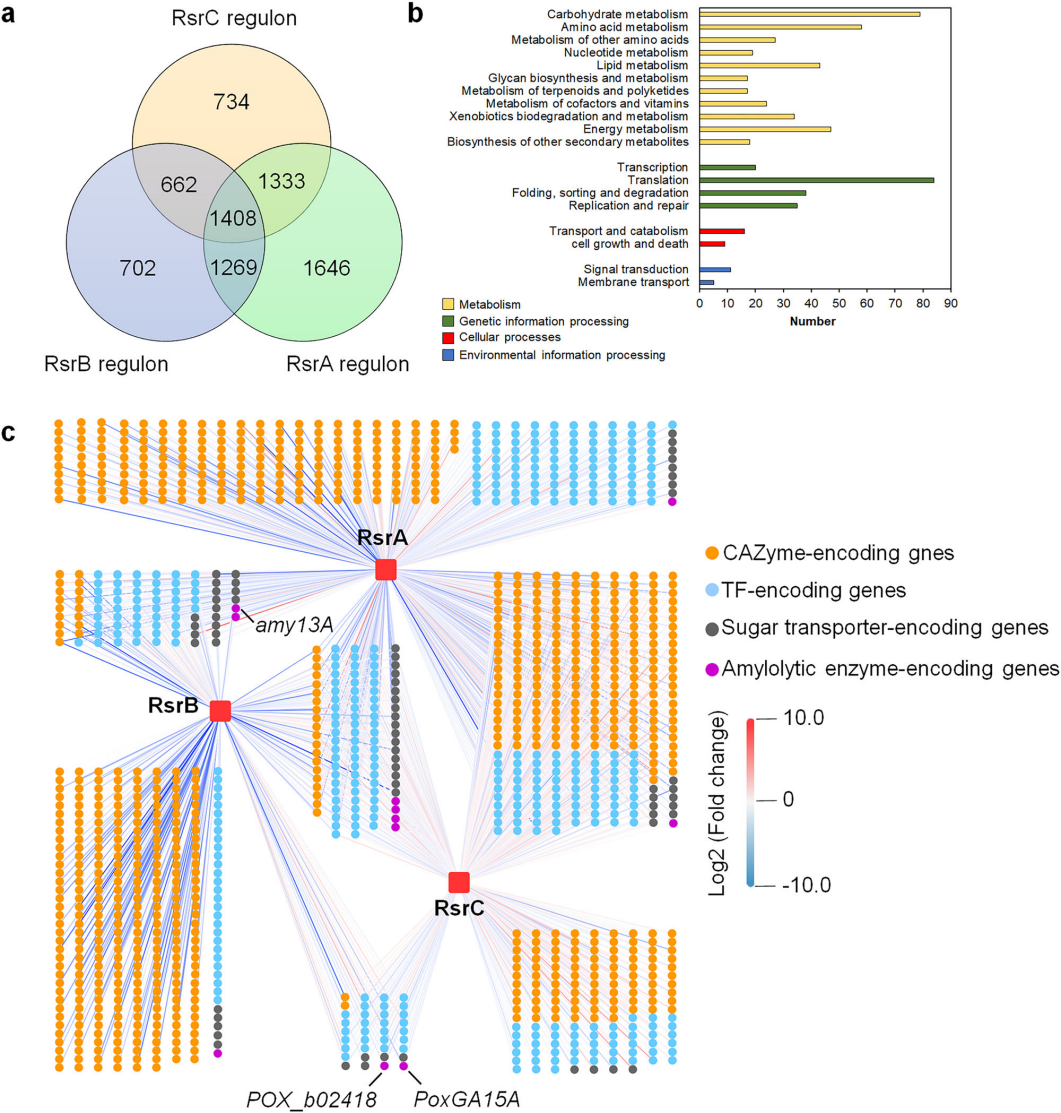
Co-regulation between RsrA, RsrB and RsrC in *P*. *oxalicum.* **a** Number of DEGs between RsrA, RsrB and RsrC regulons. Thresholds were set at False Discovery Rate ≤0.05 or *p* < 0.05. **b** KEGG annotations of genes co-regulated by RsrA, RsrB and RsrC. **c** Genes encoding CAZymes, TFs, sugar transporters and amylolytic enzymes regulated by RsrA, RsrB and RsrC.

By contrast, 2741 DEGs co-regulated by RsrA and RsrC were detected (Fig. 9a), 938 of which were downregulated in both Δ*rsrA* and Δ*rsrC* compared with those in Δ*ku70*, while 425 were upregulated (Supplementary Fig. S14a). These co-regulated DEGs mainly participated in carbohydrate metabolism and translation (Supplementary Fig. S14b). Notably, 79 DEGs involved in ribosome biogenesis and assembly detected, of which 53 were upregulated in both Δ*rsrA* and Δ*rsrC* (Supplementary Fig. S14c). However, only three α-glucosidase genes *POX_c03853*, *POX_e06687* and *POX_g08885*, and one 1,4-α-glucan branching enzyme gene *POX_d05520* were included. Transcription of *POX_e06687* decreased (-3.11 <log2 fold change <-1.16) in both Δ*rsrA* and Δ*rsrC*, whereas expression of *POX_c03853* decreased (log2 fold change = -2.23) in Δ*rsrA* and increased (log2 fold change = 0.29) in Δ*rsrC*, expression of *POX_d05520* and *POX_g08885* decreased (-1.13 <log2 fold change <-0.80) in Δ*rsrA* but increased (0.31 <log2 fold change <1.38) in Δ*rsrC* (Fig. 9c and Supplementary Fig. S14d).

There were 2070 DEGs co-controlled by both RsrB and RsrC (Fig. 9a), including 401 upregulated and 307 downregulated genes in both Δ*rsrB* and Δ*rsrC* relative to those in Δ*ku70* (Supplementary Fig. S15a). These co-regulated genes were mainly involved in translation and carbohydrate metabolism (Supplementary Fig. S15b). Notably, two amylase genes, *PoxGA15A* and *POX_b02418*, were co-regulated, and their expression was downregulated in Δ*rsrB* and Δ*rsrC* (Fig. 9c and Supplementary Fig. S15c). In addition, among the 2070 DEGs, 96 TF-encoding genes (Fig. 9c and Supplementary Fig. S15d) and 23 sugar transporter-encoding genes (Fig. 9c and Supplementary Fig. S15e) were identified.

Comparative analysis of the three regulons descried above identified 1408 DEGs co-regulated by RsrA, RsrB and RsrC, of which 180 were upregulated and 212 were downregulated in Δ*rsrA*, Δ*rsrB* and Δ*rsrC*, relative to ∆*ku70* (Fig. 9a). These co-regulated genes were mainly involved in translation and carbohydrate metabolism (Fig. 9b). Among the 1408 DEGs, no gene encoding key amylases were detected. 69 co-regulated DEGs encoding TFs were identified. Of these, *POX_e06829*, *POX_g08739* and *POX_g08892* were upregulated and 24 were downregulated in Δ*rsrA*, Δ*rsrB* and Δ*rsrC* (Fig. 9c).

## Discussion

In this study, we identified two TFs, RsrB and RsrC, acting downstream and upstream of RsrA, respectively, in *P. oxalicum*. RsrA is known to activate the expression of raw starch-degrading glucoamylase gene *PoxGA15A* and α-amylase gene *amy13A*^18,19^. RsrB and RsrC were found to regulate the biosynthesis of amylases including raw starch-degrading enzymes in the presence of commercial starch of corn, as well as conidiation and mycelial growth. Furthermore, RsrC stimulates the transcription of *rsrA* by directly binding to residues -850 to -800 bp in the promoter region of *rsrA*. RsrB can bind to the promoter regions of genes related to the biosynthesis of amylases and sporulation, thereby controlling their expression (Fig.10a). These findings enrich and expand the regulatory network of the expression of amylase genes.

**Fig. 10:**
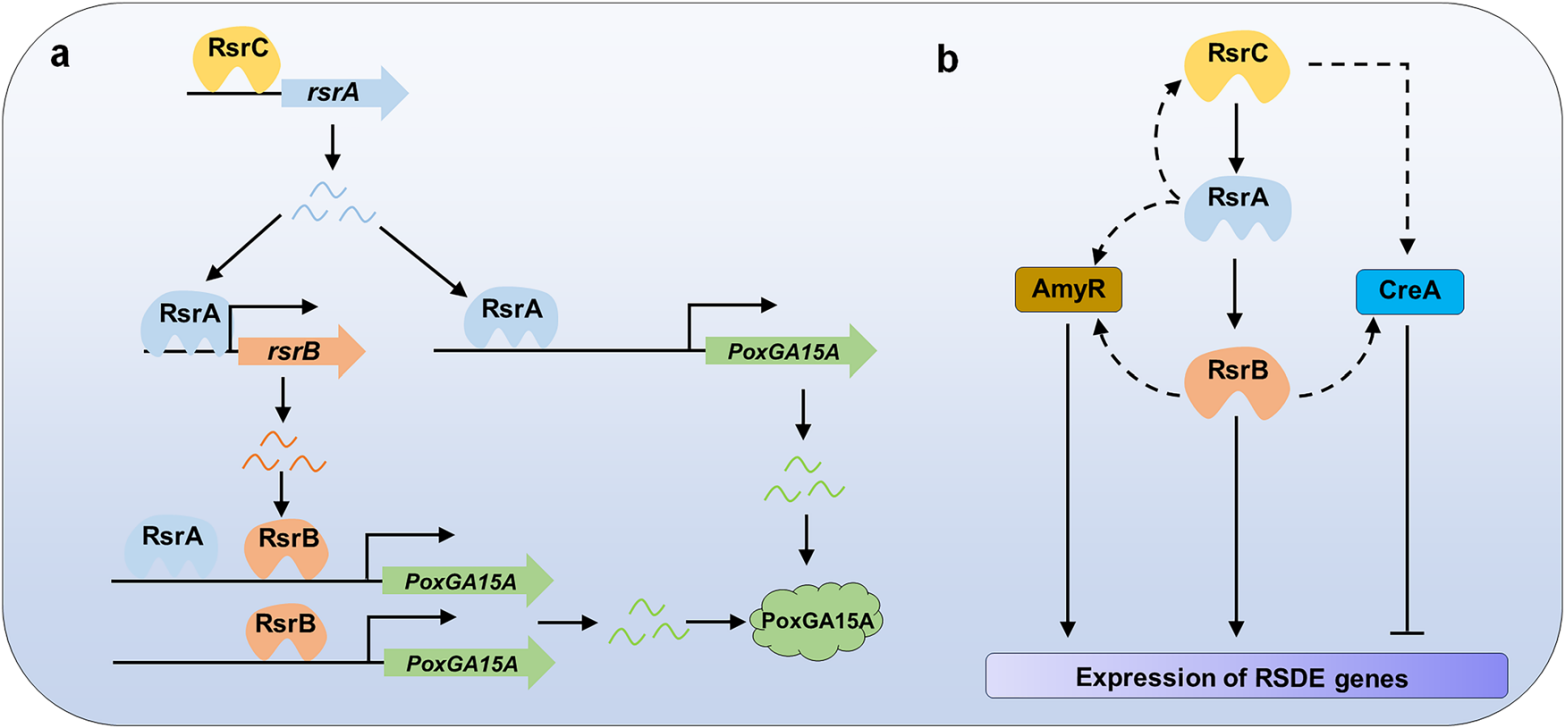
Proposed model of RsrC-RsrA-RsrB regulation in *P. oxalicum* in the presence of soluble corn starch. **a** Model of RsrC-RsrA-RsrB regulation. PoxGA15A, raw starch-degrading glucoamylase. **b** Regulatory network at 24 h of induction. Dashed lines indicate indirect regulation or non-confirmation.

Y2H assay indicated that RsrB_176–809_ has transcriptional activation ability, whereas RsrB_176–210_ and RsrB_211–809_ does not. RsrB_176–210_ is predicted to be the Gal4-like Zn2Cys6-type DNA-binding domain. In yeast, Gal4 contains two independently functional domains: an N-terminal DNA-binding domain and a C-terminal transcriptional activation domain^26^. However, RsrB_176–210_ is required for both DNA-binding and transcriptional activation ability. In addition, residues 132–335 in RsrC exhibited transcriptional activation activity. However, the full-length protein RsrB_1–809_ as well as RsrC_1–335_ do not demonstrate the transcriptional activation activity. The reason for these may be because protein folding and tertiary structure are different between yeast and *P. oxalicum*.

RsrA controls the expression of *PoxGA15A* and *amy13A* by directly binding to their promoter regions, which depends on R886. Notably, site-mutated R866A and R866K displayed different effects on raw starch-degrading enzyme production^18,19^. R866 was found to be required for RsrA binding to the *rsrB* promoter. Surprisingly, R866K lost the ability to bind *rsrB* probe, whereas R866A retained weak binding, but the reason is unknown. These differences in binding may explain why raw starch-degrading enzyme production by the R866A mutant was higher than that of R866K^19^.

Moreover, RsrA directly regulates the expression of *rsrB*, but RsrB cannot regulate the expression of *rsrA*. Double mutant Δ*rsrB*Δ*rsrA* exhibited lower amylase production than individual Δ*rsrB* and Δ*rsrA* strains. Additionally, the diameter of ∆*rsrB* colonies is smaller than that of control strain Δ*ku70*, but colonies of ∆*rsrA* were larger than that of Δ*ku70* on PDA. The ∆*rsrB* strain produced more asexual spores than Δ*ku70*, but this decreased for ∆*rsrA*. These results suggest that RsrA and RsrB have some overlap in the regulation of amylase biosynthesis and mycelial growth, but their independent regulatory pathways are not yet known, as confirmed by comparative analysis of their regulons. For example, there were 5656 DEGs in the *rsrA* regulon but only 4041 in the *rsrB* regulon, and 2677 were co-regulated by both RsrB and RsrA, including *amy13A*. However, RsrB regulated the expression of *brlA* and *POX_c03497/rodB* that participate in fungal growth and sporulation^16^, but RsrA did not.

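Δ*rsrA* and Δ*rsrB* were also compared with each other, without Δ*ku70*, since a gene called in one mutant alone is not thereby shown to differ between the 2. Of 8491 genes tested, 5123 differed with an adjusted p under 0.05 (limma, Benjamini-Hochberg), 1294 of them higher and 3829 lower in Δ*rsrA* than in Δ*rsrB*. There were 5512 genes at an unadjusted p under 0.05. The values of the 2 mutants did not overlap in 5635 genes (66.4%), against 10% by chance. The median log2 difference over all tested genes was -0.34. After scaling by the median of ratios it was -0.01, and 2211 genes were higher and 2005 lower in Δ*rsrA* (47.6% lower), and after quantile normalization 1918 were higher and 2068 lower (51.9% lower). With each library left out in turn, between 4096 and 5207 genes differed. From the amylase production of the double mutant, the opposite effects of the deletions on colonies and spores and the comparison of the 2 regulons, the paper proposes that RsrA and RsrB overlap in part in the regulation of amylase biosynthesis and mycelial growth, with independent pathways that are not yet known.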

Analysis of amino acid sequences identified RsrC as a C2H2-type zinc finger TF. In the literature, there are two other TFs containing a C2H2-type zinc finger domain, namely CreA^24^ and CxrB^27^, which participate in the biosynthesis of amylases in *P*. *oxalicum*. Interestingly, CreA mediates carbon catabolite repression, and suppresses the expression of amylase genes, whereas CxrB positively regulates the transcription of amylase genes. Additionally, CreA functions in both pathways, by directly binding to the promoter regions of genes encoding major RSDEs, and indirectly controlling the expression of other regulatory genes such as *amyR*^24^. CxrB indirectly controls the expression of amylases by directly regulating the transcription of *amyR*^27^. AmyR is known to be positively involved in amylase biosynthesis in fungi^24^. In addition, comparative transcriptomic analysis found that expression of *creA* was downregulated in Δ*rsrC*, whereas *rsrB* were upregulated. Therefore, RsrC controls the production of amylases via diverse cascade regulation. For instance, RsrC affects the expression of amylase genes, possibly by stimulating the expression of *rsrA* and thereby activating the transcription of *amyR* and *rsrB*; or activating the expression of *creA*, which inhibits the expression of amylase genes and other regulatory genes. Interestingly, comparative transcriptomics also revealed that the expression of *rsrC* is activated by *rsrA* (Fig. 10b). However, these regulations still require to be further confirmed through biochemical and genetic methods. Certainly, the final expression level of amylases gene in *P*. *oxalicum* depends on the balance of the regulatory network. Surprisingly, expression of *rsrB* was enhanced in Δ*rsrC*, suggesting that CreA may repress the expression of *rsrB* in the presence of commercial starch of corn.

Notably, the production of amylases by mutant O*rsrA*Δ*rsrC*, in which the additionally inserted *rsrA* is under the control of constitute promoter Ptef1, could partially restore the altered enzyme production caused by *rsrC* deletion. This indicates that RsrC regulation in the production of raw starch-degrading enzymes involves both RsrA-dependent and RsrA-independent pathways. In addition, double mutant Δ*rsrA*Δ*rsrC* exhibited considerably lower enzyme production than individual mutants Δ*rsrA* and Δ*rsrC*, suggesting that RsrA functions also involve RsrC-independent pathways. Furthermore, comparative analysis between RsrA and RsrC regulons revealed that the transcriptional abundance of genes *PoxGA15A* and *amy13A* was altered to different degrees in Δ*rsrA* and Δ*rsrC* relative to Δ*ku70*.

It should be noted that the promoter region of *rsrA* taken to identify the TF-binding site was very upstream, i.e., -800 to -1318. It is possible that the sites of some other important TFs might lie in the -1 to -800 region and it would be missed in this experiment. Notably, the region from -1 to -800 exhibited autoactivation activity, which was not suitable for Y1H assay.

Moreover, the production of raw starch-degrading enzymes and soluble starch-degrading enzymes by complementation strain C*rsrC* was considerably higher than that of parental strain Δ*ku70* when cultured in medium containing commercial starch of corn for 4 days. The C*rsrB* (*CPOX_g08691*) did not fully complement the phenotypes resulting from deletion of *rsrB*. Those might be due to different effects caused by the alternative locus (*POX_d05452*) integrated via the complementation cassette^22^.

Molecular breeding of fungi through synthetic biology is an efficient strategy to improve the production of proteins such as raw starch-degrading enzymes^28^. Overexpression of *rsrC* and *rsrB* markedly improved the production of amylases in *P. oxalicum*, indicating that RsrC and RsrB are good molecular targets for genetic engineering to enhance fungal enzyme production. It was recently confirmed that overexpression of *rsrA* could enhance amylase production^19^. Therefore, synergistic effect among RsrA, RsrB and RsrC should be considered in molecular breeding.

## Materials and methods

### *P. oxalicum* strains and culture conditions

All *P. oxalicum* strains used in this study are listed in Supplementary Table S1. *P. oxalicum* strains were cultured on PDA plates for 5 days at 28 °C to generate asexual spores. All asexual spores were washed with Tween 80 (Sangon Biotech Co., Ltd., Shanghai, China) and precultured in modified minimal medium containing glucose for 24 h. Approximately 1 g of mycelia was collected, transferred to modified minimal medium containing commercial starch of corn (Sigma-Aldrich, St. Louis, MO, USA), and cultured for 2–4 days to produce crude enzyme used for measurement of enzymatic production, or cultured for 4–48 h after transfer for RNA-seq and RT-qPCR assay.

Cultivation of *Saccharomyces cerevisiae* strains was conducted on yeast extract peptone dextrose for preservation and/or reproduction. Synthetic deficiency (SD) media without different nutrients was used for yeast autoactivation experiments and Y1H assay.

### Total DNA and RNA extraction from *P. oxalicum*

Mycelia of *P. oxalicum* were fractured by liquid nitrogen, dissolved in DNA extraction buffer for 15 min, and phenol-chloroform (phenol, Solarbio Life Sciences, Beijing, China; chloroform, Kelon Chemicals Co. Ltd., Chengdu, China) was used for protein removal. DNA was precipitated by anhydrous ethanol (Tianjin Fuyu Fine Chemicals Co., Ltd., Tianjin, China). Total RNA extraction from *P. oxalicum* was conducted using an RNAsimple Total RNA Kit (Tiangen Biotech Co., Ltd., Beijing, China) according to the manufacturer’s instructions.

### Yeast autoactivation experiment

DNA fragments were amplified by PCR with specific primers (Supplementary Table S2) using Δ*ku70* cDNA as template, then subcloned into vector pGBKT7 (TaKaRa, Dalian, China) using restriction enzymes *Eco*R1 and *Bam*H1. Recombinant plasmids were transformed into the *S. cerevisiae* Y2HGold strain (TaKaRa) and transformants were cultured on SDO and SDO/X/A plates at 30 °C for 4 days. The final concentrations of aureobasidin A and X-α-gal added to SDO/X/A were 100 ng/mL and 0.04 mg/mL, respectively. The transformants tested on SDO and SDO/X/A plates yielded white and blue colonies, respectively, indicating the tested protein/peptide had transcriptional activation activity.

### Y1H assay

One-to-one Y1H assay was used for screening TFs binding the *rsrA* promoter in accordance with the instructions provided with the Matchmaker Gold Yeast One-Hybrid System (TaKaRa). Both recombinant pAbAi and pGADT7-AD were co-transformed into Y1H Gold cells and positive transformants were selected on plates containing SD/-Leu medium with AbA (200 ng/mL). Meanwhile, the Y1H Gold strain carrying pAbAi-*cbh1* and pGADT7-*PoxCxrA* served as a positive control.

### RNA-seq analyses

Total RNA of *P. oxalicum* was sequenced on the BGI-SEQ-500 platform at BGI (Shenzhen, China). Acquired data were further analysed by BWA software version 0.7.10-r789 and Bowtie2 version 2.1.0^29^. RSEM software version 1.2.12^30^ and NOISeq tool^31^ were also employed.

### RT-qPCR assay

Total RNA of *P. oxalicum* was converted to single-stranded cDNA by HiScript III RT SuperMix for qPCR plus gDNA wiper (Vazyme Biotech Co, Ltd., Nanjing, China). Mixtures comprising cDNA used as template, primers corresponding to genes, and ChamQTM Universal SYBR qPCR Master Mix (Vazyme Biotech Co, Ltd.) were subjected to PCR amplification on a 7500 Real Time PCR System. The relative expression of each detected gene was analysed using the 2^−ΔΔCT^ method^32^.

### Construction of *P. oxalicum* mutants

DNA fragments were obtained via PCR amplification with specific primers (Supplementary Table S2) and purified using DNA purification Kit (Tiangen Biotech Co., Ltd., Beijing, China). The knockout cassette was generated by fusion PCR and introduced into *P. oxalicum* protoplasts by the PEG chemical method^19^. Transformants were screened using the antibiotic bleomycin (100 μg/mL) and/or G418 (800 μg/mL), then verified by PCR with specific primers (Supplementary Table S2).

### Measurement of raw starch-degrading enzyme and soluble starch-degrading enzyme activity

Activities of raw starch-degrading enzyme and soluble starch-degrading enzyme of culture supernatant from *P*. *oxalicum* were tested using the 3,5-dinitrosalicylic acid method^33^. Briefly, raw cassava flour from a farmer’s market in Nanning (China) and commercial starch of corn (Sigma-Aldrich) was used for substrates to determine raw starch-degrading enzyme and soluble starch-degrading enzyme activities, respectively. Culture supernatant of 50 μL was mixed with the citrate phosphate buffer of 450 μL (pH 4.5) containing 1% (w/v) substrate, and the mixture reacted at 65 °C and 55 °C for 30 min, respectively. The inactivated crude enzyme was used as control. The released reducing sugar was measured with 3,5-dinitrosalicylic acid. One unit (U) of RSDE and SSDE activity was defined as the amount of enzyme that produced 1 μmol of reducing sugar per min from the appropriate substrate. The production of RSDE and SSDE was recorded as U/gram of dry mycelial weight.

### Determination of *P. oxalicum* biomass

Fresh asexual spores (1 × 10^8^) of *P. oxalicum* were inoculated into liquid media containing glucose and commercial starch of corn, then cultivated for 3 days at 28 °C with shaking at 180 rpm. The resulting mycelia were collected every 12 h, dried at 50 °C, and weighted.

### Observation of *P. oxalicum* colony phenotype and mycelial development

Fresh asexual spores (1×10^8^) of *P. oxalicum* were inoculated onto solid plates containing PDA, glucose and SCS, and cultivated at 28 °C for between 48 h and 5 days. A Canon EOS 6D camera (Canon Inc., Tokyo, Japan) and an Olympus DP480 light microscope (Olympus, Tokyo, Japan) were respectively used to take photographs of *P. oxalicum* colony phenotype and mycelial development. Images were analysed by cellSence Dimension digital imaging software (Olympus).

### Heterologous expression of recombinant polypeptides and in vitro EMSA

Target DNA fragments were amplified by PCR with corresponding primer pairs (Supplementary Table S2) and products were cloned into plasmid pET-32a(+) to generate recombinant plasmids. Recombinant plasmids were introduced into freshly competent *Escherichia coli* Rossetta cells (TaKaRa) to obtain positive transformants which were screened using kanamycin antibiotic (50 µg/mL). *E. coli* cells were cultured in Luria-Bertani medium for 5 h at 30 °C, 1 mM isopropyl-β-d-thiogalactopyranoside (Solarbio Life Sciences, Beijing, China) was added to induce target protein expression, and culture was continued for 24 h at 16 °C. *E. coli* Rossetta cells were collected and disrupted to extract recombinant polypeptides, which were purified using ProteinIso Ni-NTA Resin (TransGen, Shanghai, China).

The procedure for in vitro EMSA was performed as described previously^19^. Probes of detected genes were amplified by PCR using corresponding primer pairs (Supplementary Table S2) and mixed with recombinant polypeptides for 20 min at 28 °C. Mixtures were passed through non-denatured polyacrylamide adhesive and band shifts were recorded using a Bio-Rad ChemiDoc MP Imaging System (Bio-Rad Laboratories, Hercules, CA, USA).

### Bioinformatics software

Homologous alignment and evolution analyses were performed using MUSCLE and MEGA version X^32^, respectively.

### Statistics and reproducibility

Statistical analysis of experimental data was performed using Microsoft Excel (Office 2019, Microsoft, Redmond, WA) and SPSS (IBM, Armonk, NY) with Student’s t test and one-way analysis of variance (ANOVA). Results were generated from at least three independent experiments and reproducibility was confirmed. Data values indicate mean ± standard deviation, where *N* equals the number of independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary material

Description of Additional Supplementary Materials

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All data for gene sequences could be found in the submitted genome of *P. oxalicum* strain HP7-1 in GenBank (accession number JRVD02000000). Transcriptomic data for *P*. *oxalicum* strains have been deposited in the Sequence Read Archive database (Accession No. GSE245046 and GSE248520). All uncropped and unedited blots/gels were found in Supplementary Fig. S16. The numerical source data behind the graphs can be found in Supplementary Data 4.

# Supplementary material for: A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in Penicillium oxalicum
**Source:** Commun Biol. 2024 Jul 11;7:848. doi: 10.1038/s42003-024-06536-4
**Supplement:** Supplementary file 1 — Supplementary material

## **Supplementary Information**

### **A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in *Penicillium oxalicum***

Yuan-Ni Ning<sup>1,2,3#</sup>, Xue Liang<sup>1,2,3#</sup>, Xin Shen<sup>1,2,3</sup>, Di Tian<sup>1,2,3</sup>, Wen-Tong Li<sup>1,2,3</sup>,  
Xue-Mei Luo<sup>3</sup>, Jia-Xun Feng<sup>1,2,3\*</sup>, Shuai Zhao<sup>1,2,3\*</sup>

#### **Content:**

Supplementary Figures 1–15 and legends

Supplementary Table S1

# These authors contributed equally to this work.

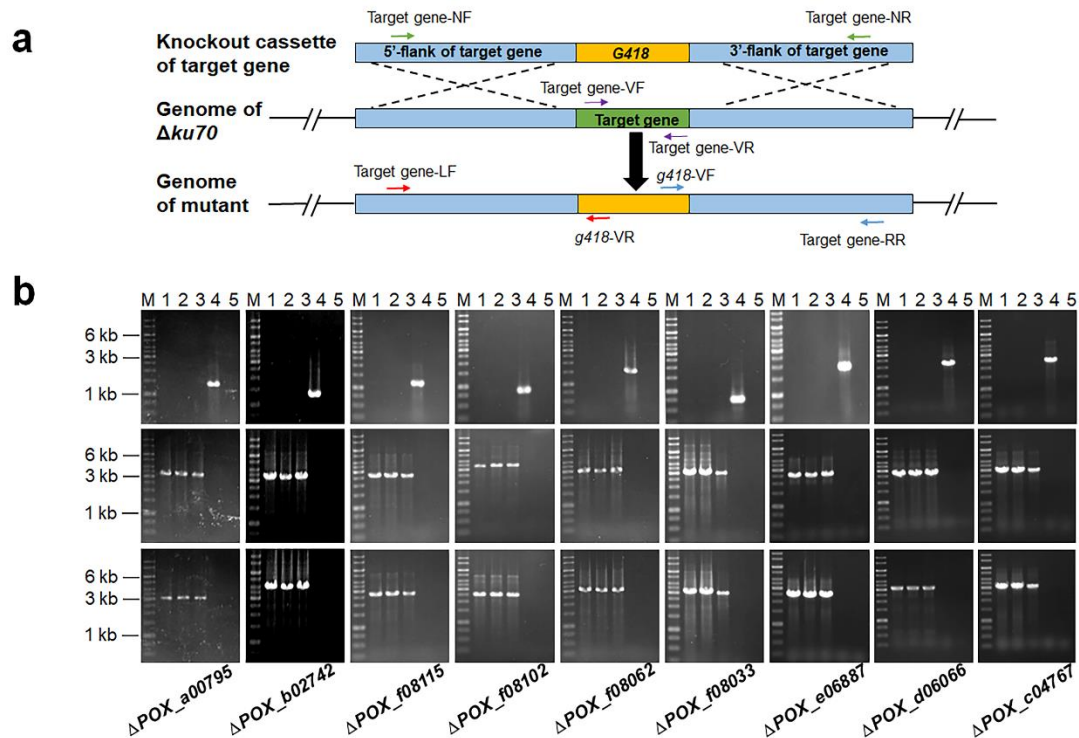

**Supplementary Fig. S1 Construction strategy (a) and PCR confirmation (b) of deletion mutants of candidate regulatory genes acting downstream of *RsrA*.** In panel b, M = 1 kb markers; 1–3 = three transformants; 4 =  $\Delta ku70$ ; 5 = ddH<sub>2</sub>O. Panels from top to bottom indicate PCR production of target genes, left-cross fragments, and right-cross fragments. *G418*, geneticin resistance gene.

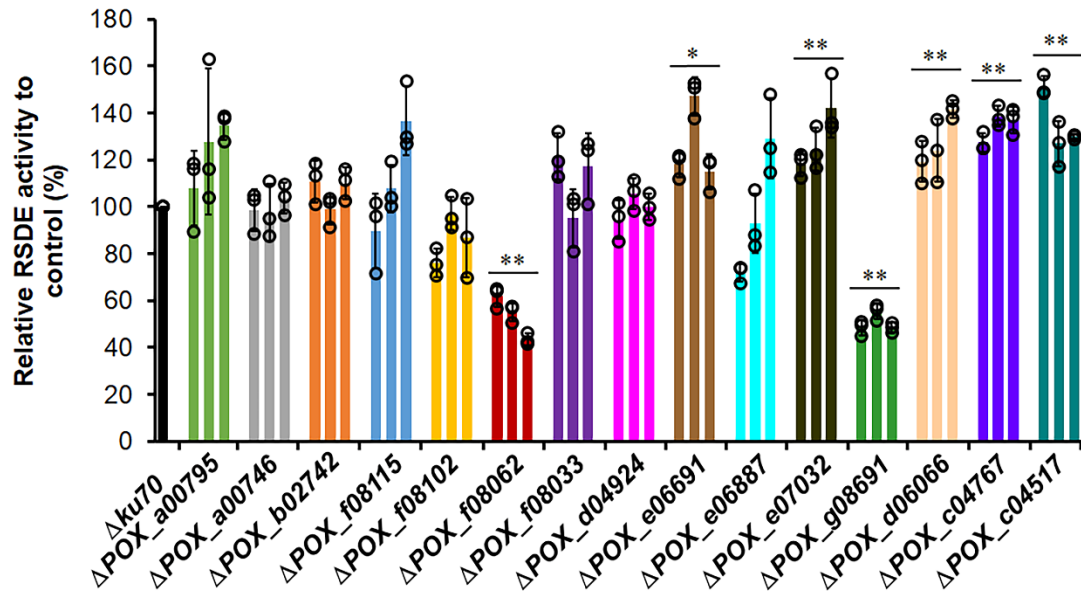

**Supplementary Fig. S2 RSDE production on soluble corn starch.** All *P. oxalicum* strains were cultured in medium containing SCS for 6 days. RSDE production by each mutant was normalised to that in parental strain  $\Delta ku70$ ; \* $p < 0.05$  and \*\* $p < 0.01$  indicate significant differences between mutants and parental strain, assessed by Student's *t*-test. RSDE, raw starch-degrading enzyme.

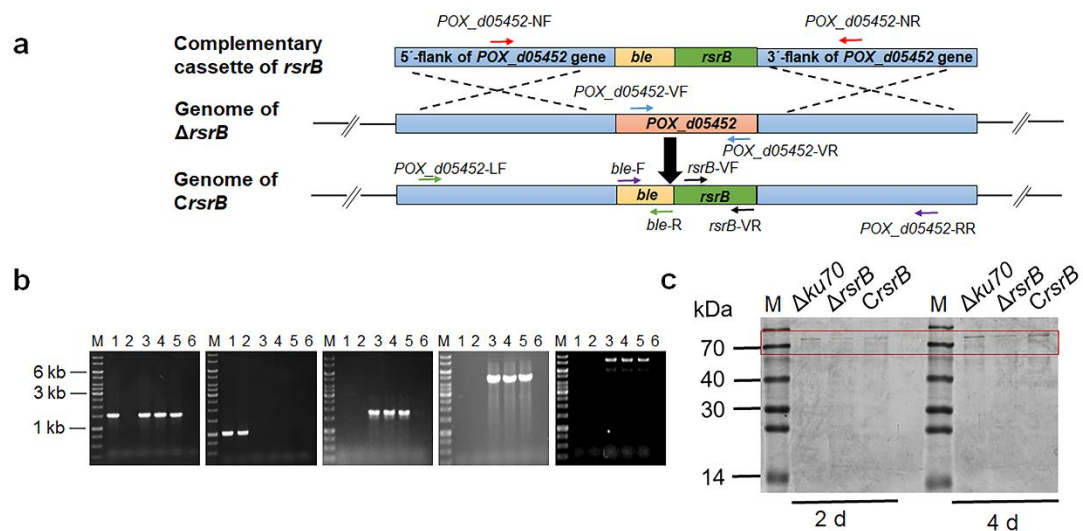

**Supplementary Fig. S3 Construction strategy (a) and PCR verification (b) of complementation strain *CrsrB*, and SDS-PAGE analysis of extracellular proteins (c).** In panel b, M: 1 kb markers; 1:  $\Delta$ *ku70*; 2:  $\Delta$ *rsrB*; 3: *CrsrB*-1; 4: *CrsrB*-2; 5: *CrsrB*-3; 6: ddH<sub>2</sub>O. Panels from left to right are PCR production of *rsrB*, *POX\_d05452*, *ble*, left-cross fragments and right-cross fragments. *ble*, bleomycin resistance gene. In panel c, SDS-PAGE analysis of extracellular proteins of the supernatant of culture by *P. oxalicum* mutant  $\Delta$ *rsrB*, parental strain  $\Delta$ *ku70* and complementation strain *CrsrB* in the presence of soluble corn starch (SCS). Red rectangle indicates target proteins of the right sizes of major amylases including PoxGA15A and PoxAmy13A. Each lane contained supernatant of culture 24  $\mu$ L. M: 120 kDa protein Marker.

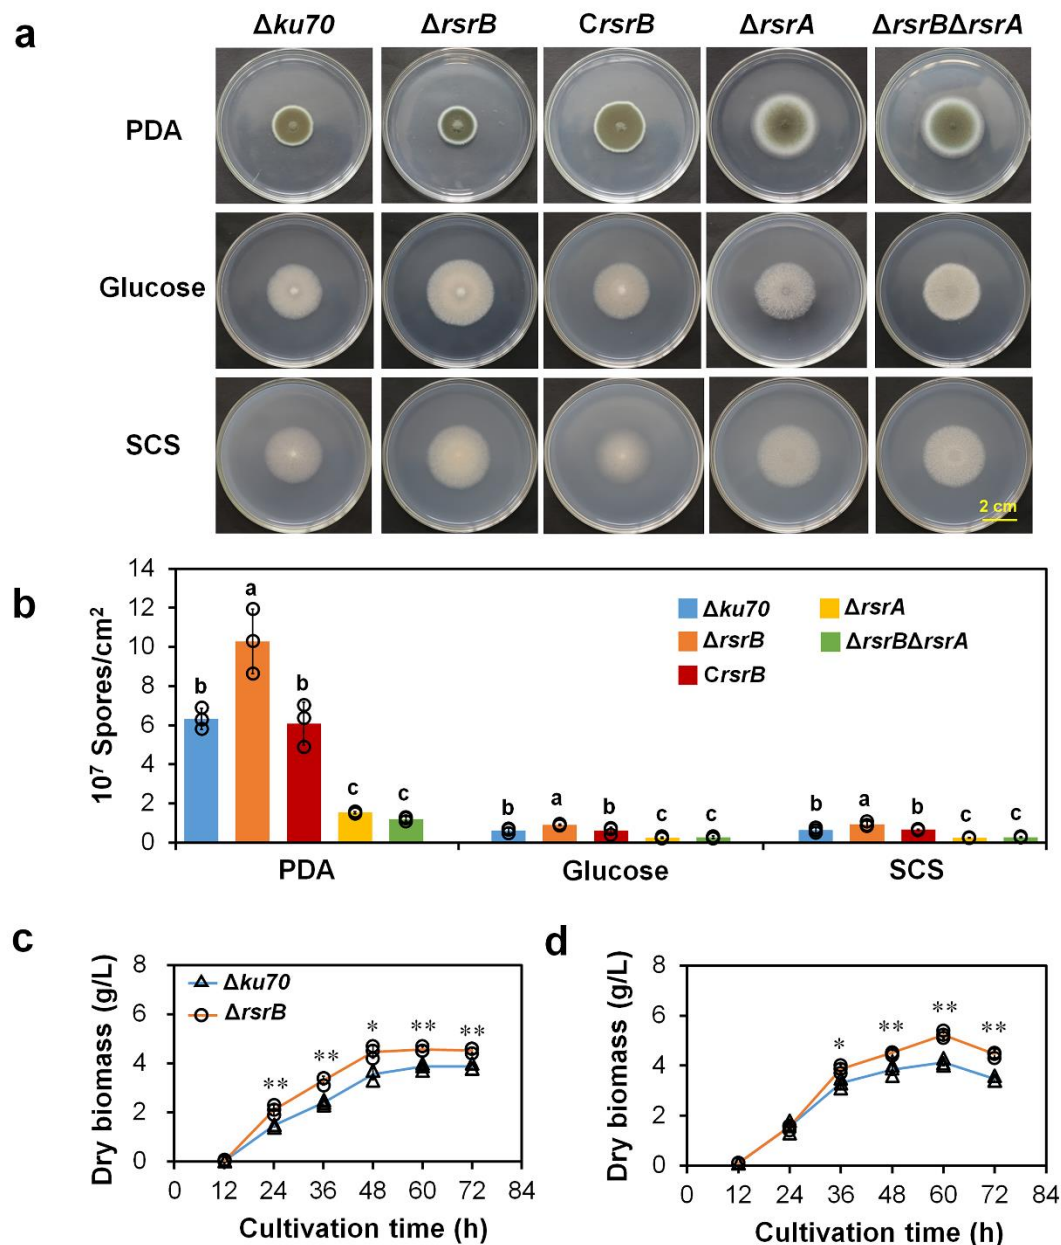

**Supplementary Fig. S4 Effects of RsrB on the phenotype and sporulation of *P. oxalicum*.** (a) Colony observation. (b) Production of asexual spores. All tested strains were cultured on potato dextrose agar (PDA), glucose and SCS plates for 5 days. Wild-type strain  $\Delta ku70$ , complementation strain  $CrsrB$  and mutant  $\Delta rsrA$  served as controls. Lowercase letters represent  $p < 0.05$ , respectively. Different letters indicate significant differences, evaluated by one-way ANOVA. (c) Mycelial growth in media containing glucose or SCS (d).

Mutant  $\Delta rsrB$  and control strain  $CrsrB$  were directly inoculated into liquid medium and cultured for 12–72 h. Results are means  $\pm$  standard deviation (SD). \*\* $p < 0.01$  and \* $p < 0.05$  (Student's  $t$ -test) represent significant differences between mutant  $\Delta rsrB$  and  $\Delta ku70$ .

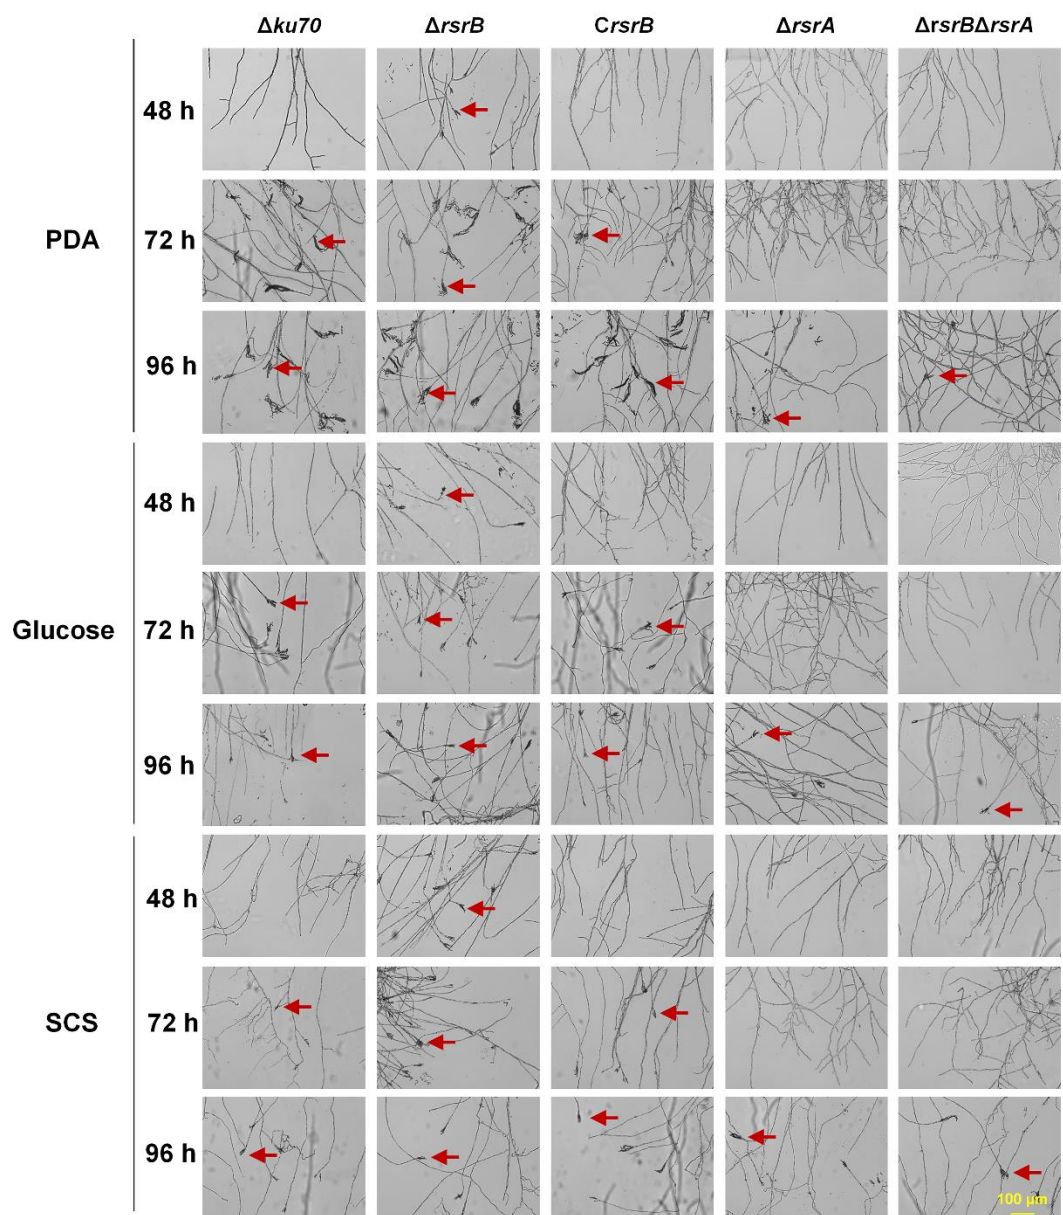

**Supplementary Fig. S5 Mycelial observation of *P. oxalicum* mutants.** All strains were grown on solid plates containing PDA, glucose and SCS for 48 h, 72 h and 96 h. Red arrows indicate conidiospores.

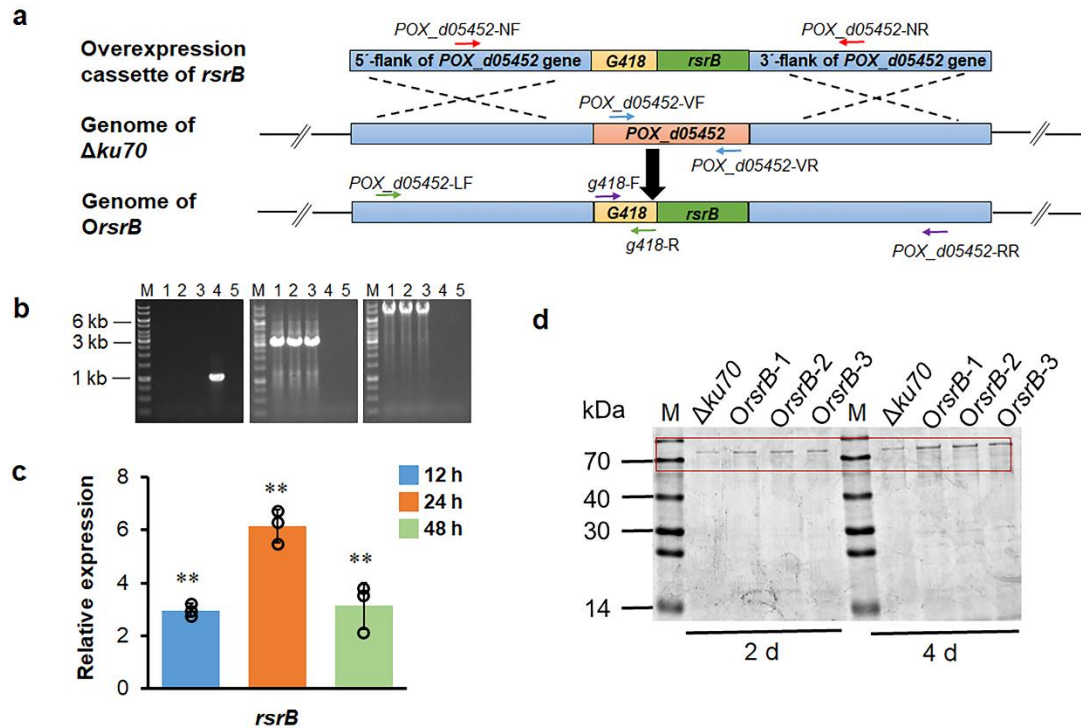

**Supplementary Fig. S6 Construction strategy (a) and PCR confirmation (b) of overexpression strain *OrsrB*, and transcription levels of *rsrB* in *OrsrB* (c), and SDS-PAGE analysis of extracellular proteins (d).** In panel b, M: 1 kb markers; 1: *OrsrB*-1; 2: *OrsrB*-2; 3: *OrsrB*-3; 4: *Δku70*; 5: ddH<sub>2</sub>O. Panels from left to right are PCR production of *POX\_d05452*, left-cross fragments and right-cross fragments. *G418*, geneticin resistance gene. In panel c, transcription levels of *rsrB* in overexpression strain *OrsrB*. *P. oxalicum* strains were cultured in glucose medium for 24 h, then transferred into medium containing SCS and cultivated for 12–48 h. Expression levels of the tested genes in mutants were normalised against those in wild-type strain *Δku70*. \*\**p* ≤ 0.01 indicates significant differences between mutant and *Δku70* strains. Each experiment was repeated three times. In panel d, SDS-PAGE analysis of extracellular proteins of the supernatant of culture by *P. oxalicum* overexpression strain

*OrsrB* and parental strain  $\Delta ku70$  in the presence of soluble corn starch (SCS).

Red rectangle indicates target proteins of the right sizes of major amylases including PoxGA15A and PoxAmy13A. Each lane contained supernatant of culture 24  $\mu$ L. M: 120 kDa protein Marker.

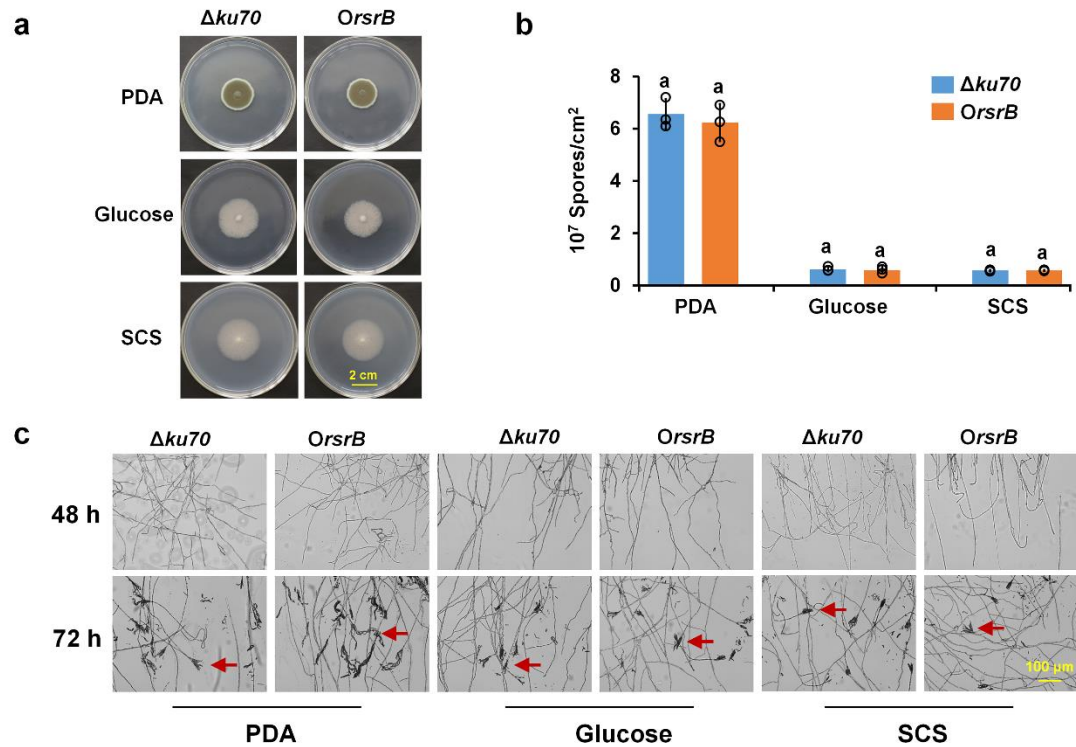

**Supplementary Fig. S7 Colony observation (a), production of asexual spores (b) and mycelial observation (c) of *P. oxalicum* mutants *OrsrB*.** In panels a and b, all tested strains were cultured on PDA, glucose or SCS solid plates for 5 days. Wild-type strain  $\Delta ku70$  served as a control. In panel b, lowercase letters represent  $p < 0.05$ , respectively. Different letters indicate significant differences, evaluated by one-way ANOVA. In panel c, all strains were grown on solid plates containing PDA, glucose or SCS for 48 h and 72 h. Wild-type strain  $\Delta ku70$  served as a control. Red arrows indicate conidiospores.

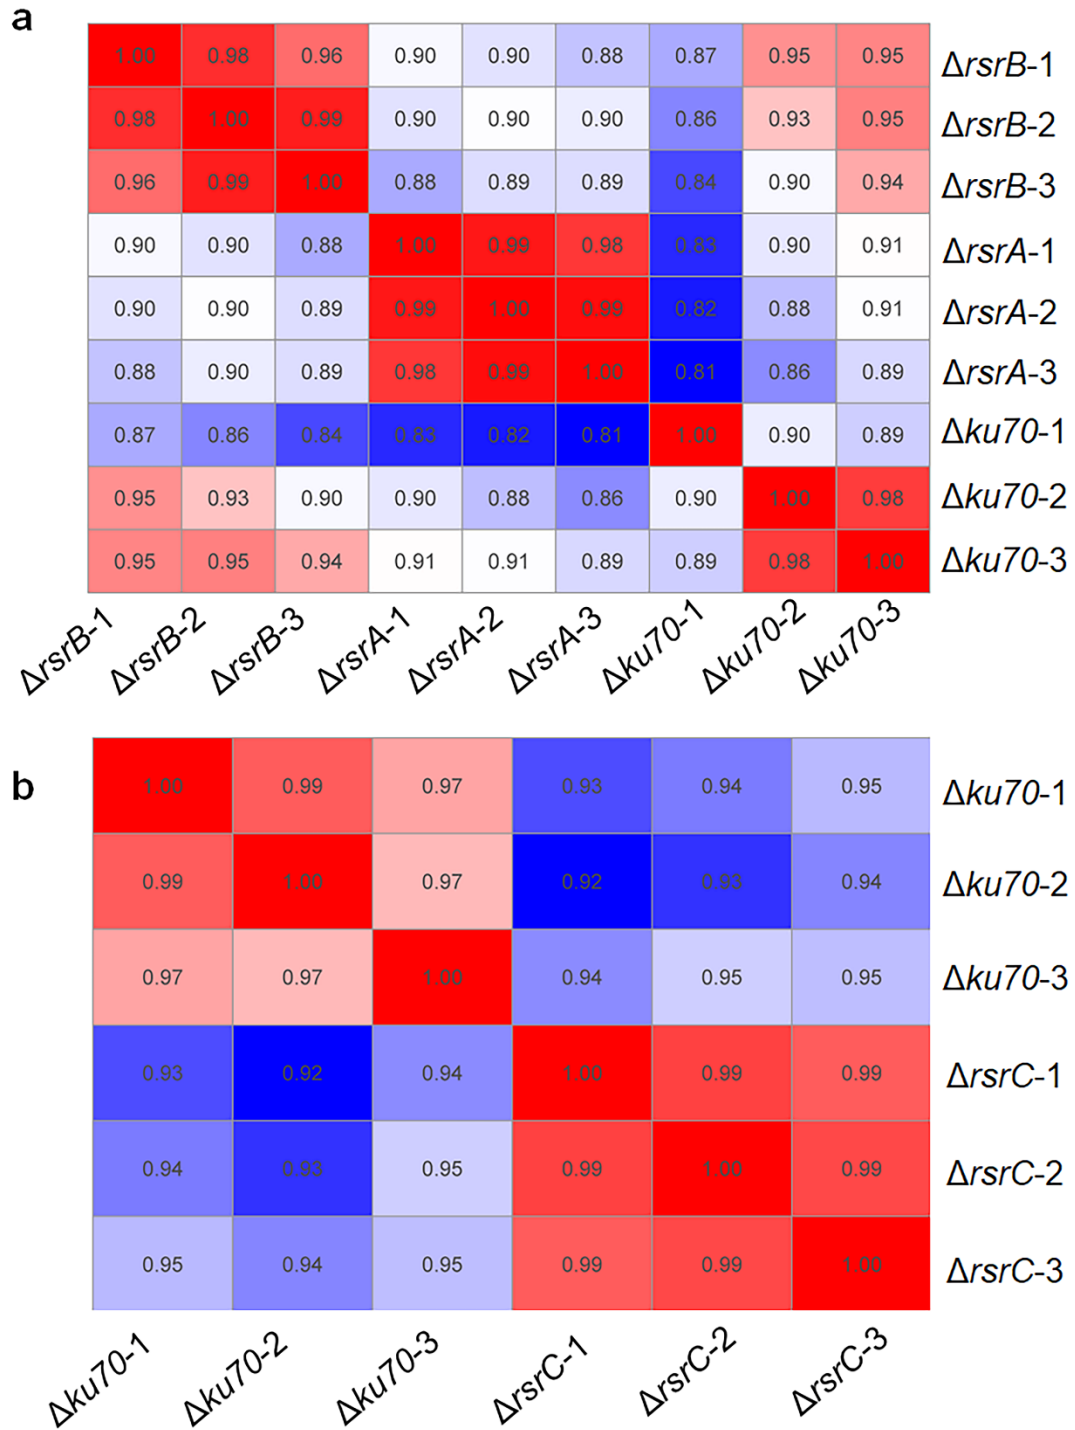

**Supplementary Fig. S8 Pearson's correlation heatmap of  $\Delta rsrB$  and  $\Delta rsrA$  (a), and  $\Delta rsrC$  (b) transcriptomes compared with that of controls strain  $\Delta ku70$ . Total RNA was extracted from the mycelia of each strain after culture on SCS for 24 h, following a transfer from glucose.**

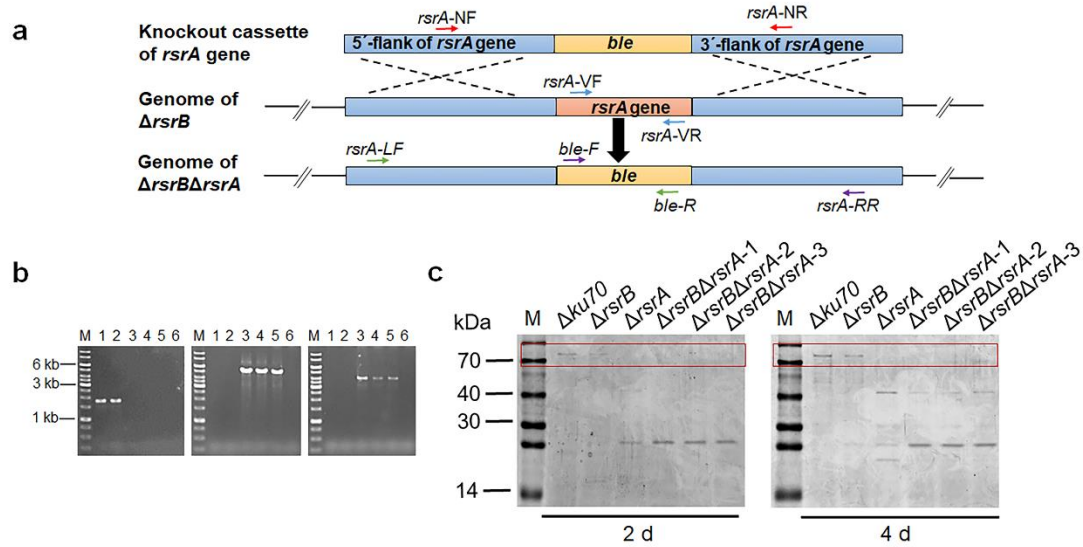

**Supplementary Fig. S9 Construction (a) and PCR verification (b) of double deletion strain  $\Delta rsrB\Delta rsrA$ , and SDS-PAGE analysis of extracellular proteins (c).** In panel b, M: 1 kb markers; 1:  $\Delta ku70$ ; 2:  $\Delta rsrB$ ; 3:  $\Delta rsrB\Delta rsrA$ -1; 4:  $\Delta rsrB\Delta rsrA$ -2; 5:  $\Delta rsrB\Delta rsrA$ -3; 6: ddH<sub>2</sub>O. Panels from left to right are PCR production of *rsrA*, left-cross fragments and right-cross fragments. *ble*, bleomycin resistance gene. In panel c, SDS-PAGE analysis of extracellular proteins of the supernatant of culture by *P. oxalicum* double deletion strain  $\Delta rsrB\Delta rsrA$ , parental strain  $\Delta ku70$ , mutants  $\Delta rsrB$  and  $\Delta rsrA$  in the presence of soluble corn starch (SCS). Red rectangles indicate target proteins of the right sizes of major amylases including PoxGA15A and PoxAmy13A. Each lane contained supernatant of culture 24  $\mu$ L. M: 120 kDa protein Marker.

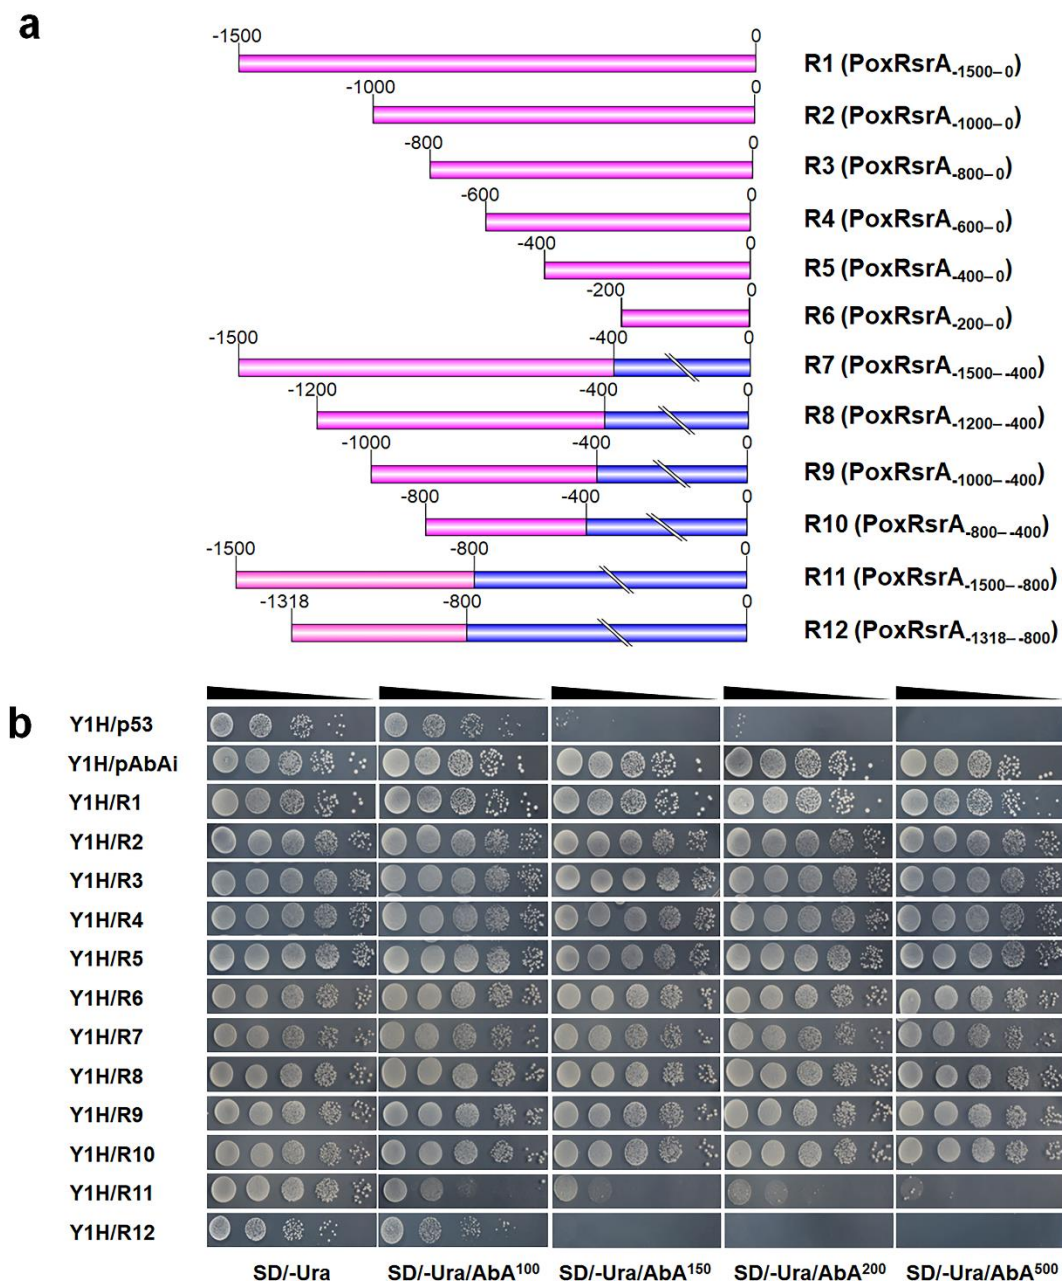

**Supplementary Fig. S10 Y1H assay of different length DNA fragments upstream of *rsrA* self-activation.** (a) Different length DNA fragments of *rsrA* upstream. (b) Recombinant Y1HGold cells cultured on (SD)/-Ura and different concentrations (0, 100, 150, 200 and 500 ng/mL) of aureobasidin A (AbA) incubated at 30°C for 3 days.

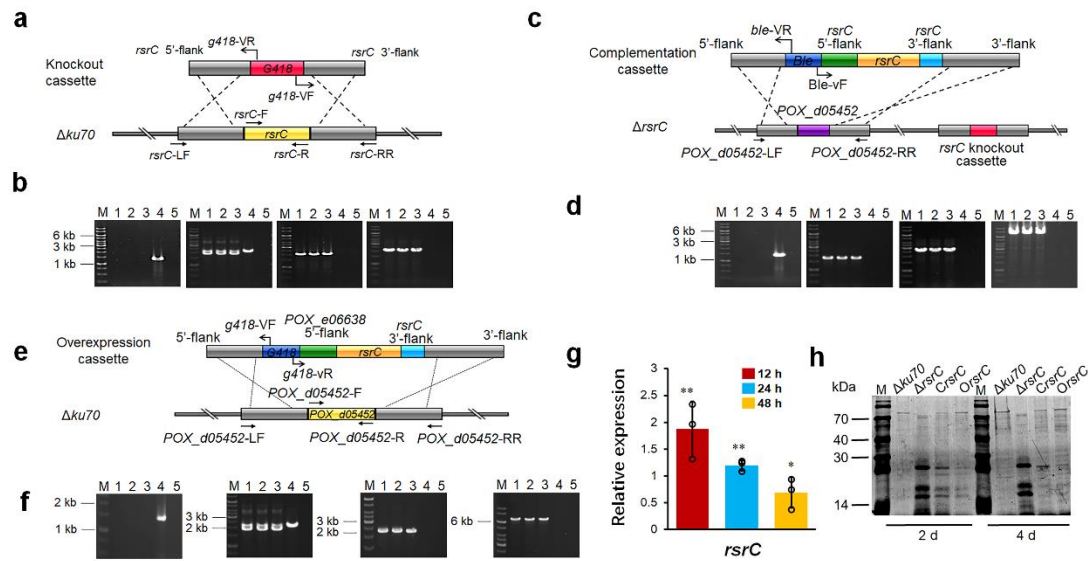

**Supplementary Fig. S11 Construction strategy and PCR verification of mutant  $\Delta rsrC$ , complementation strain *CrshrC* and overexpression strain *OrsrC*, and transcription levels of *rsrC* in *OrsrC*, and SDS-PAGE analysis of extracellular proteins (h).** (a) Construction strategy of  $\Delta rsrC$ . (b) PCR verification of  $\Delta rsrC$ . M: 1 kb marker; 1:  $\Delta rsrC$ -1; 2:  $\Delta rsrC$ -2; 3:  $\Delta rsrC$ -3; 4:  $\Delta ku70$ ; 5: ddH<sub>2</sub>O. Panels from left to right are PCR production of *rsrC*, *g418*, left-cross fragments and right-cross fragments. (c) Construction strategy of *CrshrC*. (d) PCR verification of *CrshrC*. M: 1 kb marker; 1: *CrshrC*-1; 2: *CrshrC*-2; 3: *CrshrC*-3; 4:  $\Delta rsrC$ ; 5: ddH<sub>2</sub>O. Panels from left to right were PCR production of *POX\_d05452*, *rsrC*, left-cross fragments and right-cross fragments. (e) Construction strategy of *OrsrC*. (f) PCR verification of *OrsrC*. M: 1 kb markers; 1: *OrsrC*-1; 2: *OrsrC*-2; 3: *OrsrC*-3; 4:  $\Delta ku70$ ; 5: ddH<sub>2</sub>O. Panels from left to right are PCR production of *POX\_d05452*, *g418*, left-cross fragments and right-cross fragments. (g) Transcription levels of *rsrC* in overexpression strain *OrsrC*. *P. oxalicum* strains were cultured in glucose medium for 24 h, then transferred into

medium containing SCS and cultivated for 12–48 h. Expression levels of the tested genes in mutants were normalised against those in wild-type strain  $\Delta ku70$ .  $**p \leq 0.01$  and  $*p \leq 0.05$  indicate significant differences between mutant and  $\Delta ku70$  strains. Each experiment was repeated three times. *ble*, bleomycin resistance gene. *G418*, geneticin resistance gene. In panel h, SDS-PAGE analysis of extracellular proteins of the supernatant of culture by *P. oxalicum* mutant  $\Delta rsrC$  and overexpression strain *OrsrC* in the presence of soluble corn starch (SCS). Red rectangle indicates target proteins of the right sizes of major amylases including PoxGA15A and PoxAmy13A. Each lane contained supernatant of culture 24  $\mu$ L. M: 120 kDa protein Marker.

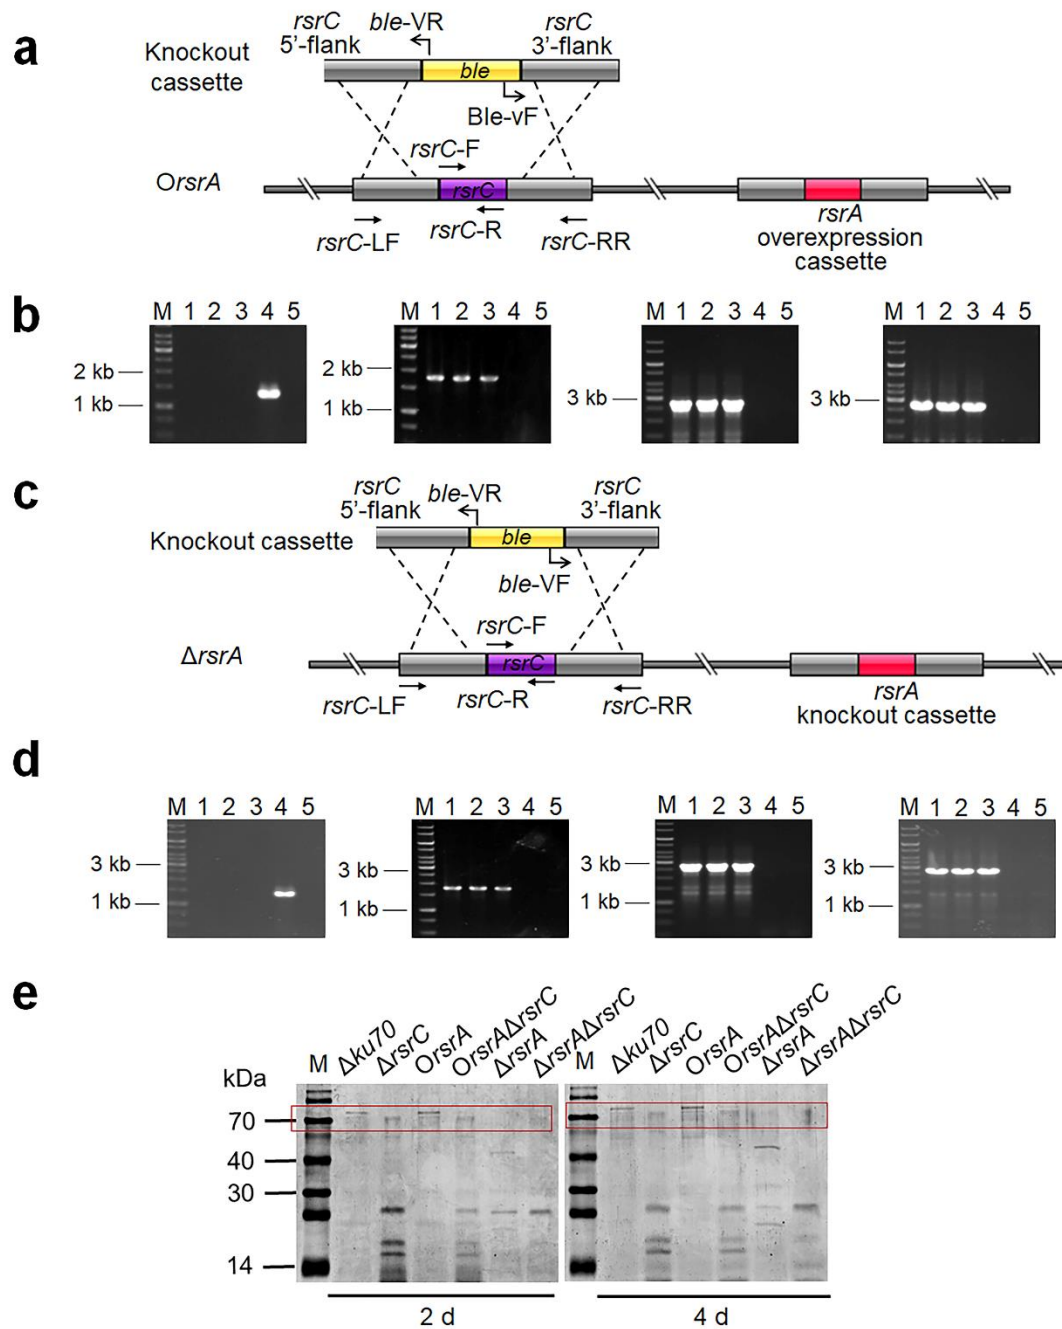

**Supplementary Fig. S12 Construction strategy and PCR verification of mutants *OrsrAΔrsrC* and *ΔrsrAΔrsrC*, and SDS-PAGE analysis of extracellular proteins (e).** (a) Construction strategy of *OrsrAΔrsrC*. (b) PCR verification of *OrsrAΔrsrC*. M: 1 kb marker; 1: *OrsrAΔrsrC*-1; 2: *OrsrAΔrsrC*-2; 3: *OrsrAΔrsrC*-3; 4: *Δku70*; 5: ddH<sub>2</sub>O. Panels from left to right are PCR production of *rsrC*, *ble*, left-cross fragments and right-cross fragments. (c)

Construction strategy of  $\Delta rsrA\Delta rsrC$ . (d) PCR verification of  $\Delta rsrA\Delta rsrC$ . M: 1 kb marker; 1:  $\Delta rsrA\Delta rsrC$ -1; 2:  $\Delta rsrA\Delta rsrC$ -2; 3:  $\Delta rsrA\Delta rsrC$ -3; 4:  $\Delta ku70$ ; 5: ddH<sub>2</sub>O. Panels from left to right are PCR production of *rsrC*, *ble*, left-cross fragments and right-cross fragments. *ble*, bleomycin resistance gene. In panel e, SDS-PAGE analysis of extracellular proteins of the supernatant of culture by *P. oxalicum* mutant *OrsrA* $\Delta$ *rsrC* and  $\Delta$ *rsrA* $\Delta$ *rsrC* in the presence of soluble corn starch (SCS). Red rectangles indicate target proteins of the right sizes of major amylases including PoxGA15A and PoxAmy13A. Each lane contained supernatant of culture 24  $\mu$ L. M:120 kDa protein Marker.

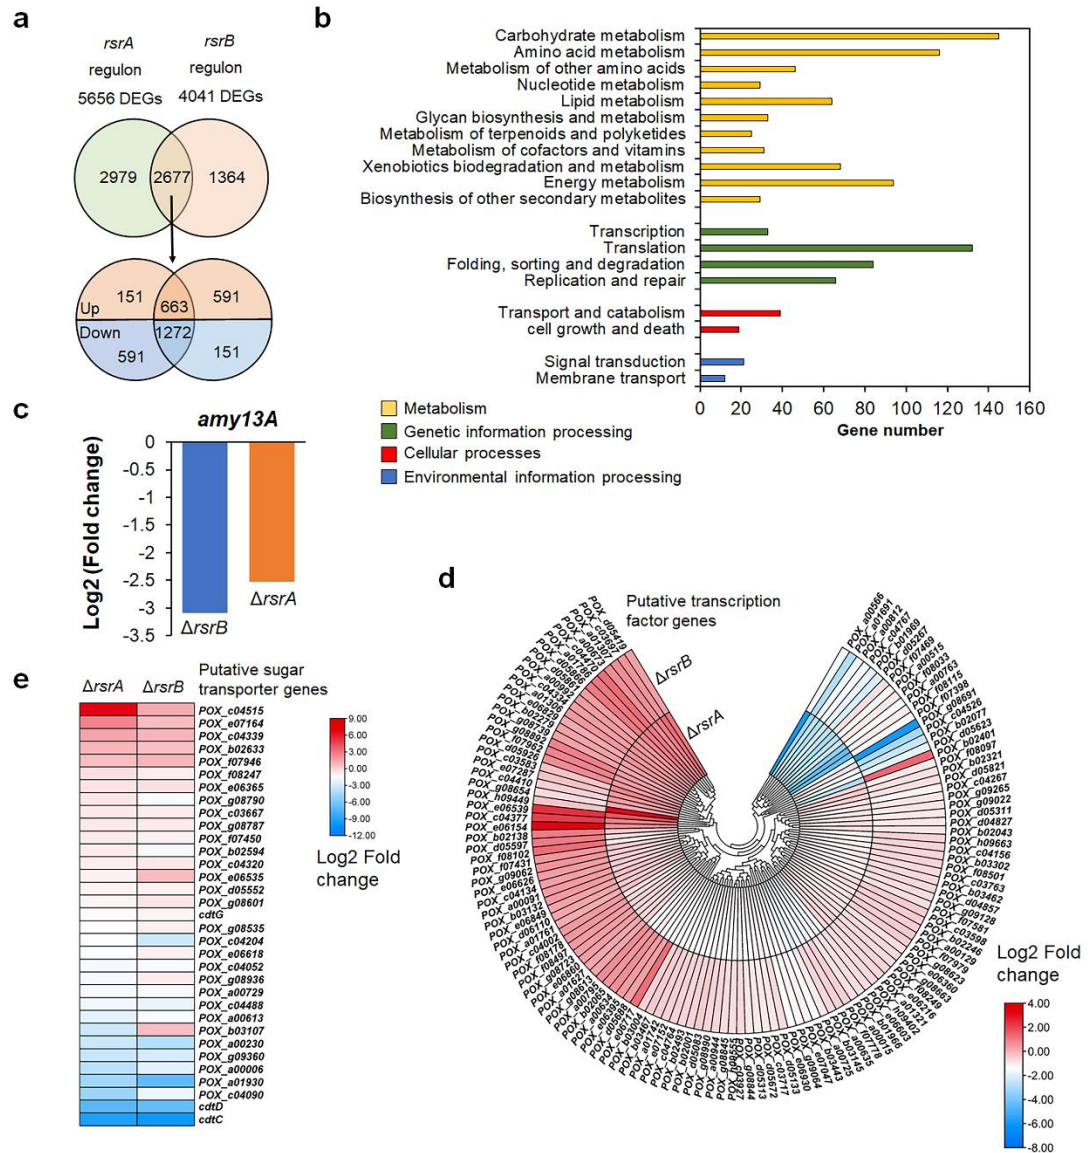

**Supplementary Fig. S13 Co-regulation between RsrA and RsrB in *P. oxalicum*.** (a) Number of DEGs between RsrB and RsrA regulons. ‘Up’ and ‘Down’ indicate up- and downregulation. (b) KEGG annotations of genes co-regulated by RsrB and RsrA. (c) Expression of  $\alpha$ -amylase gene *amy13A* in mutants  $\Delta$ *rsrB* and  $\Delta$ *rsrA* compared with  $\Delta$ *ku70*. (d) Heatmap showing the expression of DEGs encoding putative transcription factors. (e) Expression of DEGs encoding sugar transporters.

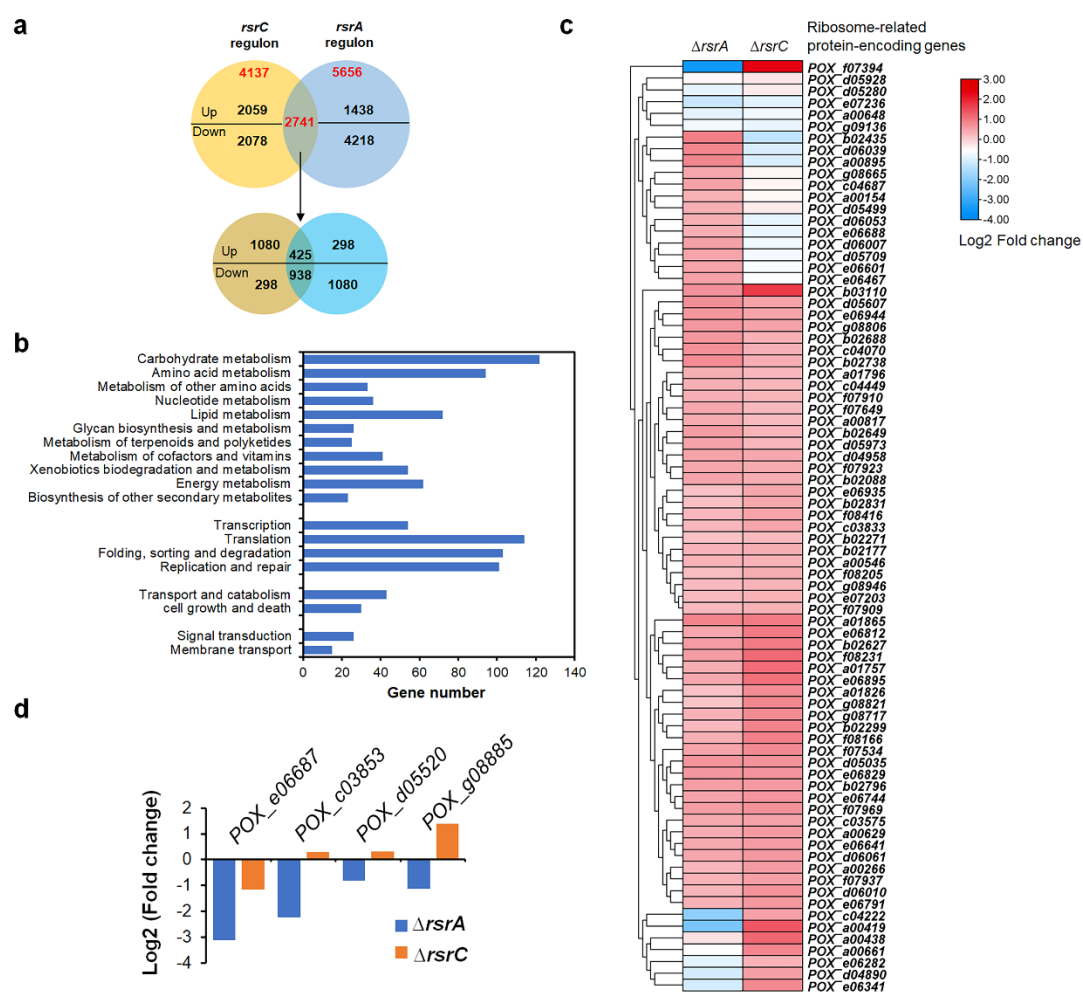

**Supplementary Fig. S14 Co-regulation between RsrA and RsrC in *P. oxalicum*.** (a) Number of DEGs between RsrC and RsrA regulons. ‘Up’ and ‘Down’ indicate up- and downregulation. (b) KEGG annotations of genes co-regulated by RsrC and RsrA. (c) Heatmap showing the expression of DEGs involved in ribosome biogenesis and assembly in mutants  $\Delta rsrA$  and  $\Delta rsrC$  compared with  $\Delta ku70$ . (d) Expression of amylase genes in mutants  $\Delta rsrA$  and  $\Delta rsrC$ .

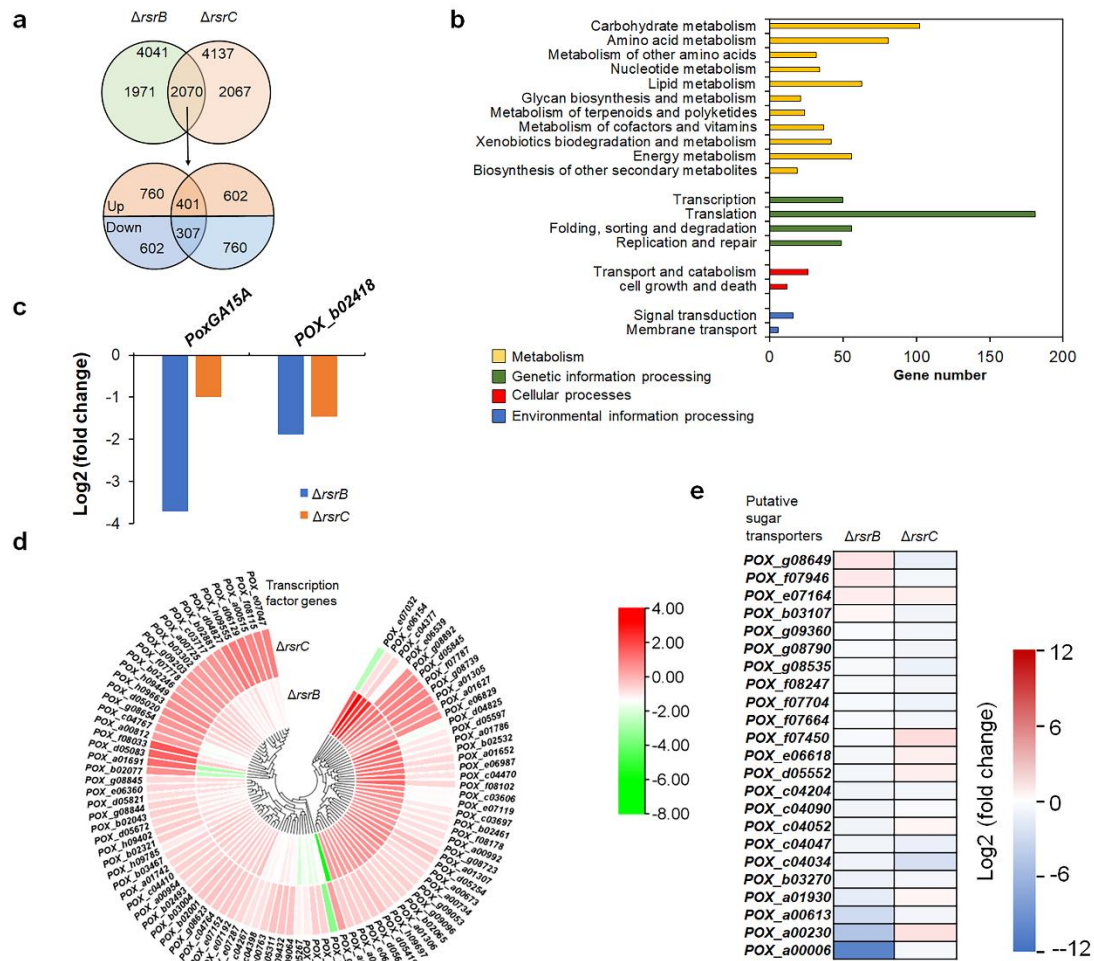

**Supplementary Fig. S15 Co-regulation between RsrB and RsrC in *P. oxalicum*.** (a) Number of DEGs between RsrB and RsrC regulons. 'Up' and 'Down' indicate up- and downregulation. (b) KEGG annotations of genes co-regulated by RsrB and RsrC. (c) Expression of amylase genes *PoxGA15A* and *POX\_b02418* in mutants  $\Delta rsrB$  and  $\Delta rsrC$  compared with  $\Delta ku70$ . (d) Heatmap showing the expression of DEGs encoding putative transcription factors in mutants  $\Delta rsrB$  and  $\Delta rsrC$  compared with  $\Delta ku70$ . (e) Expression of DEGs encoding sugar transporters in mutants  $\Delta rsrB$  and  $\Delta rsrC$  compared with  $\Delta ku70$ .

**Supplementary Table S1** *Penicillium oxalicum* strains used in this study

| Strain                   | Description                                          | Genotypes                                                                                                                                                        | Reference  |
|--------------------------|------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| $\Delta ku70$            | Deletion strain of <i>ku70</i>                       | <i>Ku70</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup>                                                                                                              | 1          |
| $\Delta rsrA$            | Deletion strain of <i>rsrA</i>                       | <i>Ku70</i> <sup>-</sup> ; <i>rsrA</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                       | 2          |
| <i>CrsrA</i>             | Complementation strain of $\Delta rsrA$              | <i>Ku70</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup> ; <i>Ble</i> <sup>R+</sup>                                                       | 2          |
| <i>OrsrA</i>             | Overexpression strain of gene <i>rsrA</i>            | <i>Ku70</i> <sup>-</sup> ; <i>rsrA</i> <sup>++</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                      | 3          |
| $\Delta POX\_a00795$     | Deletion strain of <i>POX_a00795</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_a00795</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_a00746$     | Deletion strain of <i>POX_a00746</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_a00746</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_b02742$     | Deletion strain of <i>POX_b02742</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_b02742</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_f08115$     | Deletion strain of <i>POX_f08115</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_f08115</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_f08102$     | Deletion strain of <i>POX_f08102</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_f08102</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_f08062$     | Deletion strain of <i>POX_f08062</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_f08062</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_f08033$     | Deletion strain of <i>POX_f08033</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_f08033</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_d04924$     | Deletion strain of <i>POX_d04924</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_d04924</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_e06691$     | Deletion strain of <i>POX_e06691</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_e06691</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_e06887$     | Deletion strain of <i>POX_e06887</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_e06887</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_e07032$     | Deletion strain of <i>POX_e07032</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_e07032</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_d06066$     | Deletion strain of <i>POX_d06066</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_d06066</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_c04767$     | Deletion strain of <i>POX_c04767</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_c04767</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_c04517$     | Deletion strain of <i>POX_c04517</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_c04517</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| $\Delta POX\_g08691$     | Deletion strain of <i>POX_g08691</i>                 | <i>Ku70</i> <sup>-</sup> ; <i>POX_g08691</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                 | This study |
| <i>CPOX_g08691</i>       | Complementation strain of $\Delta POX\_g08691$       | <i>Ku70</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup> ; <i>Ble</i> <sup>R+</sup>                                                       | This study |
| $\Delta rsrB\Delta rsrA$ | Mutant where <i>rsrB</i> and <i>rsrA</i> are deleted | <i>Ku70</i> <sup>-</sup> ; <i>rsrB</i> <sup>-</sup> ; <i>rsrA</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup> ; <i>Ble</i> <sup>R+</sup> | This study |
| <i>OrsrB</i>             | Overexpression strain of gene <i>rsrB</i>            | <i>Ku70</i> <sup>-</sup> ; <i>rsrB</i> <sup>++</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                      | This study |
| $\Delta rsrC$            | Deletion strain of <i>rsrC</i>                       | <i>Ku70</i> <sup>-</sup> ; <i>rsrC</i> <sup>-</sup> ; <i>Hph</i> <sup>R+</sup> ; <i>G418</i> <sup>R+</sup>                                                       | This study |

|                                     |                                                                     |                                                                                                                     |            |
|-------------------------------------|---------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|------------|
| <i>CrsrC</i>                        | Complementation strain of $\Delta rsrC$                             | <i>Ku70<sup>-</sup>; Hph<sup>R+</sup>; G418<sup>R+</sup>; Ble<sup>R+</sup></i>                                      | This study |
| <i>OrsrC</i>                        | Overexpression strain of gene <i>rsrC</i>                           | <i>Ku70<sup>-</sup>; rsrC<sup>++</sup>; Hph<sup>R+</sup>; G418<sup>R+</sup></i>                                     | This study |
| <i>OrsrA<math>\Delta</math>rsrC</i> | Mutant where overexpression <i>rsrA</i> and <i>rsrC</i> are deleted | <i>Ku70<sup>-</sup>; rsrC<sup>-</sup>; rsrA<sup>++</sup>; Hph<sup>R+</sup>; G418<sup>R+</sup>; Ble<sup>R+</sup></i> | This study |
| $\Delta rsrA\Delta rsrC$            | Mutant where <i>rsrA</i> and <i>rsrC</i> are deleted                | <i>Ku70<sup>-</sup>; rsrC<sup>-</sup>; rsrA<sup>-</sup>; Hph<sup>R+</sup>; G418<sup>R+</sup>; Ble<sup>R+</sup></i>  | This study |

### Supplementary References

1. Zhao, S., Yan, Y.S., He, Q.P., Yang, L., Yin, X., Li, C.X., Mao, L.C., Liao, L.S., Huang, J.Q., Xie, S.B., Nong, Q.D., Zhang, Z., Jing, L., Xiong, Y.R., Duan, C.J., Liu, J.L., & Feng, J.X. Comparative genomic, transcriptomic and secretomic profiling of *Penicillium oxalicum* HP7-1 and its cellulase and xylanase hyper-producing mutant EU2106, and identification of two novel regulatory genes of cellulase and xylanase gene expression. *Biotechnol Biofuels* **9**, 203 (2016).
2. Zhang, M. Y., Zhao, S., Ning, Y. N., Fu, L. H., Li, C. X., Wang, Q., You, R., Wang, C. Y., Xu, H. N., Luo, X. M., & Feng, J. X. Identification of an essential regulator controlling the production of raw-starch-digesting glucoamylase in *Penicillium oxalicum*. *Biotechnol. Biofuels* **12**, 7 (2019).
3. Ning, Y. N., Tian, D., Tan, M. L., Luo, X. M., Zhao, S., & Feng, J. X. Regulation of fungal raw-starch-degrading enzyme production depends on transcription factor phosphorylation and recruitment of the Mediator complex. *Commun. Biol.* **6**, 1032 (2023).

## Supplementary Data

### **A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in *Penicillium oxalicum***

Yuan-Ni Ning<sup>1,2,3#</sup>, Xue Liang<sup>1,2,3#</sup>, Xin Shen<sup>1,2,3</sup>, Di Tian<sup>1,2,3</sup>, Wen-Tong Li<sup>1,2,3</sup>,  
Xue-Mei Luo<sup>3</sup>, Jia-Xun Feng<sup>1,2,3\*</sup>, Shuai Zhao<sup>1,2,3\*</sup>

<sup>1</sup>State Key Laboratory for Conservation and Utilization of Subtropical Agro-bioresources, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

<sup>2</sup>Guangxi Research Center for Microbial and Enzyme Engineering Technology, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

<sup>3</sup>College of Life Science and Technology, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

#### **Content:**

**Supplementary Fig. S16** Uncropped and unedited blots/gels corresponding to Supplementary Figures 3, 4, S1, S3, S6, S9, S11, S12

# These authors contributed equally to this work.

Fig. 3

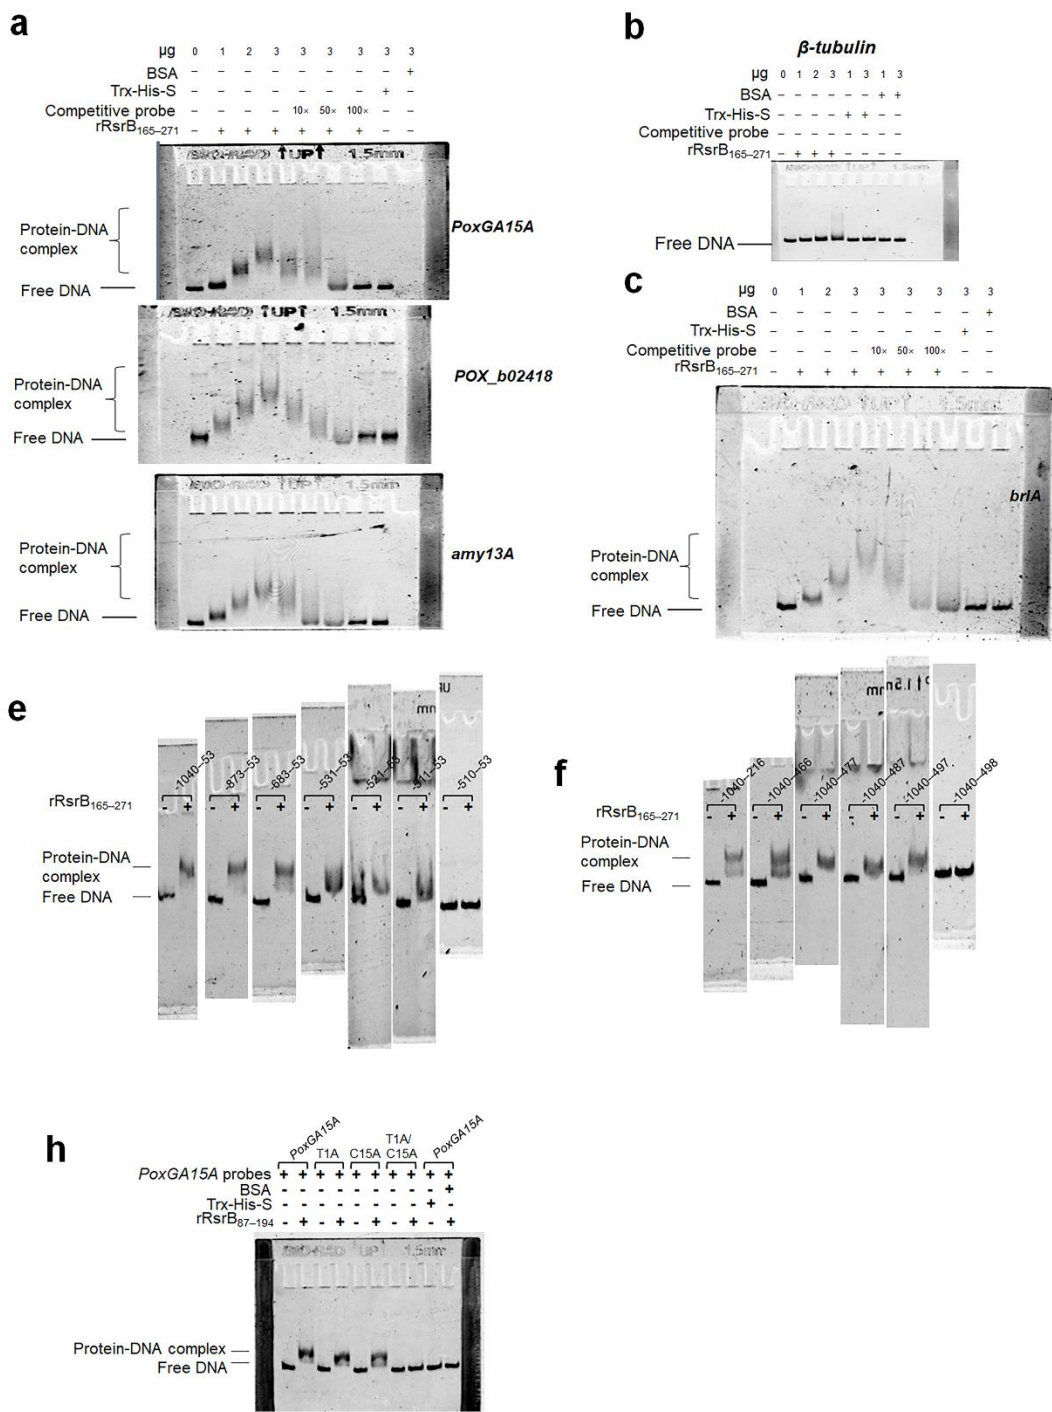

**Fig. 4**

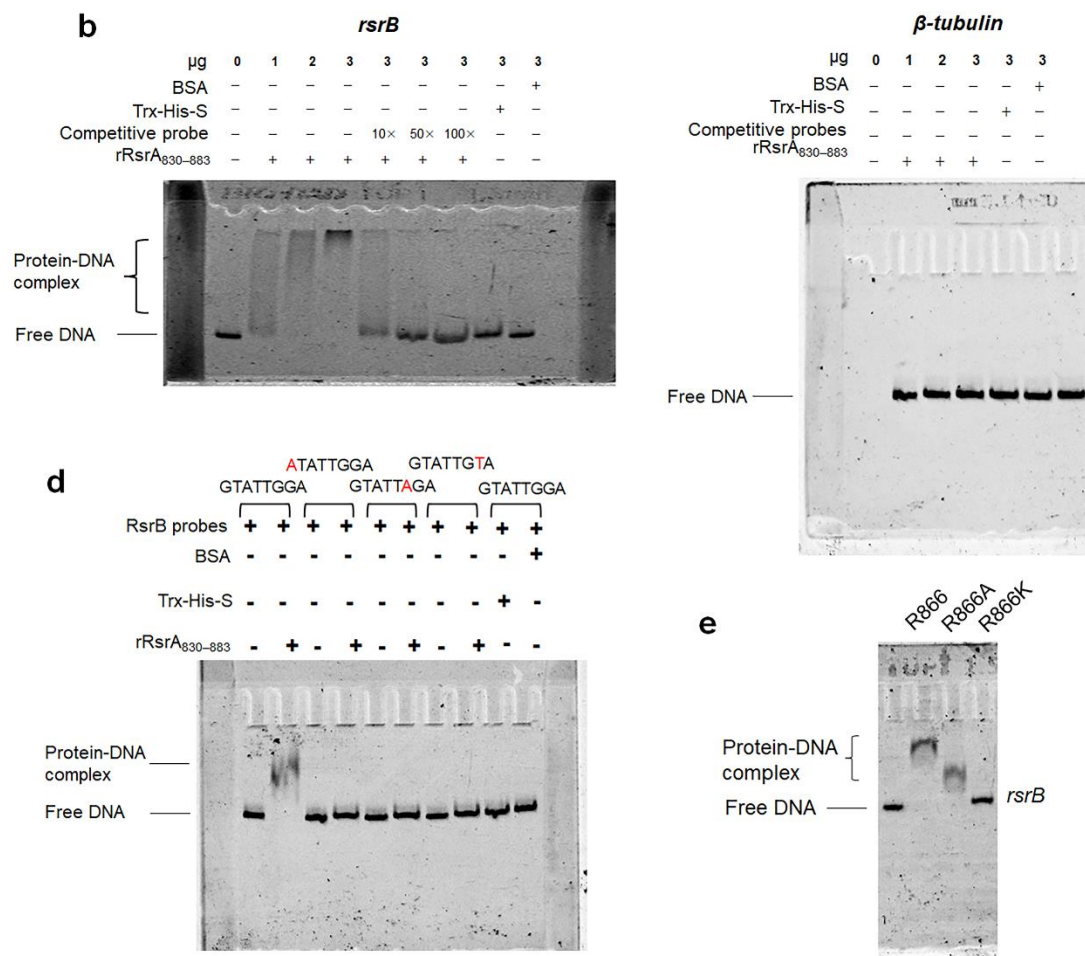

Supplementary Fig. S1

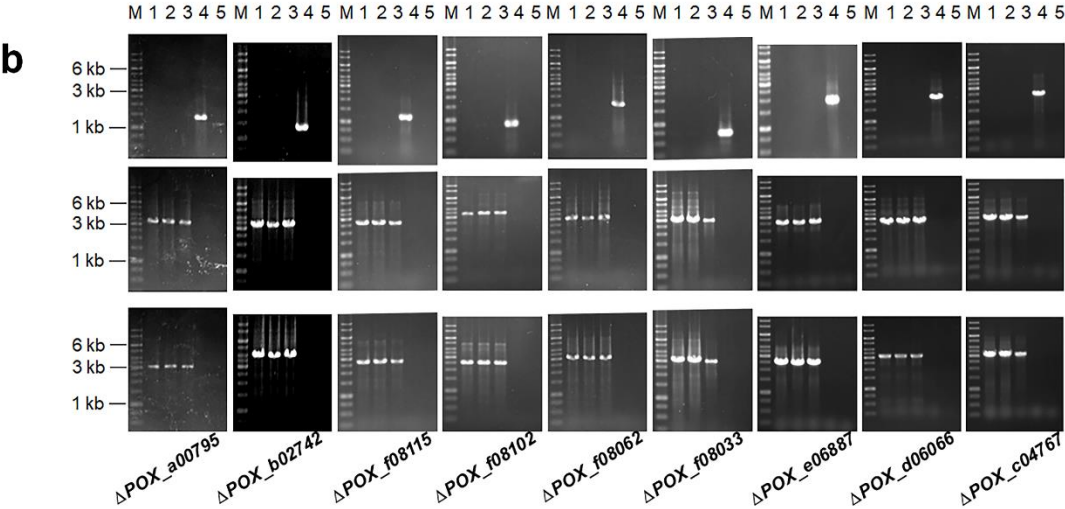

## Supplementary Fig. S3

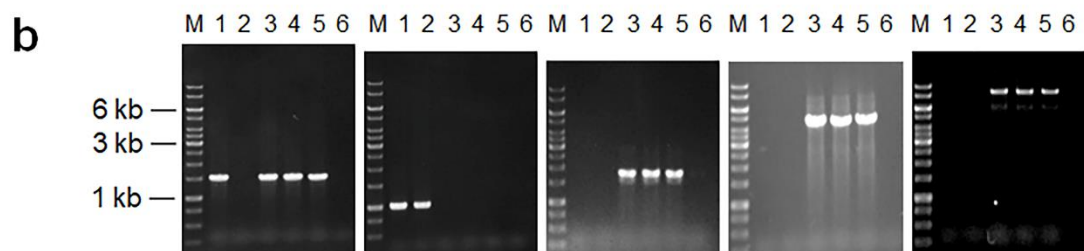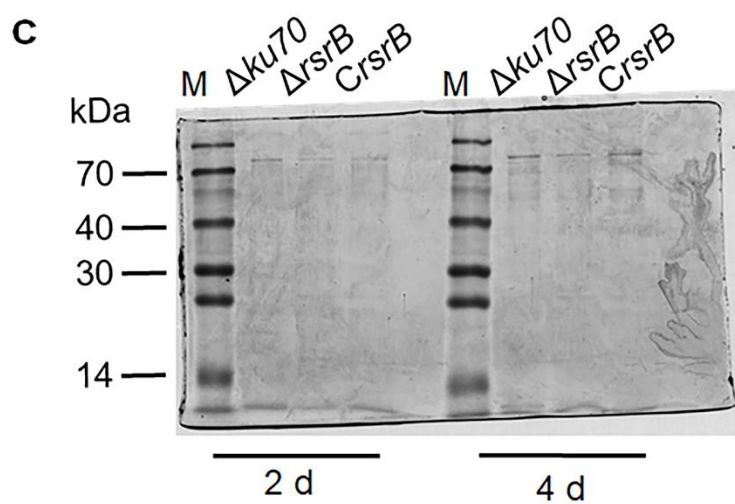

**Supplementary Fig. S6**

**b**

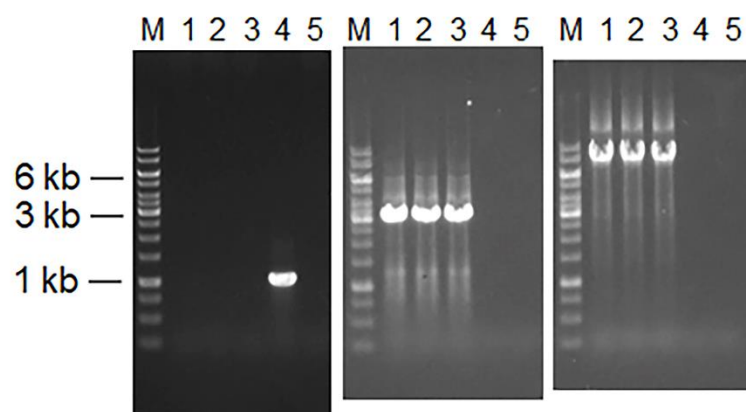

**d**

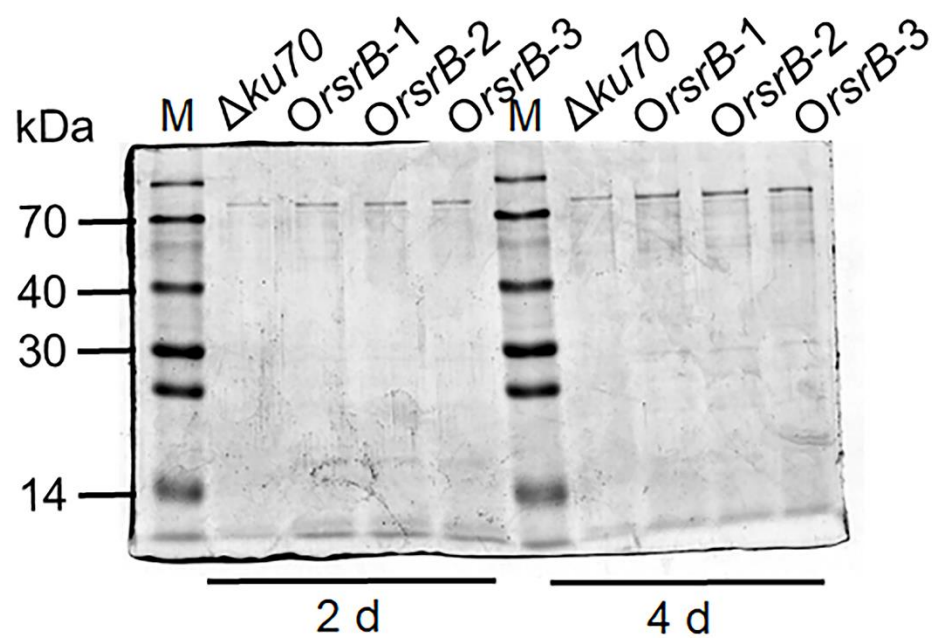

## Supplementary Fig. S9

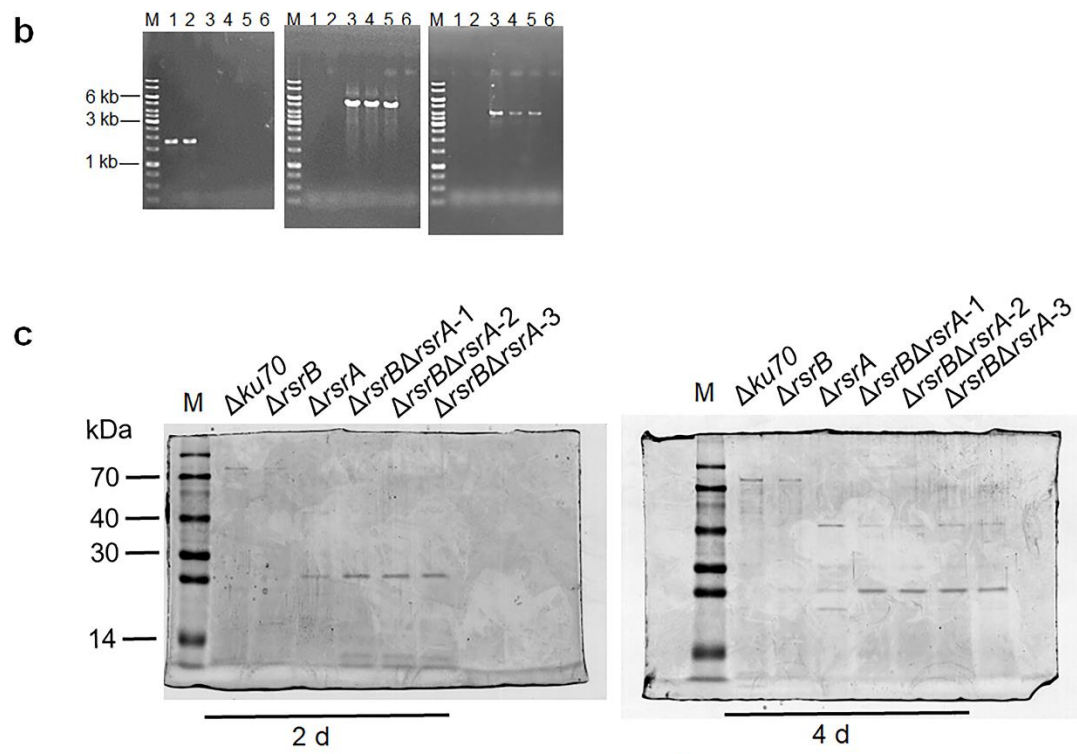

## Supplementary Fig. S11

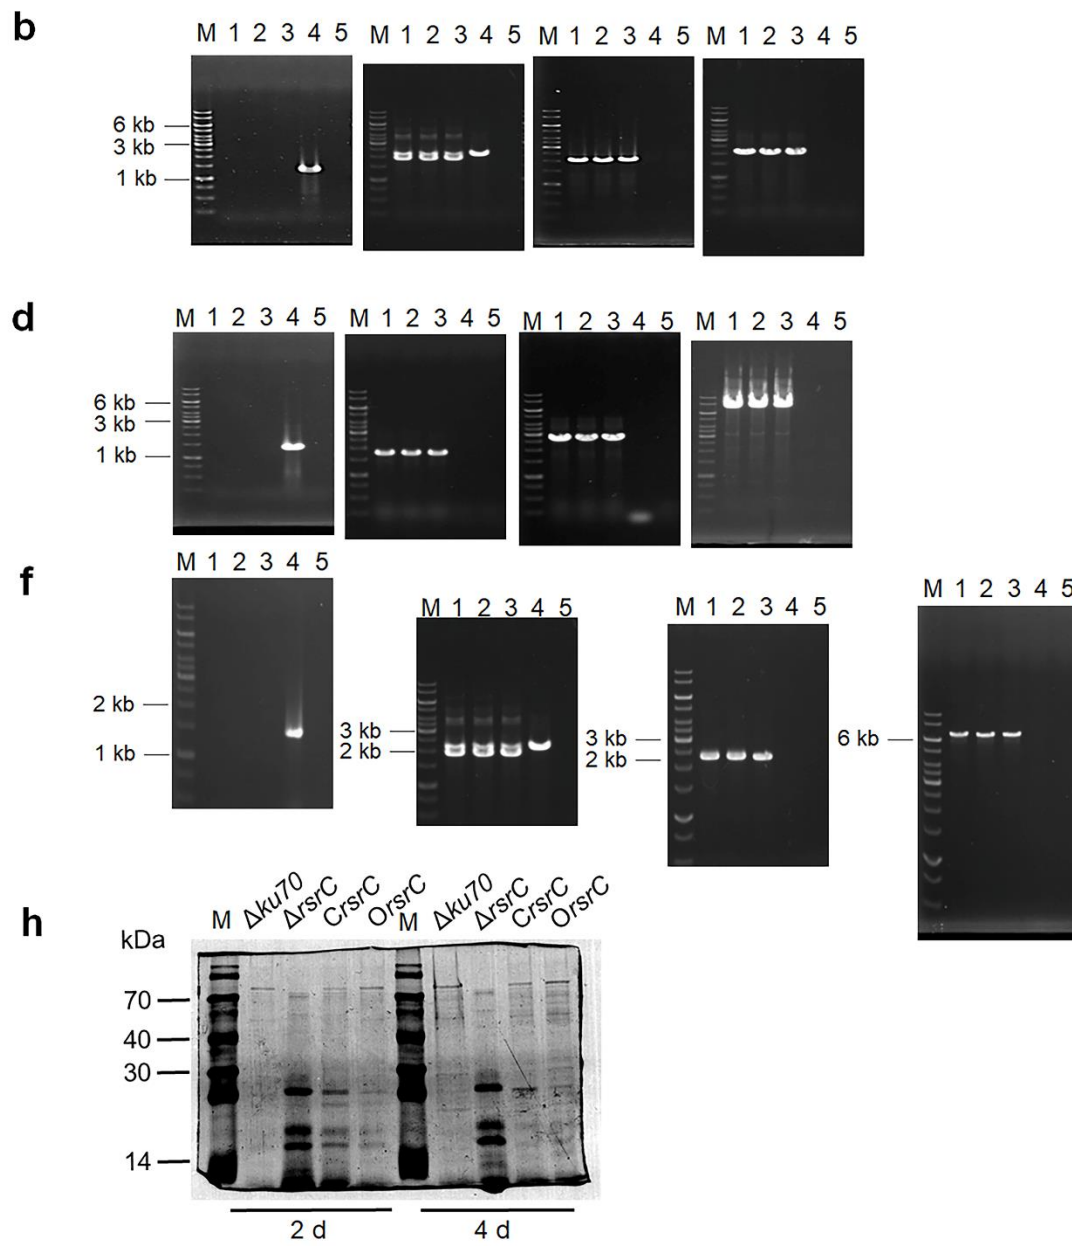

## Supplementary Fig. S12

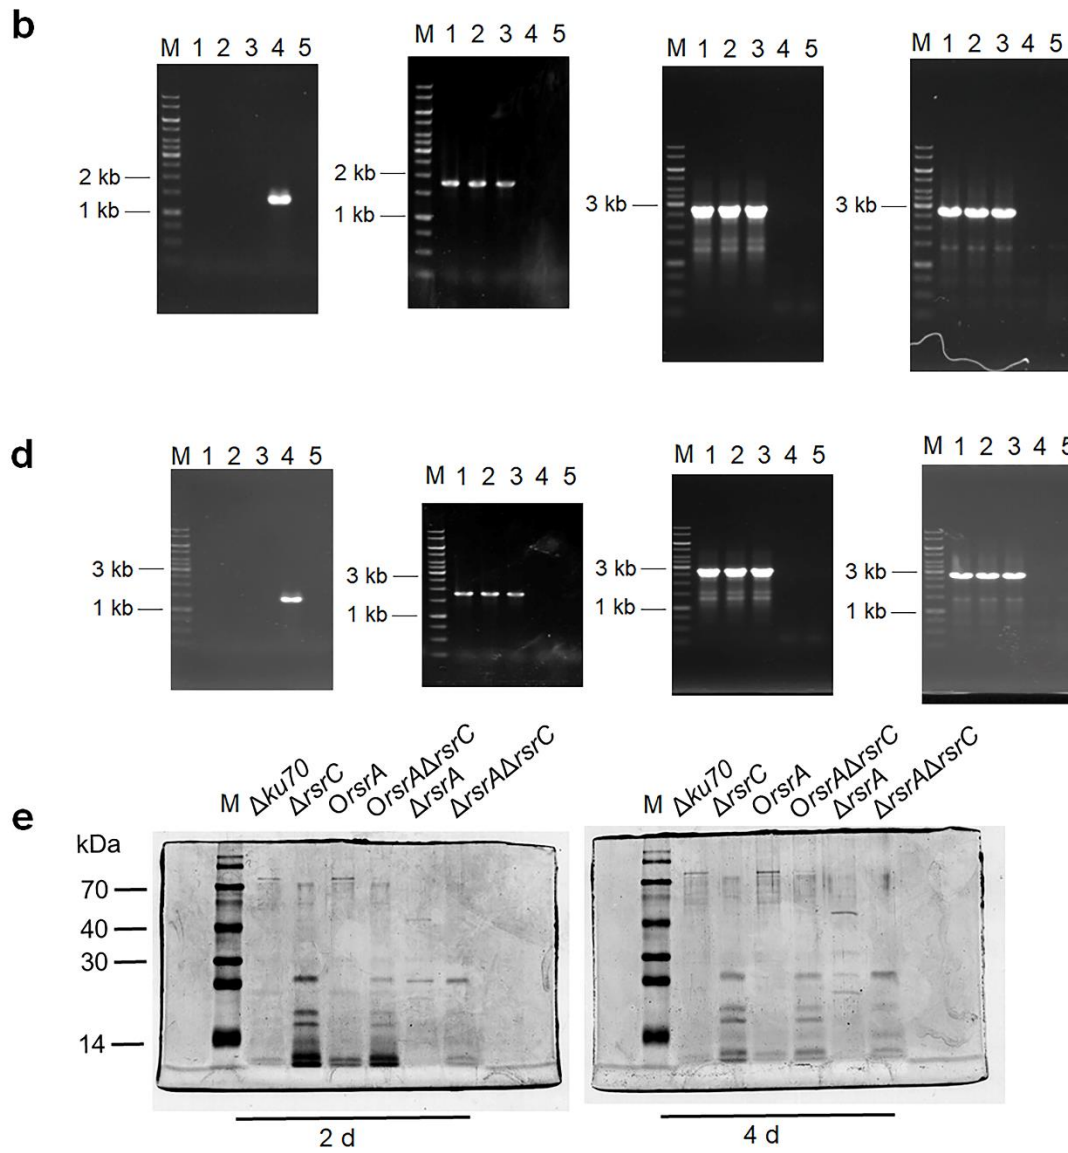

## **Supplementary Data**

### **A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in *Penicillium oxalicum***

Yuan-Ni Ning<sup>1,2,3#</sup>, Xue Liang<sup>1,2,3#</sup>, Xin Shen<sup>1,2,3</sup>, Di Tian<sup>1,2,3</sup>, Wen-Tong Li<sup>1,2,3</sup>,  
Xue-Mei Luo<sup>3</sup>, Jia-Xun Feng<sup>1,2,3\*</sup>, Shuai Zhao<sup>1,2,3\*</sup>

<sup>1</sup>State Key Laboratory for Conservation and Utilization of Subtropical Agro-bioresources, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

<sup>2</sup>Guangxi Research Center for Microbial and Enzyme Engineering Technology, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

<sup>3</sup>College of Life Science and Technology, Guangxi University, 100 Daxue Road, Nanning, Guangxi 530004, People's Republic of China.

#### **Content:**

**Supplementary Table S2** Primers used in this study

# These authors contributed equally to this work.

**Supplementary Table S2** Primers used in this study

| Name                                                                                                     | Sequence (5'-3')                                 |
|----------------------------------------------------------------------------------------------------------|--------------------------------------------------|
| <b>Primers used for construction of deletion mutants of genes acting downstream and upstream of RsrA</b> |                                                  |
| <i>POX_a00795</i> -LF                                                                                    | GTGACCCACTCGACGTAAT                              |
| <i>POX_a00795</i> -LR                                                                                    | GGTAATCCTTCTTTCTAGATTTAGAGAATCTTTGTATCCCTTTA     |
| <i>POX_a00795</i> -RF                                                                                    | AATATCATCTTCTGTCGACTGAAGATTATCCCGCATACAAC        |
| <i>POX_a00795</i> -RR                                                                                    | TTTAGGCTTGTTACCAAGTTATT                          |
| <i>POX_a00795</i> -NF                                                                                    | GACCTATCCTCGGCGACCCT                             |
| <i>POX_a00795</i> -NR                                                                                    | AATGAGTCCCTGGACCTCC                              |
| <i>POX_a00795</i> -VF                                                                                    | ATGATGTTGACCGAAAGCG                              |
| <i>POX_a00795</i> -VR                                                                                    | CCTTCACCAGCTCAAACCC                              |
| <i>POX_b02742</i> -LF                                                                                    | TCCAAGCACCCAACCCA                                |
| <i>POX_b02742</i> -LR                                                                                    | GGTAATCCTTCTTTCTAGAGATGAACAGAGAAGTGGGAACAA       |
| <i>POX_b02742</i> -RF                                                                                    | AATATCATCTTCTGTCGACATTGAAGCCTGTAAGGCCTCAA        |
| <i>POX_b02742</i> -RR                                                                                    | AGGCGGTCGTCAAGTCCA                               |
| <i>POX_b02742</i> -NF                                                                                    | CACATCTGTCAACCTGCCTTAC                           |
| <i>POX_b02742</i> -NR                                                                                    | TTGGCGGTAACAGTGGTG                               |
| <i>POX_b02742</i> -VF                                                                                    | CCGTATCATGGTATGTGCC                              |
| <i>POX_b02742</i> -VR                                                                                    | GCGAGATGGACGAGGAG                                |
| <i>POX_f08115</i> -LF                                                                                    | TCTTGCCTGGCTAATGCG                               |
| <i>POX_f08115</i> -LR                                                                                    | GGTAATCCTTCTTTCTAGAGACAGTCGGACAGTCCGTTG          |
| <i>POX_f08115</i> -RF                                                                                    | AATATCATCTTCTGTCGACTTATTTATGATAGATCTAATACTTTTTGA |
| <i>POX_f08115</i> -RR                                                                                    | CAATGCTCCCGCTCAAGT                               |
| <i>POX_f08115</i> -NF                                                                                    | GTGGTACGCCTGATGTTCC                              |
| <i>POX_f08115</i> -NR                                                                                    | AAGCAGTGCCGTGATGTTA                              |
| <i>POX_f08115</i> -VF                                                                                    | CTTCCCGTGGCTGCTGTT                               |
| <i>POX_f08115</i> -VR                                                                                    | TGGAGCCTGAGGGGTTGG                               |
| <i>POX_f08102</i> -LF                                                                                    | GCCGTCACCTTCCCATTA                               |

POX\_f08102-LR  
POX\_f08102-RF  
POX\_f08102-RR  
POX\_f08102 - NF  
POX\_f08102-NR  
POX\_f08102-VF  
POX\_f08102-VR  
POX\_f08062- LF  
POX\_f08062- LR  
POX\_f08062 -RF  
POX\_f08062- RR  
POX\_f08062- NF  
POX\_f08062 -NR  
POX\_f08062 -VF  
POX\_f08062 -VR  
POX\_f08033 -LF  
POX\_f08033 -LR  
POX\_f08033- RF  
POX\_f08033 -RR  
POX\_f08033 -NF  
POX\_f08033 -NR  
POX\_f08033 -VF  
POX\_f08033 -VR  
POX\_e06887 -LF  
POX\_e06887- LR  
POX\_e06887 -RF  
POX\_e06887 -RR  
POX\_e06887 -NF  
POX\_e06887- NR

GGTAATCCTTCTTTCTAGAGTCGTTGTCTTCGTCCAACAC  
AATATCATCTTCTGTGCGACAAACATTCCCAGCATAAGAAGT  
CCGCCTTCTCAGAGTATTG  
GGTGTGATTGCTCATTCTAA  
GAAGGTCTAAATGGCACGCTA  
GTCCAGCCCGCTCATAGT  
TGTGGTGCGATTGCTTAG  
CGACAGTACACTGCGGACTGA  
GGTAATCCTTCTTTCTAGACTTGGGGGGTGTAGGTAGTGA  
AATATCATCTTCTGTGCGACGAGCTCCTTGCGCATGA  
GGGTCCGCACTTACATAGA  
AACAGCCGCGAGAATCCAAA  
GGCTGCTGCGTAAGCGATA  
CATTACGGCAACAAGACCC  
TTGCGAGATGAGTGGAGAAGAG  
CCCAGTAGAAGCCCATTAGAC  
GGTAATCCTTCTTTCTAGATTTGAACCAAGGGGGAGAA  
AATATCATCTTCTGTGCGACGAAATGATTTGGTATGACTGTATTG  
TGGGTCACTCCGTACAAGG  
ATTCTCGCCCCAACAGGAC  
TTCTCAGCCTTGAGTGTTTTACTA  
AGCGTTCTGTCCAGCAATT  
TACTCGACCCTCCTTCCAC  
ATCTCTGTGGCATCAAGGTATT  
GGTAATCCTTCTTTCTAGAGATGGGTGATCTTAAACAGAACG  
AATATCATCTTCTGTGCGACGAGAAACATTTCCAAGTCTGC  
TGCCGAGACACGCAGGATA  
GCAAAAGTGAGTGCTTCTACCA  
GCCCAGTTGGTTGAAGAGGTT

|                       |                                            |
|-----------------------|--------------------------------------------|
| <i>POX_e06887</i> -VF | TCTCGCCCTGCCCTATC                          |
| <i>POX_e06887</i> -VR | CGGGTGGTTTCGTTCTTA                         |
| <i>POX_d06066</i> -LF | CGTGTACCATTGACCGTGTC                       |
| <i>POX_d06066</i> -LR | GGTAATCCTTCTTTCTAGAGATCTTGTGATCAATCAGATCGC |
| <i>POX_d06066</i> -RF | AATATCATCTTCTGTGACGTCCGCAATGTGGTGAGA       |
| <i>POX_d06066</i> -RR | AACGCCAGTGATACCGATAG                       |
| <i>POX_d06066</i> -NF | TGGGTCAGGTTCTTCCTGG                        |
| <i>POX_d06066</i> -NR | CTTGAACCAAATATCAATAACCT                    |
| <i>POX_d06066</i> -VF | CCCAAGATTCCACGACCT                         |
| <i>POX_d06066</i> -VR | AACACTCCCGCACATACAC                        |
| <i>POX_c04767</i> -LF | ATGCGTTCACGGAGTTGG                         |
| <i>POX_c04767</i> -LR | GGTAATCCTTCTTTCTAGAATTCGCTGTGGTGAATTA      |
| <i>POX_c04767</i> -RF | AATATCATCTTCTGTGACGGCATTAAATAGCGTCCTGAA    |
| <i>POX_c04767</i> -RR | CATTGCCACGCCATCCG                          |
| <i>POX_c04767</i> -NF | GGTCTGTTTTACGGGGCTGAAT                     |
| <i>POX_c04767</i> -NR | GCCGCAATATATGTGTCCGTCT                     |
| <i>POX_c04767</i> -VF | GCATTTGCGATGGCTACA                         |
| <i>POX_c04767</i> -VR | CATCAAGGACACACCACTACC                      |
| <i>g418</i> -F        | TCTAGAAAGAAGGATTACC                        |
| <i>g418</i> -R        | GTCGACAGAAGATGATATT                        |
| <i>g418</i> -VR       | GTGAATGCTCCGTAACACCCAAT                    |
| <i>g418</i> -VF       | CGCTACTGCTTACAAGTGGGCTGAT                  |

**Primers for construction of complementation *CrsrB* strains**

|                       |                                                |
|-----------------------|------------------------------------------------|
| <i>POX_d05452</i> -LF | GGCACCAAACACCGCTACA                            |
| <i>POX_d05452</i> -LR | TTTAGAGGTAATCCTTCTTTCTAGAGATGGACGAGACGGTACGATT |
| <i>POX_d05452</i> -RF | ATGTAGATCACCAAGTTGCA                           |
| <i>POX_d05452</i> -RR | TTCGGACGGTGTCACTTCG                            |
| <i>POX_d05452</i> -NF | AATGAGCGTAGTGTGAGAGCACCAAT                     |
| <i>POX_d05452</i> -NR | GTCGCACATCCAATCGCATAGAGT                       |

|                         |                                           |
|-------------------------|-------------------------------------------|
| <i>POX_d05452</i> -VF   | CGCCTACGGAAAATGACG                        |
| <i>POX_d05452</i> -VR   | ATGTCGCCGAAGATGGAG                        |
| <i>POX_g08691</i> P-F   | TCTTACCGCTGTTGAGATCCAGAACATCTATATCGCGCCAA |
| <i>POX_g08691</i> Ter-R | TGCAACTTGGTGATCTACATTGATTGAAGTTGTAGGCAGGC |
| <i>ble</i> -F           | TCTAGAAAGAAGGATTACCTC                     |
| <i>ble</i> -R           | CTGGATCTCAACAGCGGTA                       |

**Primers used for Yeast Y2HGold autoactivation experiment**

|                               |                                          |
|-------------------------------|------------------------------------------|
| <i>rsrB</i> -F                | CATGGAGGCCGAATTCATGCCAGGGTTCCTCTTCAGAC   |
| <i>rsrB</i> -R                | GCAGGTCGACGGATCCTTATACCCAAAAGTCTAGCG     |
| <i>rsrB</i> <sub>176</sub> -F | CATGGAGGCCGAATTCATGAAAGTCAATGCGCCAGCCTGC |
| <i>rsrB</i> <sub>210</sub> -R | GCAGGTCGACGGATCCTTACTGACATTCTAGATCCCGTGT |
| <i>rsrB</i> <sub>211</sub> -F | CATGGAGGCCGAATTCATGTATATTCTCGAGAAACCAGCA |
| <i>rsrC</i> -F                | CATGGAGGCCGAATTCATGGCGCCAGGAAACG         |
| <i>rsrC</i> -R                | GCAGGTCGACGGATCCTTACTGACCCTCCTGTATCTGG   |
| <i>rsrC</i> -U1-F             | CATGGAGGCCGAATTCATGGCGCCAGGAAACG         |
| <i>rsrC</i> -U1-R             | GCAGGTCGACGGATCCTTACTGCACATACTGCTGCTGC   |
| <i>rsrC</i> -U2-F             | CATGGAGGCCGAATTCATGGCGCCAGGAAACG         |
| <i>rsrC</i> -U2-R             | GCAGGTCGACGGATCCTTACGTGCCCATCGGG         |
| <i>rsrC</i> -U3-F             | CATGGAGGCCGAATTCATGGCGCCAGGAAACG         |
| <i>rsrC</i> -U3-R             | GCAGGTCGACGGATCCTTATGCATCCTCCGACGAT      |
| <i>rsrC</i> -U4-F             | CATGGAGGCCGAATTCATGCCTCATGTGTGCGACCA     |
| <i>rsrC</i> -U4-R             | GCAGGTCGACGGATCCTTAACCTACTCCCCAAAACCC    |
| <i>rsrC</i> -U5-F             | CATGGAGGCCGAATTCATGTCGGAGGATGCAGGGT      |
| <i>rsrC</i> -U5-R             | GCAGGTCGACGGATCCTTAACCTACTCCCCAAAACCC    |
| <i>rsrC</i> -U6-F             | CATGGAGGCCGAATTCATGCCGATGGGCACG          |
| <i>rsrC</i> -U6-R             | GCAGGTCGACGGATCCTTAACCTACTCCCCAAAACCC    |
| <i>rsrC</i> -U7-F             | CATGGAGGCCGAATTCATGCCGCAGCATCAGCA        |
| <i>rsrC</i> -U7-R             | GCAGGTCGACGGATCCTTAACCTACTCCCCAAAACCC    |

**Primers used for heterologous expression of *rsrB***

|                                                      |                                                     |
|------------------------------------------------------|-----------------------------------------------------|
| <i>rsrB</i> -F                                       | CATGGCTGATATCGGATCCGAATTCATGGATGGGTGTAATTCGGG       |
| <i>rsrB</i> -R                                       | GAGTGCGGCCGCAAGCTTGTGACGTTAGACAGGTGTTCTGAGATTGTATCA |
| <b>Primers used for amplification of EMSA probes</b> |                                                     |
| <i>PoxGA15A</i> -F                                   | ATGAAGGATCTCCAAGTGTAGC                              |
| <i>PoxGA15A</i> -R                                   | FAM-AGTGATGAGCCTGGTAGAAGAA                          |
| <i>POX_b02418</i> -F                                 | TGGGTCGCCTCAACATCTA                                 |
| <i>POX_b02418</i> -R                                 | FAM-CTTGACCGAGCGAAAATCAGAA                          |
| <i>POX_g08691</i> -F                                 | GCTTATCTATCGCCGTGCT                                 |
| <i>POX_g08691</i> -R                                 | FAM-TGACTTTGCGTGTGTCATCG                            |
| <i>PoxAmy13A</i> -F                                  | TCGGACCAACCCATAAGG                                  |
| <i>PoxAmy13A</i> -R                                  | FAM-TGCCTCCTGATGATACCACA                            |
| <i>brlA</i> -F                                       | GGAAGTATAAACCCGCCCT                                 |
| <i>brlA</i> -R                                       | FAM-CATGTCGTCGAGTTCTTCAATT                          |
| <i>arpB</i> -F                                       | TCAAGTCTGGCAATGAAGCG                                |
| <i>arpB</i> -R                                       | FAM-TATGTATTAGGGATGATGATGTAGT                       |
| <i>β-tubulin</i> -F                                  | ACCTCACTTGCTCCGCTCTG                                |
| <i>β-tubulin</i> -R                                  | FAM-ACAACTTCATAGATGGAGTGGACA                        |
| <i>rsrB<sub>G1A</sub></i> -F                         | GCGCTTATATTGGAGATTGG                                |
| <i>rsrB<sub>G1A</sub></i> -R                         | CCAATCTCCAATATAAGCGC                                |
| <i>rsrB<sub>G6A</sub></i> -F                         | GCGCTTGTATTAGAGATTGG                                |
| <i>rsrB<sub>G6A</sub></i> -R                         | CCAATCTCTAATACAAGCGC                                |
| <i>rsrB<sub>G7T</sub></i> -F                         | GCGCTTGTATTGTAGATTGG                                |
| <i>rsrB<sub>G7T</sub></i> -R                         | CCAATCTACAATACAAGCGC                                |
| <i>PoxGA15A</i> -F1                                  | ATGAAGGATCTCCAAGTGTAGC                              |
| <i>PoxGA15A</i> -F2                                  | FAM -ATGAAGGATCTCCAAGTGTAGC                         |
| <i>PoxGA15A</i> -R1                                  | AGTGATGAGCCTGGTAGAAGAA                              |
| <i>PoxGA15A</i> -R2                                  | FAM-AGTGATGAGCCTGGTAGAAGAA                          |

|                                        |                                   |
|----------------------------------------|-----------------------------------|
| <i>PoxGA15A</i> <sub>-873</sub> -F     | TTTGGGCTTGCCTATGTCCG              |
| <i>PoxGA15A</i> <sub>-683</sub> -F     | ACGGGCAAAAGACGGAGATT              |
| <i>PoxGA15A</i> <sub>-531</sub> -F     | GAGTCTTGGAGGGGGCGAAT              |
| <i>PoxGA15A</i> <sub>-521</sub> -F     | GGGGGCGAATTCGATCAGGCAC            |
| <i>PoxGA15A</i> <sub>-511</sub> -F     | TCGATCAGGCACGCCCCGTCCAT           |
| <i>PoxGA15A</i> <sub>-510</sub> -F     | CGATCAGGCACGCCCCGTCCAT            |
| <i>PoxGA15A</i> <sub>-216</sub> -R     | GTTTTCTACTGGGGGGTTCC              |
| <i>PoxGA15A</i> <sub>-466</sub> -R     | AAGAACCTAGCCGATAGTGTGA            |
| <i>PoxGA15A</i> <sub>-477</sub> -R     | CGATAGTGTGAAGATGGACG              |
| <i>PoxGA15A</i> <sub>-487</sub> -R     | AAGATGGACGGGCGTGCCTGAT            |
| <i>PoxGA15A</i> <sub>-497</sub> -R     | GGCGTGCCTGATCGAATTCGCC            |
| <i>PoxGA15A</i> <sub>-498</sub> -R     | GCGTGCCTGATCGAATTCGCC             |
| <i>PoxGA15A</i> <sub>T1A</sub> -F      | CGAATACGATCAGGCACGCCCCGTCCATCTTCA |
| <i>PoxGA15A</i> <sub>T1A</sub> -R      | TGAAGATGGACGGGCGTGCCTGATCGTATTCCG |
| <i>PoxGA15A</i> <sub>C15A</sub> -F     | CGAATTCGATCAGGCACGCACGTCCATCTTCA  |
| <i>PoxGA15A</i> <sub>C15A</sub> -R     | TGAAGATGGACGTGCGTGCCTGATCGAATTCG  |
| <i>PoxGA15A</i> <sub>T1A/C15A</sub> -F | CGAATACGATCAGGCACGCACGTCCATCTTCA  |
| <i>PoxGA15A</i> <sub>T1A/C15A</sub> -R | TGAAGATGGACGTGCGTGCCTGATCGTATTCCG |
| <b>Primers used for RT-qPCR assay</b>  |                                   |
| <i>POX_g08691</i> -F                   | TGGCACTTCACCTTGGACTTAC            |
| <i>POX_g08691</i> -R                   | AGTGGCACATCCTGGTCAACAA            |
| <i>PoxGA15A</i> -F                     | CCTCGGTGAGCCCAAGTT                |
| <i>PoxGA15A</i> -R                     | CCAAAGTCAATCAAGGCAA               |
| <i>POX_b02418</i> -F                   | TATGTGGATTCCCTCCGCTCTA            |
| <i>POX_b02418</i> -R                   | ATGGATTGCCTCCTTGGT                |
| <i>POX_g08691</i> -F                   | TGGCACTTCACCTTGGACTTAC            |
| <i>POX_g08691</i> -R                   | AGTGGCACATCCTGGTCAACAA            |

|                    |                         |
|--------------------|-------------------------|
| <i>PoxAmy13A-F</i> | CTGACGGCTGCCCAATG       |
| <i>PoxAmy13A-R</i> | CCAAATCGCAGTAAATCCC     |
| <i>brlA-F</i>      | CCAGTTGCCTGTTTCGTCAG    |
| <i>brlA-R</i>      | GGTAAGGGAATGTCGGGTGTT   |
| <i>arpB-F</i>      | AGAGTCTCGGCGTTCAAGC     |
| <i>arpB-R</i>      | TGGTCGTAGGCGTTCTTGG     |
| <i>Actin-F</i>     | CTCCATCCAGGCCGTTCTG     |
| <i>Actin-R</i>     | CATGAGGTAGTCGGTCAAGTCAC |
| <i>rsrA-F</i>      | GAGCTCGGTACCCTCTTCTC    |
| <i>rsrA-R</i>      | GCAGGTCGACGGATCCTTAC    |
| <i>rsrC-F</i>      | GCACTGTGGCAAGTCTTTCAA   |
| <i>rsrC-R</i>      | TTCTGGCAGCCTTCGTGGT     |

**Primers used for construction of  $\Delta$ *rsrB* $\Delta$ *rsrA* strains**

|                |                                               |
|----------------|-----------------------------------------------|
| <i>rsrA-LF</i> | CGTCAAACCTCCTGTGCCGTAT                        |
| <i>rsrA-LR</i> | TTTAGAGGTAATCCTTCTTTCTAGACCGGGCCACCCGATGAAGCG |
| <i>rsrA-RF</i> | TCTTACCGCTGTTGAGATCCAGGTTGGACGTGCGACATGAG     |
| <i>rsrA-RR</i> | CCAAGTCCATTCACCCTGTA                          |
| <i>rsrA-NF</i> | GGTTCAATGGGTCTGCTTC                           |
| <i>rsrA-NR</i> | TGAAGCGGACGCCTCATAAC                          |
| <i>rsrA-VF</i> | GTTCTGCTTCGGTTCA                              |
| <i>rsrA-VR</i> | TCGCATCACTCGGGTCAA                            |
| <i>ble-F</i>   | TCTAGAAAGAAGGATTACCTC                         |
| <i>ble-R</i>   | CTGGATCTCAACAGCGGTA                           |

**Primers used for construction of *OrsrB* strains**

|                      |                                            |
|----------------------|--------------------------------------------|
| <i>POX_d05452-LF</i> | GGCACCAAACACCGCTACA                        |
| <i>POX_d05452-LR</i> | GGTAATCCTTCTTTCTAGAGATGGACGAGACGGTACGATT   |
| <i>POX_d05452-RF</i> | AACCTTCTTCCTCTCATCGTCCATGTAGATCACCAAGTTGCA |
| <i>POX_d05452-RR</i> | TTCGGACGGTGTCACTTCG                        |
| <i>g418-F</i>        | TCTAGAAAGAAGGATTACC                        |

*g418-R*

*rsrBP-F*

*rsrB*Ter-R

*POX\_d05452*-NF

*POX\_d05452*-NR

*POX\_d05452*-VF

*POX\_d05452*-VR

**Primers used for construction of  $\Delta$ *rsrC* strains**

*rsrC-LF*

*rsrC+ble-R*

*rsrC*-RF

*rsrC*-RR

*rsrC*-F

*rsrC*-R

*g418*-F

*g418*-R

*g418*-VF

*g418*-VR

**Primers used for construction of *CsrC* strains**

*POX\_d05452*-LF

*ble*-R

*rsrCp*-F

*rsrC*Ter-R

*POX\_d05452*-RF

*POX\_d05452*-RR

*POX\_d05452*-F

*POX\_d05452*-R

*ble*-VF

*ble*-VR

GTCGACAGAAGATGATATT

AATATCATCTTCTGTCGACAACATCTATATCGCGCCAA

GGACGATGAGAGGAAGAAGGTT

AATGAGCGTAGTGTGAGAGCACCAAT

GTCGCACATCCAATCGCATAGAGT

CGCCTACGGAAAATGACG

ATGTCGCCGAAGATGGAG

ATCGGGTCGCCGCCTC

CACAGTGATCGGCGAGTTG

AAGGGAATCCCGCCTAGAT

AATCGGCTGGTGGCATG

ATGGCGCCAGGAAACG

TTAACCTACTCCCAAAAACCC

TCTAGAAAGAAGGATTACCTCTAA

GTCGACAGAAGATGATATTGAAG

CTAAATGAACCATCTTGTCAAACGA

AGCCCTGGGTTCGCAAAG

GAGCGTAGTGTGAGAGCACCAAT

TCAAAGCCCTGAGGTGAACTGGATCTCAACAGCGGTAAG

TTTCACCTCAGGGCTTTTG

CTCCCCCGAACATACCG

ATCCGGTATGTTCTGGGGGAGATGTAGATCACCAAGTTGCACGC

CCACCGTCGCAATCGTCA

ATGGTTGTCTTCAGCAAGGTTA

CTATGCCTGAGCAGCGAAAC

ATAGCCGCTGCTGGTTTC

AATAAATCCTGGTGTCCCTGTT

**Primers used for construction of *OrsrC* strains**

|                           |                                             |
|---------------------------|---------------------------------------------|
| <i>POX_d05452L+g418-F</i> | GAGCGTAGTGTGAGAGCACCAAT                     |
| <i>POX_d05452L+g418-R</i> | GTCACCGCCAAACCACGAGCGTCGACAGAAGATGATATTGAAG |
| <i>POX06702P-F</i>        | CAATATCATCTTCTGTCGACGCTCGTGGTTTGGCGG        |
| <i>POX06702P-R</i>        | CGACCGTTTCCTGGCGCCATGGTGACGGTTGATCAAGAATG   |
| <i>rsrC-F</i>             | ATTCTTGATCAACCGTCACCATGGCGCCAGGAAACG        |
| <i>rsrC-R</i>             | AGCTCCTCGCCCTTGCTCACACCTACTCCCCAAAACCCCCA   |
| <i>gfp-F</i>              | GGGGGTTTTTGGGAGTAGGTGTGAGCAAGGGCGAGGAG      |
| <i>gfp-R</i>              | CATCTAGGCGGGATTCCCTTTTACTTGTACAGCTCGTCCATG  |
| <i>rsrCTer-F</i>          | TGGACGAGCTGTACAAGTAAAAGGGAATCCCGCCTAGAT     |
| <i>rsrCTer-R</i>          | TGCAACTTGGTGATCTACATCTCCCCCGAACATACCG       |
| <i>POX_d05452R-F</i>      | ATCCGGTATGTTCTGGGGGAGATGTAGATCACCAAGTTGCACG |
| <i>POX_d05452-RR</i>      | GAAGAAAGTGCGAGGCGTGA                        |
| <i>POX_d05452-F</i>       | ATGGTTGTCTTCAGCAAGGTTA                      |
| <i>POX_d05452-R</i>       | CTATGCCTGAGCAGCGAAAC                        |
| <i>POX_d05452-NF</i>      | CCCGTGACCAGGGTCCTTG                         |
| <i>POX_d05452-NR</i>      | GAGGGTCCCCAATAACTCGG                        |

**Primers used for construction of  $\Delta$ *rsrA* $\Delta$ *rsrC* strains**

|                |                                          |
|----------------|------------------------------------------|
| <i>rsrC-LF</i> | ATCGGGTCGCCGCCTC                         |
| <i>rsrC-LR</i> | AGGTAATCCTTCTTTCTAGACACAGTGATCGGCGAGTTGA |
| <i>rsrC-RF</i> | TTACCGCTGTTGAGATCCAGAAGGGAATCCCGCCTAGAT  |
| <i>rsrC-RR</i> | AATCGGCTGGTGGCATG                        |
| <i>ble-F</i>   | TCTAGAAAGAAGGATTACCTCTAAA                |
| <i>ble-R</i>   | CTGGATCTCAACAGCGGTA                      |
| <i>ble-vF</i>  | ATAGCCGCTGCTGGTTTC                       |
| <i>ble-vR</i>  | AATAAATCCTGGTGTCCCTGTT                   |

**Primers used for construction of *OrsrA* $\Delta$ *rsrC* strains**

|                |                                          |
|----------------|------------------------------------------|
| <i>rsrC-LF</i> | ATCGGGTCGCCGCCTC                         |
| <i>rsrC-LR</i> | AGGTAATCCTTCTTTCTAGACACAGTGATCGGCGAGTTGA |

|                                                   |                                             |
|---------------------------------------------------|---------------------------------------------|
| <i>rsrC</i> -RF                                   | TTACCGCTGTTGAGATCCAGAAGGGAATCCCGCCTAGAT     |
| <i>rsrC</i> -RR                                   | AATCGGCTGGTGGCATG                           |
| <i>ble</i> -F                                     | TCTAGAAAGAAGGATTACCTCTAAA                   |
| <i>ble</i> -R                                     | CTGGATCTCAACAGCGGTA                         |
| <i>ble</i> -VF                                    | ATAGCCGCTGCTGGTTTC                          |
| <i>ble</i> -VR                                    | AATAAATCCTGGTGTCCCTGTT                      |
| <b>Primers used for construction of Y1H assay</b> |                                             |
| <i>rsrAR1</i> -F                                  | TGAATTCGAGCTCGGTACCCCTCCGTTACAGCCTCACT      |
| <i>rsrAR1</i> -R                                  | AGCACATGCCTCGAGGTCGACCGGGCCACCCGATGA        |
| <i>rsrAR2</i> -F                                  | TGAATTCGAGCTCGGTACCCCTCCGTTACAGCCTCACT      |
| <i>rsrAR3</i> -F                                  | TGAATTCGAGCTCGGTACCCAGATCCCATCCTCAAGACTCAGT |
| <i>rsrAR4</i> -F                                  | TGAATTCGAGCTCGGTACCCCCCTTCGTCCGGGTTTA       |
| <i>rsrAR5</i> -F                                  | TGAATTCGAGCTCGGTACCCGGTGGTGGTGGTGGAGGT      |
| <i>rsrAR6</i> -F                                  | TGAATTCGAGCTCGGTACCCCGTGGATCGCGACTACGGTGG   |
| <i>rsrAR7</i> -F                                  | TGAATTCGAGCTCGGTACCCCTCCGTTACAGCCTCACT      |
| <i>rsrAR7</i> -R                                  | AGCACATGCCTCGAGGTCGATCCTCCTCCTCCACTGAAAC    |
| <i>rsrAR8</i> -F                                  | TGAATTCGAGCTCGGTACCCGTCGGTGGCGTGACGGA       |
| <i>rsrAR9</i> -F                                  | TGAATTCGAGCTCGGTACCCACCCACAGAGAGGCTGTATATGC |
| <i>rsrAR10</i> -F                                 | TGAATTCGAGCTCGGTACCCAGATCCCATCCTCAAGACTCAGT |
| <i>rsrAR11</i> -F                                 | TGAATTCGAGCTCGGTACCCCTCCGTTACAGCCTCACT      |
| <i>rsrAR11</i> -R                                 | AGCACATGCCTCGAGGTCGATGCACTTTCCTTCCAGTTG     |
| <i>rsrAR12</i> -F                                 | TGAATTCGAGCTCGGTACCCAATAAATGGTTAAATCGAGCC   |
| <i>rsrAR13</i> -F                                 | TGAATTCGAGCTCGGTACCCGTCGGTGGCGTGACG         |
| <i>rsrAR13</i> -R                                 | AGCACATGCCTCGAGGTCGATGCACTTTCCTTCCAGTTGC    |
| <i>rsrAR14</i> -F                                 | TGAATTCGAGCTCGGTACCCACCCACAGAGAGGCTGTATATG  |
| <i>rsrAR15</i> -F                                 | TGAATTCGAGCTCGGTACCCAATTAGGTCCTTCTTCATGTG   |
| <i>rsrAR16</i> -F                                 | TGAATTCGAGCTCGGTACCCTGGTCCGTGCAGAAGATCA     |
| <i>rsrAR17</i> -F                                 | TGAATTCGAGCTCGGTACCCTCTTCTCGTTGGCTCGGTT     |

---

# Supplementary material for: A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in Penicillium oxalicum
**Source:** Commun Biol. 2024 Jul 11;7:848. doi: 10.1038/s42003-024-06536-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Materials

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** List of 4041 differentially expressed genes in the  $\Delta rsrB$  as compared with the parental strain  $\Delta ku70$  grown on SCS

**File name:** Supplementary Data 2

**Description:** List of 4137 differentially expressed genes in the  $\Delta rsrC$  as compared with the parental strain  $\Delta ku70$  grown on SCS

**File name:** Supplementary Data 3

**Description:** List of 5656 differentially expressed genes in the  $\Delta rsrA$  as compared with the parental strain  $\Delta ku70$  grown on SCS

**File name:** Supplementary Data 4

**Description:** The source data behind the graphs in the paper

# Supplementary material for: A RsrC-RsrA-RsrB transcriptional circuit positively regulates polysaccharide-degrading enzyme biosynthesis and development in Penicillium oxalicum
**Source:** Commun Biol. 2024 Jul 11;7:848. doi: 10.1038/s42003-024-06536-4
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>                         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                  |
|-----------------|------------------|
| Data collection | No computer code |
| Data analysis   | No computer code |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data for gene sequences could be found in the submitted genome of *P. oxalicum* strain HP7-1 in GenBank (accession number JRV02000000). Further inquiries can be directed to the corresponding authors, we can provide all rawdata.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

This information have not been collected. There is no report on sex and gender.

Reporting on race, ethnicity, or other socially relevant groupings

This information have not been collected. There is no report on race, ethnicity, or other socially relevant groupings.

Population characteristics

See above

Recruitment

See above

Ethics oversight

See above

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

All experiments were performed at least three times

Data exclusions

The outlier was excluded

Replication

All experiment can be replicated

Randomization

The samples were randomly selected for testing

Blinding

The group allocation during data collection were blinded

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

### Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Plants

Seed stocks

There is no report on plants.

Novel plant genotypes

There is no report on plants.

Authentication

There is no report on plants.

How the deposited data were processed for this re-analysis (not part of the article)

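RNA-seq of *P. oxalicum* was analysed in 9 libraries, 3 each of the parental strain Δ*ku70* and the deletion mutants Δ*rsrA* and Δ*rsrB*, collected 24 h after transfer from glucose medium to inducing medium. Strains and replicate numbers were taken from the sample labels and the paper. The libraries of Δ*rsrC* were not analysed here.

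The authors sequenced poly(A) RNA at BGI, mapped the reads to the genome of strain HP7-1 and deposited FPKM values, one list per library with replicates kept apart. The paper's methods name BWA, Bowtie2, RSEM and NOISeq. The paper bases the annotation on the genome of the same strain, and its text does not name the filters on reads, the strandedness or the settings of these tools. FPKM values are already divided by transcript length and by the mapped total of the library, so a larger share taken by some genes lowers all others. They are not counts, and no test for counts was used. Each list holds the same 9721 genes, and 8796 genes are above 0 in all 9 libraries. The total FPKM differs between libraries, from 950456 to 1086112. The share of the total in the 10 highest genes was 10.1% to 13.3%.

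The depth behind the values is unknown, so no counting error or detection limit is given, and a gene at 0 is called only listed at 0. Relative depth was read from weakly expressed genes with a median FPKM under 1.5 and a lowest non-zero value of at least 0.2 that are listed at 0 in at least 1 library, as the most frequent ratio of their values to those of Δ*ku70* replicate 2. This method was tested on simulated data, where its largest error was 0.0884%. The limits on these genes were chosen after the files had been seen.

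The identifiers of the lists are older than those of the paper, and the reference table at hand holds no older identifiers. A pairing was found for 2 genes. The paper itself gives the former identifier of *rsrA*, and *rsrB* was inferred from the labels and Supplementary Fig. S8a. For that reason the amylase, transporter, TF and ribosome genes that the paper names, and the gene lists drawn from its figures and supplementary data, were not analysed, although tests of them had been planned. No coordinates are given, and properties of genes such as length and GC content were not used. The copies of Supplementary Data 1 and 3 used here hold 1998 genes each, of the paper's 4041 and 5656, so no overlap with them was computed.

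Values were transformed to log2(FPKM + 1). Each mutant was compared with Δ*ku70*, and Δ*rsrA* with Δ*rsrB*, with lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3, over genes with a mean FPKM of at least 1 in the 6 libraries compared, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs, without a limit on the fold change. NOISeq, the tool the paper names, was not used here. The genes named in the text follow a rule. It takes *rsrA* and *rsrB* and, in each mutant, the 5 genes with the largest rise and the 5 with the largest fall among DEGs whose values do not overlap between the strains. *rsrA* and *rsrB* were left out of that ranking, and because the identifiers are not paired with names, only the first 2 in each direction are given. For single genes, differences of mean log2(FPKM + 1) were also tested by an exact permutation of the 6 libraries.

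The tests, the rule for named genes and the alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1, no filter and a mean FPKM of at least 5, rescaling of each library to the same total (TPM), scaling by the median of ratios, quantile normalization, 1 fit over all 9 libraries, the replicate number as a block, limma's array weights, and leaving out each library in turn. For correlations they were a pseudocount of 0.1, untransformed FPKM, Spearman's coefficient and a filter at a mean FPKM of 1. None was added later.

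The 3 libraries of each strain carry the numbers 1 to 3, and neither the paper nor the labels say what a number stands for. The deviations of same-numbered Δ*rsrA* and Δ*rsrB* libraries from their strain means were correlated across genes, with r = 0.583, 0.107 and 0.468 for replicates 1, 2 and 3. All 3 exceed 0.1, the limit used for calling libraries paired, so the pairing of these 2 strains comes from the values alone. The block moved the number of genes that differ between Δ*rsrA* and Δ*rsrB* by less than 1.5 times.

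The steps were tested on simulated data in which 200 of 9721 genes were changed. Of these, 84.5% were recovered with 3 libraries per strain and at least 76.5% with 1 library left out. Of the genes called, 9.14% were unchanged genes, above the nominal share, in this 1 draw. With no gene changed, 0 genes were called. This test was written after the comparisons had first been run on the deposited values.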

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

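The alternatives are those listed with the processing, and the checks of array weights in other splits and of replicate numbers were chosen or read only after the results had been seen.

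The number of DEGs in Δ*rsrB* (340) stayed within 1.5 times under both pseudocounts, all filters and all scalings, from 297 to 346. It moved to 1123 with 1 fit over all 9 libraries, which contains the 3 Δ*rsrA* libraries with their smaller spread, and to 3989 with array weights. In Δ*rsrA*, the number (3310) stayed between 2255 and 4005 under the same filters, scalings and the fit over all libraries, and moved to 5615 with array weights. The co-regulated genes (185) numbered 162 to 193 under the filters and scalings, 659 with 1 fit over all libraries and 2624 with array weights, of which 782 were raised and 1304 lowered in both. Independent lists of that size would share 2571. The comparison of Δ*rsrA* with Δ*rsrB* gave 3961 to 7214 genes across these alternatives. The cause of these moves was not tested beyond the values given here.

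Array weights gave the largest numbers in each comparison. Their estimation stopped before convergence in limma, and they rested on few libraries, with a weight of 65.8 for Δ*rsrB* replicate 2, of 9.34 for Δ*rsrA* replicate 2 in the comparison with Δ*ku70* and of 16.9 for Δ*rsrA* replicate 2 in the comparison with Δ*rsrB*. When the 6 libraries of Δ*ku70* and Δ*rsrB* were split otherwise, array weights called up to 1657 genes, with a median of 0 over the other 9 splits. For Δ*rsrA* and Δ*ku70* this was up to 4500, with a median of 0, and for Δ*rsrA* and Δ*rsrB* up to 5593, with a median of 4754. Such splits still hold different strains, so their calls are not all false. On simulated data with equal noise the weights called 0 genes when none was changed, and 9.14% of the genes called were unchanged genes, the same as without weights. With equal noise the weights have little to act on. The share was 4.19% with unequal noise, which was much milder than the uneven weights of the data. These simulations therefore give no assurance for the weights found here. The higher numbers are consistent with calls that do not need the true grouping, for the splits that reached 1657, 4500 and 5593, but the share of such calls among the true grouping's DEGs was not measured.

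Leaving out each library in turn gave from 72 to 930 DEGs in Δ*rsrB*, from 1485 to 4553 in Δ*rsrA* and from 33 to 602 co-regulated genes. The highest number came without Δ*ku70* replicate 1 in all 3, the lowest without Δ*rsrB* replicate 2 for Δ*rsrB* and the co-regulated genes, and without Δ*rsrA* replicate 2 for Δ*rsrA*. These fits leave 2 libraries in a strain. On simulated data, where all changes were larger than 2-fold, the share of changed genes recovered was 84.5% with all libraries and at least 76.5% with 1 left out. Of the 340 DEGs in Δ*rsrB*, all 340 were also called without Δ*ku70* replicate 1, and 71 without Δ*rsrB* replicate 2.

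With the replicate number as a block, there were 149 DEGs in Δ*rsrB* (81 raised and 68 lowered), 2226 in Δ*rsrA*, 70 co-regulated genes and 5861 genes that differed between Δ*rsrA* and Δ*rsrB*. Libraries of Δ*ku70* and Δ*rsrB* with the same number deviated together with r = 0.0528, -0.173 and 0.259, and those of Δ*ku70* and Δ*rsrA* with r = -0.0634, -0.0639 and 0.0884, so these libraries share only a number. The block changed no call of a named gene.

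Scaling changed the share of lowered genes among the DEGs in Δ*rsrA*. It was 74.8% as deposited, 76.8% after rescaling to TPM, 45.9% after scaling by the median of ratios and 48.1% after quantile normalization. In Δ*rsrB* it was 56.5% as deposited and 53.5% to 62.3% under these scalings. Fold changes in Δ*rsrA* are therefore relative to a median of -0.29 as deposited and of about 0 after either of the last 2 scalings.

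The lowest correlation coefficient between replicates moved by more than the spread between pairs in Δ*ku70*, from 0.906 to 0.717 without the log transformation and to 0.860 among genes with a mean FPKM of at least 1. In Δ*rsrA* it moved from 0.986 to 0.98 with a pseudocount of 0.1 and to 0.982 among genes with a mean FPKM of at least 1, and in Δ*rsrB* from 0.977 to 0.968 among the latter genes.

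Among 302 other values, those of single genes and of raised or lowered counts, 245 stayed and 57 moved, and 0 became weaker, stronger or reversed in their test. *rsrA* in Δ*rsrB* had an adjusted p from 0.0916 to 0.779 across the alternatives with a test (limma), so its call did not change. The alternatives for the 4 gene lists taken from the figures and supplementary data were not run, because their identifiers could not be paired. The absolute depth is unknown, which limits what can be said of genes near 0.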

Differences from the paper's values

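The comparisons below were made after the values had been seen, and the settings named are those set before the data were examined. The tests are unlike, since the paper names NOISeq, without its settings, and limma on log2(FPKM + 1) was used here. The paper's DEGs in Δ*rsrB* include smaller log2 fold changes than any called here, where the smallest was 0.65 in size. A number close to the paper's under some limma setting therefore does not show why the numbers differ.

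The paper reports 4041 DEGs in Δ*rsrB*, 2265 raised and 1776 lowered, against 340, 148 and 192 here. With array weights the numbers were 3989, 2156 and 1833, within 1.5 times of the paper's. None of the other alternatives came within that range for any of the 3, the highest being 1123 DEGs with 1 fit over all 9 libraries and 930 without Δ*ku70* replicate 1.

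For Δ*rsrA* the paper reports 5656 DEGs, 1438 raised and 4218 lowered, against 3310, 833 and 2477 here. All 3 came within 1.5 times of the paper's with array weights (5615, 1719 and 3896), with 1 fit over all 9 libraries (4005, 1049 and 2956) and without Δ*ku70* replicate 1 (4553, 1121 and 3432). Scaling by the median of ratios (1501) and quantile normalization (1171) did so for the raised genes alone. The remaining alternatives did not.

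The paper reports 2677 co-regulated DEGs, 663 raised and 1272 lowered in both mutants, against 185, 30 and 127 here. With array weights there were 2624, 782 and 1304. No other alternative came within 1.5 times for any of the 3, the next being 659 genes with 1 fit over all 9 libraries and 602 without Δ*ku70* replicate 1.

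The lowest correlation coefficient between Δ*rsrA* replicates was 0.986 here and about 0.98 in Supplementary Fig. S8a, read by eye. It was 0.98 with a pseudocount of 0.1, 0.982 among genes with a mean FPKM of at least 1 and 0.983 with Spearman's coefficient, which differ from the paper's by less than the spread between pairs, and 0.988 without the log transformation, which differs by more. In Δ*rsrB* it was 0.977 here and about 0.96 in Supplementary Fig. S8a, read by eye. It was 0.968 among genes with a mean FPKM of at least 1 and 0.970 with Spearman's coefficient, which differ from the paper's by less than the spread between pairs. With a pseudocount of 0.1 (0.970) and without the log transformation (0.972) it was farther from the paper's than the spread between pairs.

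The paper has more genes raised than lowered in Δ*rsrB*, whereas 148 were raised and 192 lowered here. More were raised than lowered with array weights (2156 and 1833), with the replicate number as a block (81 and 68), and without Δ*ku70* replicate 2 (73 and 54) or Δ*rsrB* replicates 1 (56 and 50), 2 (45 and 27) or 3 (54 and 34).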

Other observations

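Numbers of DEGs and co-regulated genes with array weights or with a library left out come from alternatives set before the data were examined. Their use as tests here, and all other tests in this part, were chosen only after the result they bear on had been seen.

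Δ*ku70* replicate 1 stood apart from Δ*ku70* replicates 2 and 3. In it, 92 genes were at least 8-fold above both other replicates and 65 at least 8-fold under both, against 0 to 4 such genes in either direction in each of the other 8 libraries. The difference was at least 100-fold upwards in 35 genes. The 92 genes held 9.60% of the total FPKM of replicate 1 and on average 0.0551% in replicates 2 and 3, and their median FPKM was 314 in replicate 1, 3.21 and 2.91 in replicates 2 and 3, and at most 2.76 in the mutant libraries. Replicate 1 held 58.7% of the squared deviations within Δ*ku70*. Of the 157 genes, 0 were DEGs in Δ*rsrB* and 15 were DEGs in Δ*rsrA* (limma, Benjamini-Hochberg adjusted p under 0.05). Several technical explanations are excluded by the values. A different depth would change the steps of low values, whose size relative to replicate 2 was 1. A scale factor leaves ranks alone, and the lowest rank correlation within Δ*ku70* was 0.907, with replicate 1, against 0.982 between replicates 2 and 3. The 10 highest genes held 10.9% of its total, less than the 13.3% and 11.8% of replicates 2 and 3, so a few genes do not take most of it. It is not a mislabelled Δ*rsrA* or Δ*rsrB* library, since *rsrB* had an FPKM of 30.6 in it and *rsrA* 22.9. These values do not bear on Δ*rsrC*, whose libraries were not analysed and whose deleted gene has no paired identifier here. A minor share of RNA from another culture would raise genes but could not lower 65 genes 8-fold. Gene length and GC content could not be examined, because only 2 of the identifiers could be paired with a gene model. A different state of the culture itself stays open and untested, and the design names no difference between these 3 cultures, so no biological explanation was tested.

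The number of DEGs in Δ*rsrB* may be held down by the spread that this library adds. Without Δ*ku70* replicate 1 there were 930 DEGs although 1 library fewer was tested, whereas leaving out any other library of the comparison gave from 72, without Δ*rsrB* replicate 2, to 434, without Δ*ku70* replicate 3. That Δ*ku70* replicate 1 differs from the other replicates does not show that it is wrong, and no reason to leave it out was found in the paper or the labels.

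For each comparison, the 6 libraries were also divided in the other ways possible. The true division, 1 of the 10 splits, gave the largest number of DEGs in Δ*rsrB* against Δ*ku70*, in Δ*rsrA* against Δ*ku70* and in Δ*rsrA* against Δ*rsrB*. The other 9 splits gave 0 genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg), and at most 881, 396 and 365 genes with an unadjusted p under 0.05, against 2085, 4321 and 5512 for the true division. With 10 splits the share of splits cannot fall under 0.1 whatever the values, so this count by itself does not decide. Other values argue against a division without effect, since genes whose values did not overlap made up 33.1%, 56.5% and 66.4% of those tested in the 3 comparisons, against 10% by chance. In simulated data with no change 0 genes were called, but their noise was drawn independently for each gene and library. That result therefore does not bear on effects shared by many genes of a library. Genes are not independent of each other, so these shares carry no p. For Δ*rsrA* and Δ*rsrB*, whose numbers pair the libraries, 4 of the splits part all 3 pairs, and the 3 of them that are not the true one gave 0 genes and at most 27 with an unadjusted p under 0.05. The remaining splits keep pairs together.

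The excess of lowered genes in Δ*rsrA* depended on expression. Genes with a mean FPKM of at least 5 were divided into 5 classes of 1485 genes by mean expression, and the median log2 fold change was -0.50, -0.38, -0.29, -0.15 and 0.13 from the lowest class to the highest. The difference between the highest and the lowest class was 0.63, and a single scale factor between the strains, which shifts all classes alike, is excluded as the whole cause. With each library left out in turn, the median of the lowest class stayed between -0.54 and -0.48 and that of the highest between 0.05 and 0.18. In Δ*rsrB* the medians of the classes were -0.07, 0.01, 0.06, 0.09 and 0.21. FPKM values of a library have a nearly fixed total, so a larger share taken by the highest class would lower the rest by a common factor. The median of class 4, the second highest, was 0.35 above that of the lowest class, and with each library left out it stayed between -0.22 and -0.11, above all medians of the lowest class. A larger share of the highest class, with the rest lowered alike, is therefore excluded as the whole cause. Whether it accounts for part of the fall, beside changes that differ between the classes, stays open, since no external standard was used.

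Genes with consecutive identifiers changed together. Across genes, the correlation of log2 fold changes at consecutive identifiers was 0.355 in Δ*rsrA* over 7677 pairs, 0.281 in Δ*rsrB* and 0.313 between Δ*rsrA* and Δ*rsrB*. In 1000 shuffles of the identifiers the highest values were 0.0354, 0.0329 and 0.0439 (p = 0.000999 in each, the smallest that the shuffles can give), so a chance order of the identifiers is excluded. Δ*ku70* replicate 1 is not the only source of such correlations, since the value of 0.313 does not use Δ*ku70*. Its own deviations from replicates 2 and 3 had a correlation of 0.298 and a run of 17 consecutive raised genes. Its part in the values of 0.355 and 0.281 was not measured. In Δ*rsrA* the longest run of genes raised at least 8-fold held 8 identifiers, and no shuffle gave a run longer than 3. All 8 were DEGs, with log2 fold changes from 6.26 to 10.77, and they held 1.98% of the total FPKM of Δ*rsrA*. The run includes POX08689 and POX08688. The paper does not report it under these identifiers. Whether the identifiers follow the order of genes along the genome is not known here, nor whether reads were shared between similar neighbours. A hypothesis that fits 0.355 is that neighbouring genes respond together to the loss of RsrA, and it was tested only on the data in which it was found.

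More genes were DEGs in both mutants than independent lists would share, at a ratio of observed to expected of 1.53. In 100 simulations with independent effects in the mutants and a shared Δ*ku70*, in which as many genes were taken as were called, the ratio averaged 1.12 and reached 1.28. In all, 3 forms of the simulation were run. The first exchanged effects between genes of similar expression, and gave a ratio of at most 1.27, but called 1646 genes in Δ*rsrB* on average against 313 observed. The second also matched genes by their spread in Δ*ku70*, and gave at most 1.20, with 1007 genes called. Because these forms called too many genes, the third, given first here, was then used. At the threshold it called as many genes in Δ*rsrB* as the second, 1007 on average against 313 observed. It only limited the genes taken to the number called in the data, so the excess of calls remains in it. It was run again with array weights and with each of the 9 libraries left out. The ratio exceeded all simulations in 8 of these 10 settings. It was 1.02 with array weights, where the simulations averaged 1.03, and 1.47 without Δ*rsrB* replicate 2, where they reached 1.59. Without Δ*ku70* replicate 1 it was 1.26, where they reached 1.12, and without Δ*rsrA* replicate 2 it was 2.54, where they reached 1.61. The excess in number and the effect of the shared Δ*ku70* libraries cannot be told apart here, because the answer changes with array weights and without Δ*rsrB* replicate 2. The number of shared genes itself was 602 without Δ*ku70* replicate 1, 63 without Δ*ku70* replicate 2, and 52, 33 and 43 without Δ*rsrB* replicates 1, 2 and 3.

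The direction of the shared genes was set against the same simulations. Of the 185 genes, 84.9% changed in the same direction, against 51.6% on average and at most 62.6% in the third form of the simulation, and at most 61.3% and 61.0% in the first and the second. The observed share was also above all simulations in each of the 10 further settings, with 79.5% against at most 62.4% with array weights and 79.6% against at most 61.3% without Δ*ku70* replicate 1. The effects in these simulations were the observed fold changes, exchanged between genes separately for each mutant. They already hold the error of the shared Δ*ku70* libraries, which the exchange turns into independent effects. The simulated shares can therefore be too low, and the shared Δ*ku70* libraries are not excluded as the cause of the common direction. A hypothesis that remains is that both deletions move some genes the same way, and it was tested only on the data in which it was found. Variation shared by same-numbered Δ*rsrA* and Δ*rsrB* libraries, which their values pair, was not tested as a cause and stays open too.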
